# Distinct Oxidative Stress Adaptations Driven by the Overexpression of miR-526b, miR-655, and COX-2 in Breast Cancer

**DOI:** 10.3390/ijms26189103

**Published:** 2025-09-18

**Authors:** Reid M. Opperman, Sujit Maiti, Mousumi Majumder

**Keywords:** breast cancer, oxidative stress, hydrogen peroxide, microRNAs, miR-526b, miR-655, cyclooxygenase-2 (COX-2), RNA-seq, DNA damage

## Abstract

Oxidative stress has a dual role in breast cancer, promoting growth at moderate levels while causing cell death at higher levels, such as during therapeutic interventions that increase reactive oxygen species production. Oncogenic microRNAs miR-526b and miR-655 promote aggressive cancer traits—such as proliferation, migration, invasion, hypoxia response, cancer stem cell properties, and metastasis—via COX-2/EP4/PI3K pathways. These miRNAs and oxidative stress appear to engage in a self-amplifying loop, where miRNA overexpression increases ROS levels, and moderate oxidative stress, in turn, enhances miRNA expression—although the mechanisms are not yet fully understood. This study investigates how overexpressing miR-526b, miR-655, and COX-2 influences breast cancer cell responses to oxidative stress induced by H_2_O_2_. We examined cell viability, DNA damage, and transcriptomic changes in MCF7, MCF7-miR526b, MCF7-miR655, and MCF7-COX2 cell lines. Overexpression of COX-2 provided the most significant protection against oxidative stress, decreasing apoptosis and promoting cell cycle progression. Cells with miR-526b and miR-655 exhibited distinct yet overlapping stress responses, including decreased expression of DNA damage markers and alterations in p53 signaling. RNA-sequencing and network analyses identified hub genes involved in redox balance, immune, and metabolic pathways, which may have clinical significance (*OAS2*, *TNF*, *CACNA1C*, *CALML5*). Overall, these findings suggest that miR-526b, miR-655, and COX-2 play novel roles in promoting resistance to oxidative stress through transcriptional reprogramming in breast cancer; the identified markers could serve as potential biomarkers or therapeutic targets.

## 1. Introduction

Breast cancer continues to be the most frequently diagnosed cancer and a primary cause of cancer-related deaths among women globally [1]. Despite advances in treatment and detection, therapeutic resistance and treatment failure continue to pose clinical challenges. Growing evidence suggests an important involvement of oxidative stress in cancer, with consequences in carcinogenesis, tumorigenesis and treatment resistance. Oxidative stress occurs when reactive oxygen species (ROS) accumulate beyond normal levels, leading to both pro-tumorigenic and anti-tumorigenic effects [2,3]. Low-to-moderate levels of ROS can promote cell proliferation, migration, and survival, whereas excessive ROS induces cellular damage leading to senescence, apoptosis, or necrosis. ROS signaling is linked to redox-sensitive transcription factors, DNA damage response pathways, and alterations in cellular metabolism [4]. Breast cancers that display enhanced antioxidant capacities or that exhibit a dampened response to ROS-induced DNA damage, through the upregulation of pro-survival pathways or defects in apoptotic signaling, may evade ROS-induced toxicity. These forms of adaptations are clinically relevant in cases of therapeutic resistance, particularly in the context of therapies such as radiation or anthracyclines (e.g., doxorubicin), which exert part of their cytotoxic effects through the induction of oxidative stress [5,6].

MicroRNAs (miRNAs) have been shown to be key regulators of oxidative stress in cancer [7,8]. Our previous work has identified miR-526b and miR-655 as oncogenic miRNAs upregulated in response to cyclooxygenase-2 (COX-2) overexpression [9], which itself is a key source of intracellular hydrogen peroxide (H_2_O_2_) production. The overexpression of miR-526b and miR-655 in breast cancer was shown to promote the production of total intracellular ROS and superoxide (SO). Furthermore, exposure to modest levels of hydrogen peroxide for 24 h enhanced the expression of miR-526b and miR-655, indicating a positive feedback loop between both miRNAs and oxidative stress. Overexpression of miR-526b and miR-655 enhances aggressive cancer phenotypes such as proliferation, migration, invasion, cancer stem cell population in vitro, and tumorigenesis and metastasis in vivo through the COX-2/EP4/PI3K/Akt signaling pathways [10,11]. Based on these previous findings, we hypothesize that miR-526b, miR-655, and COX-2 overexpression may convey an innate ability for breast cancer cells to adapt to more cytotoxic levels of oxidative stress.

This study aims to investigate how the overexpression of miR-526b, miR-655, and COX-2 in breast cancer alters cellular responses to oxidative stress by assessing cell fate, DNA damage, and global transcriptional alteration via RNA-sequencing. Understanding how cancer cells adapt and respond to oxidative stress may have clinical relevance, helping to uncover crucial mechanisms of both chemoresistance and tumor progression.

## 2. Results

### 2.1. Cell Viability in miRNA Overexpressing Breast Cancer

The half-maximal inhibitory concentration (IC50) of cell viability for H_2_O_2_ in MCF7 breast cancer cells was determined to be 216 µM (Figure 1A). This concentration was utilized to assess the differential response of MCF7, MCF7-miR526b, MCF7-miR655, and MCF7-COX2 cell lines to H_2_O_2_ exposure. Cells were exposed to a single treatment of H_2_O_2_ for 48 h and then allowed a recovery period of three days, after which the treatment was removed, referred to as rest (H_2_O_2_ + Rest) (Figure 1B).

Following 48 h of H_2_O_2_ treatment, cell numbers in MCF7 were modestly reduced in comparison to time-zero cell counts, though this was not significant (Figure 1C). During this same period, the MCF7-miR526b and MCF7-COX2 cell lines showed a slight but non-significant increase in cell count, indicating minimal cell division. MCF7-miR655 cell numbers following treatment were unchanged.

Following the three-day recovery period, all cell lines showed a significant increase in cell number, indicating a recovery of cell proliferation following the removal of H_2_O_2_ (Figure 1C). At this time point, relative MCF7-miR526b and MCF7-miR655 cell counts were greater than those of MCF7, but not significantly, while MCF7-COX2 cell counts following recovery were significantly greater than all other cell lines. These findings suggest that the overexpression of miR-526b, miR-655, and COX-2 confer advantages to cell viability following oxidative stress, with COX-2 displaying the greatest capacity to recover.

The gene expression of cell-fate-regulatory genes *p21* (cell cycle arrest) and *PUMA* (apoptosis) were investigated in each condition (Figure 1D,E). In the control conditions, there was no significant difference in *p21* expression between cell lines, although expression was greatest in MCF7-miR655 and lowest in MCF7-COX2 (Figure 1D). After H_2_O_2_ treatment, *p21* expression was greatest in the parental MCF7 cell line; however, this was not significant. This trend was maintained following the recovery period as well, with expression in MCF7 significantly greater than that of MCF7-COX2.

Baseline *PUMA* expression was comparable across cell lines, with marginally higher levels in MCF7-miR526b and MCF7-miR655 than in MCF7 and MCF7-COX2 (Figure 1E). Following H_2_O_2_ treatment, expression was remade similar in MCF7, MCF7-miR526b, and MCF7-miR655, and it was lowest in MCF7-COX2, though not significantly. After the recovery period, levels were highest in MCF7 and MCF7-miR526b and lowest in MCF7-miR655 and MCF7-COX2, again without statistical significance.

p53 and p21 protein expression were assessed via Western blot (Figure 1F). In all cell lines, p53 protein expression was elevated after H_2_O_2_ exposure, with a significant increase in the case of MCF7 following the three-day rest period (Figure 1G). MCF7 and MCF7-miR526b had the most pronounced increase in p21 expression following H_2_O_2_ treatment, remaining elevated even after the rest period, significantly so in the case of MCF7 (Figure 1H). Though p21 expression was unchanged in MCF7-miR655 directly after the exposure period, expression did increase significantly following the rest period. In the case of MCF7-COX2, p21 expression increased significantly but rebounded following the recovery period, indicating a recovery in cell division capabilities.

AKT phosphorylation (Ser473) was analyzed following H_2_O_2_ treatment as a measure of pro-survival cell signaling (Figure 1F). AKT phosphorylation (p-AKT/total-AKT) was not significantly altered after H_2_O_2_ treatment in any cell line or condition (Figure 1I), although MCF7 and MCF7-COX2 did display a modest decrease following treatment and recovery. On the other hand, MCF7-miR526b and MCF7-miR655 showed a slight increase in AKT phosphorylation after treatment, which fell back down to baseline levels following three days of rest (Figure 1I).

Poly (ADP-ribose) polymerase (PARP) expression and cleavage were analyzed to investigate pro-apoptotic signaling after H_2_O_2_ treatment by comparing the relative abundance of full-length PARP (~116 kDa) to a cleaved fragment (~89 kDa) found during apoptosis (Figure 1F). The results show a significant increase in PARP cleavage in MCF7 cells following initial treatment, which remained elevated even after the recovery period (Figure 1J). Furthermore, PARP cleavage was significantly greater in MCF7 in comparison to both MCF7-miR526b and MCF7-COX2 after the initial 48 h treatment and remained significantly greater in comparison to MCF7-COX2 after the rest period. Conversely, only a modest increase in PARP cleavage was seen in MCF7-miR526b, MCF7-miR655, and MCF7-COX2 following H_2_O_2_ exposure. This indicates that apoptotic signals are more prominent in MCF7 cells compared to miRNA- and COX-2-overexpressing cells.

Additionally, the expression of genes involved in antioxidant defense, catalase (*CAT*), glutathione peroxidase 2 (*GPX2*), and glutathione reductase (*GSR*), were assessed, though differences were not significant and displayed extreme variability across biological replicates (Figure S1).

### 2.2. Assessing Oxidative-Stress-Induced DNA Damage and Repair

Overall, the differences in DNA damage and DNA damage response are subtle. Analysis of comet assays (Figure 2A), including tail DNA percentage (Figure 2B), tail moment (Figure 2C), and olive moment (Figure 2D), indicate that DNA damage increased in all cell lines following H_2_O_2_ treatment, although the changes were not significant when comparing conditions within the same cell line. For each comet metric, MCF7 was significantly greater than those of the other cell lines within the treatment condition and following the rest period, except for the comet tail percentage and olive moment of MCF7-miR526b after treatment and the comet tail percentage of MCF7-miR655 following the rest period. In MCF7-miR526b and MCF7-COX2 cells, all comet metrics decreased after the rest period.

γ-H2AX staining, which indicates DNA double-strand break (Figure 3A–D), increased significantly in all H_2_O_2_-exposed cells (Figure 3E). After rest, staining intensity significantly decreased in all cell lines, except for MCF7-miR655. While staining significantly reduced in MCF7, it remained significantly elevated relative to the untreated cells. In line with the comet assay, γ-H2AX staining suggests that DNA damage was greatest in the MCF7 cells after H_2_O_2_ treatment (Figure 3E), significantly greater than MCF7-miR655.

After H_2_O_2_ treatment, ATM protein expression did not appear to be altered in any of the cell lines (Figure 3F), other than MCF7-miR655 after the recovery period, although the baseline expression of ATM in these cells seemed to be the lowest. Quantification of ATM expression relative to the control condition was not significantly altered in any cell line (Figure 3G).

Similarly, total Chk2 protein expression (Figure 3F) was not significantly altered in any case, other than MCF7-COX2 following the recovery period, in which CHK2 expression was significantly reduced (Figure 3H). p-Chk2 increased after treatment for MCF7 and MCF7-COX2 and reduced slightly in MCF7-miR526b and MCF7-miR655 (Figure 3F,I), though neither case was statistically significant.

### 2.3. Identification of DEGs Associated with miRNA Overexpression via RNA-Sequencing

RNA-seq analysis was performed on MCF7, MCF7-miR526b, MCF7-miR655, and MCF7-COX2 following 48 h of H_2_O_2_ treatment. 

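MCF7 is a luminal, estrogen receptor-positive breast cancer cell line. The paper uses 3 lines made from it by plasmid transfection, called MCF7-COX2, MCF7-miR526b and MCF7-miR655. It describes them as overexpressing the prostaglandin-forming enzyme COX-2 (the product of PTGS2) or 1 of the microRNAs miR-526b and miR-655. Polyadenylated RNA with an integrity number of 8.5 or higher was sequenced on a NovaSeq instrument. It came from all 4 lines after 48 h with 216 µM H2O2, an oxidant, or with DMSO, in 3 biological replicates per line and treatment. DMSO was the control because the samples belonged to a larger study of drugs, and the paper does not call it the vehicle of H2O2. The series also holds 3 libraries per line after 0.8 µM doxorubicin (DOX), a DNA-damaging drug. The deposited values are gene counts from HTSeq 2.0.8 after alignment to GRCh38.p14 with STAR 2.7.11b, given for each annotated gene in each of 36 libraries. Counts summed to 49678513 to 50050659 per library in MCF7 under DMSO and 50855725 to 54418322 under H2O2. The corresponding ranges were 53740283 to 63637444 and 50572806 to 59324823 in MCF7-miR526b, 42353847 to 58491385 and 48500156 to 51750834 in MCF7-miR655, and 48575662 to 50321975 and 43745675 to 64128202 in MCF7-COX2.
For each comparison, genes with enough counts were kept by edgeR's filter for the 2 groups compared, scaled by TMM and tested with edgeR's quasi-likelihood test on those groups alone. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1.5 or below -1.5. Levels are given as CPM, counts scaled to a common library size by TMM, as mean and SD over 3 replicates, and positions refer to GRCh38.p14. In addition, 31 gene lists were fixed in advance. For each list, members that rose or fell at an adjusted p under 0.05, whatever the fold change, were counted, over all genes tested and again adjusted over the list alone. List members with a log2 fold change between -1.5 and 1.5 were not called genes by the threshold above. Where their call is said to end with a library left out, this refers to the adjusted p alone. Each list was tested against the other genes with camera from limma at a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over the lists. Several lists hold hub genes that the study chose on these libraries, so the counts and the test results of those lists are not independent evidence.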

Differentially expressed genes (DEGs) were identified for each miRNA-overexpressing aggressive cell line MCF7-miR526b, MCF7-miR655, and MCF7-COX2 relative to the miRNA-low MCF7 cells (Figure 4A–C). 

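The overexpressed genes were followed first in the counts. MIR655, the gene of miR-655, had 47 to 231 counts per library in the 9 libraries of MCF7-miR655 and 0 in every library of the other lines. Under H2O2 it stood at 2.3 ± 1.12 CPM (SD, n = 3) in MCF7-miR655, at least 40.4-fold above MCF7 with a floor of 3 counts per library (adjusted p = 0.0402). MEG9, a long noncoding RNA gene (ENSG00000223403, chromosome 14 from 101042908 to 101072937, 15.8% of its exon bases shared with other genes) whose span holds MIR655 (chromosome 14 from 101049550 to 101049646), was higher as well, with a log2 fold change of 6.29 (standard error 0.68, adjusted p = 0.0241). Leaving out replicate 1 or 3 of MCF7, or any library of MCF7-miR655, ended both calls (adjusted p up to 0.203). MIR526B (chromosome 19 from 53694393 to 53694475), the gene of miR-526b, had 0 counts in all 36 libraries, which were made from polyadenylated RNA. PTGS2 (chromosome 1 from 186671791 to 186680922) had 1 to 36 counts per library (0.0198 to 0.791 CPM of the total counts) in the libraries labelled MCF7-COX2 and 0 to 32 counts (0 to 0.687 CPM) in those of MCF7. It lay above every MCF7 library in 2 of the 9 libraries labelled MCF7-COX2, and its highest level, 2.64 CPM, was in a library of MCF7-miR655.

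**Figure D1:**
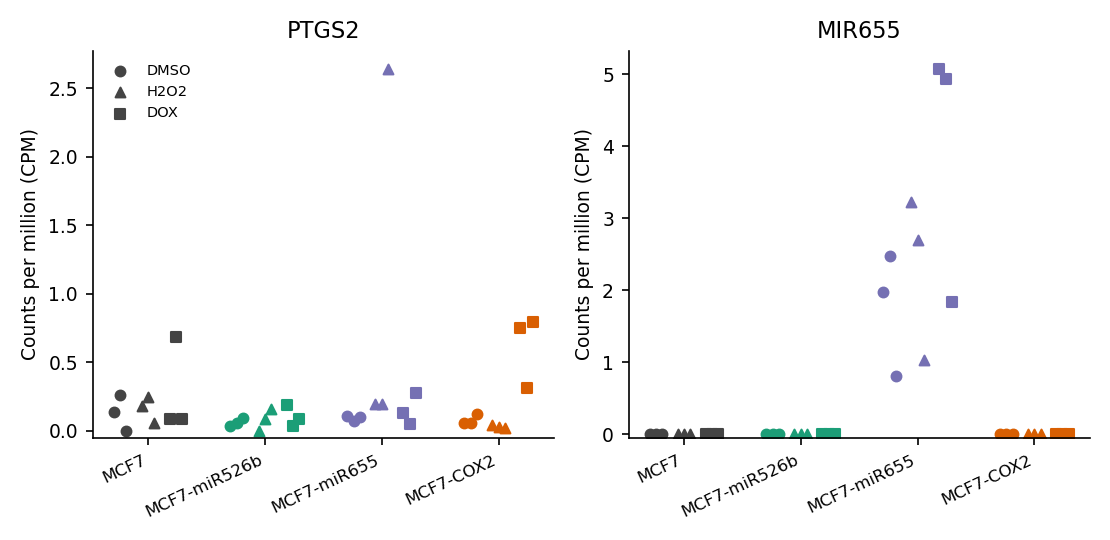
CPM of PTGS2 and MIR655 in each of the 36 libraries, by line and treatment; each point is 1 library. PTGS2 reaches at most 0.791 CPM in MCF7 and MCF7-COX2, and MIR655 is above 0 in the MCF7-miR655 libraries, from 0.804 to 5.07 CPM.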

Genes with a fold change above or below 1.5 and −1.5, as well as an FDR-adjusted *p*-value less than 0.05, were considered significant DEGs.

Comparison of these DEGs indicates that each experimental cell line differed in response to H_2_O_2_ relative to MCF7 (Figure 4D,E). 

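Under H2O2, MCF7-COX2 differed from MCF7 far more widely than the microRNA lines did. Of 19006 genes tested, 350 were higher and 1459 lower in MCF7-COX2. In MCF7-miR526b, 23 genes were higher and 37 lower of 18678 tested, and in MCF7-miR655, 16 were higher and 39 lower of 18592. At the same adjusted p with any fold change, as list members are counted, 1807 genes were higher and 3217 lower in MCF7-COX2. By that count 39 were higher and 48 lower in MCF7-miR526b, and 28 and 51 in MCF7-miR655. All called genes of the microRNA lines had every library of 1 group above every library of the other, as did 1803 of the 1809 in MCF7-COX2. Among all tested genes this held for 20.9%, 23.4% and 51.8% in MCF7-miR526b, MCF7-miR655 and MCF7-COX2, where chance gives 10%. Part of these genes also differed from MCF7 under DMSO in the same direction. Of the lower genes tested under both treatments, this held for 8 of 34 in MCF7-miR526b, 23 of 38 in MCF7-miR655 and 1067 of 1261 in MCF7-COX2, where independent lists would share 0.0207, 0.125 and 95. Of the higher genes it held for 10 of 23, 14 of 16 and 103 of 305 in MCF7-miR526b, MCF7-miR655 and MCF7-COX2, where independent lists would share 0.0242, 0.0725 and 4.84. Replicate numbers pair the DMSO and H2O2 libraries of MCF7, so deviations that these libraries share can add to the overlap. That part was not measured.
The difference between the responses themselves (H2O2 against DMSO in the line, minus the same in MCF7) was tested as an interaction in edgeR. It called 0 genes in each line, with 265 of 19815, 215 of 19679 and 675 of 20173 genes at an unadjusted p under 0.05 in MCF7-miR526b, MCF7-miR655 and MCF7-COX2. DESeq2 called 0, 0 and 8. With the replicate block, a paired fit within each line, edgeR called 0, 1 and 31 genes, the 31 of MCF7-COX2 being 20 higher and 11 lower. The H2O2 counts depend on single libraries, since leaving out 1 of them gave 0 to 71 higher and 0 to 151 lower genes in MCF7-miR526b and 0 to 53 and 0 to 125 in MCF7-miR655, with the highest counts without replicate 2 of MCF7. Without any 1 library of MCF7-miR526b no gene was called, and without 1 library of MCF7-miR655 at most 1 higher and 4 lower. Where the call of a single gene ends below without a library of these lines, this follows from these counts and does not set the gene apart. Without replicate 2 of MCF7 and replicate 3 of the line, both chosen after seeing the data, 83 and 267 genes were higher and lower in MCF7-miR526b and 66 and 177 in MCF7-miR655. In MCF7-COX2, 30 to 1656 were higher and 817 to 1957 lower, the highest counts again without replicate 2 of MCF7 and the lowest without replicate 2 of MCF7-COX2.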

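Among the genes higher than in MCF7 under H2O2, the largest rises in MCF7-miR526b with proper symbols included LY9, KISS1R and CDH12. LY9, a surface receptor of lymphocytes (ENSG00000122224, chromosome 1 from 160796074 to 160828261), stood at 2.9 ± 0.301 CPM (SD, n = 3) in MCF7-miR526b and had 0 counts in MCF7, at least 50.8-fold higher with a floor of 3 counts per library (adjusted p = 0.0124). KISS1R, the kisspeptin receptor, had a log2 fold change of 4.75 (standard error 0.54, adjusted p = 0.0308), and the cadherin CDH12 had a log2 fold change of 3.40 (standard error 0.36, adjusted p = 0.0219). In MCF7-miR655, the cancer-testis antigen CT83 had a log2 fold change of 6.92 (standard error 0.80, adjusted p = 0.0288). SLC6A14, an amino acid transporter gene that lies beside CT83 on chromosome X (ENSG00000268104, chromosome X from 116436606 to 116461458), was at 542 ± 52 CPM (SD, n = 3) against 123 ± 55.9 CPM in MCF7, a log2 fold change of 2.14 (standard error 0.30, adjusted p = 0.0435). CASP4, an inflammatory caspase, rose by 2.52 and TFPI2, a protease inhibitor, by 2.06 (adjusted p = 0.0329 and 0.0455). In MCF7-COX2, MEG3 and DLK1, imprinted neighbours on chromosome 14 (from 100779410 to 100861031 and from 100725705 to 100738224), were both higher, with log2 fold changes of 6.65 (standard error 1.02, adjusted p = 0.00671) and 5.46 (standard error 1.12, adjusted p = 0.0162). MEG3 was at 17 ± 8.27 CPM (SD, n = 3) against 0.165 ± 0.238 CPM in MCF7. EPHB1, a receptor tyrosine kinase, and IFI44L, an interferon-stimulated gene, had log2 fold changes of 3.50 and 4.32 (adjusted p = 0.0392 and 0.0375), and DESeq2 did not call IFI44L. The tests were edgeR's. Leaving out any 1 library of the line ended each of these calls but that of MEG3, with an adjusted p of up to 0.18 for KISS1R, 0.21 for TFPI2 and 0.128 for IFI44L. Leaving out replicate 3 of MCF7 also ended the calls of KISS1R, CDH12, CT83, CASP4, TFPI2 and IFI44L, and leaving out replicate 1 those of CT83, SLC6A14, IFI44L and EPHB1.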

Of the upregulated DEGs (Figure 4D), we identified 70 unique to MCF7-miR526b, 83 unique to MCF7-miR655, and 461 unique to MCF7-COX2. 

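No gene was called higher than MCF7 under H2O2 in more than 1 line by the main edgeR fits, which used the filter and the groups compared alone. Without replicate 2 of MCF7, edgeR called 2 genes higher in both microRNA lines only, 27 in MCF7-miR526b and MCF7-COX2 only, 17 in MCF7-miR655 and MCF7-COX2 only and 6 in all 3. At an unadjusted p under 0.05 with the same fold change, 16 genes were higher in both MCF7-miR526b and MCF7-miR655, 9 in MCF7-miR526b and MCF7-COX2, 4 in MCF7-miR655 and MCF7-COX2, and 2 in all 3 lines. DESeq2 called 12 genes higher in both microRNA lines only, 7 in MCF7-miR526b and MCF7-COX2 only, 0 in MCF7-miR655 and MCF7-COX2 only and 0 in all 3. Among the genes tested in both comparisons, independent lists of the sizes called by edgeR would share 0.00618, 0.148 and 0.0872 genes for these 3 pairs. In 1 edgeR fit over all 24 libraries, 13, 9 and 4 genes were higher in these pairs of lines only and 3 in all 3 lines. EdgeR without a filter called 8, 6 and 0 in these pairs only and 0 in all 3.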

Ten upregulated DEGs were shared between MCF7-miR526b and MCF7-miR655, five were shared between MCF7-miR526b and MCF7-COX2, three were shared between MCF7-miR655 and MCF7-COX2, and only one was shared between all experimental cell lines relative to MCF7. 

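In MCF7-miR526b under H2O2, TGM2, a transglutaminase gene (ENSG00000198959, chromosome 20 from 38127385 to 38166578), was at 1.39 ± 0.306 CPM (SD, n = 3) against 62.8 ± 46.3 CPM in MCF7, with a log2 fold change of -5.49 (standard error 0.64, adjusted p = 0.0316). The imprinted noncoding RNA H19 and the choline transporter-like gene SLC44A5 fell as well, with log2 fold changes of -5.54 (standard error 0.71, adjusted p = 0.0415) and -4.66 (standard error 0.40, adjusted p = 0.0124). NFIA, a transcription factor gene (ENSG00000162599, chromosome 1 from 60865259 to 61462788), fell in MCF7-miR655 with a log2 fold change of -3.44 (standard error 0.32, adjusted p = 0.0178), and NBPF6 was at 0.685 ± 0.133 CPM (SD, n = 3) against 25.5 ± 12.8 CPM in MCF7, a log2 fold change of -5.21 (adjusted p = 0.0178). Several genes abundant in MCF7 had 0 counts in all 3 H2O2 libraries of MCF7-COX2. EMC10 (ENSG00000161671, chromosome 19 from 50476400 to 50490871), a subunit of the membrane protein complex of the endoplasmic reticulum, was at 88.5 ± 40.5 CPM (SD, n = 3) in MCF7, so it was at least 1520-fold lower with a floor of 3 counts per library. RAMP3, a receptor co-factor, GALC, a lysosomal galactosidase, and SIGMAR1, the sigma-1 receptor, were at least 1440, 531 and 375-fold lower (adjusted p = 0.00436, 6.75e-04 and 0.00155 from edgeR). Replicate 2 of MCF7 held the lowest MCF7 level of EMC10 and RAMP3, 41.9 and 21.3 CPM. These falls in MCF7-COX2 stayed called when any 1 library was left out, while leaving out any 1 library of the line ended those in MCF7-miR526b and MCF7-miR655 (adjusted p up to 0.272 and 0.14). Without replicate 1 of MCF7 the call of TGM2 ended, and without replicate 3 that of H19.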

Of the downregulated DEGs (Figure 4E), we identified 82 unique to MCF7-miR526b, 165 unique to MCF7-miR655, and 1742 unique to MCF7-COX2. There were 34 downregulated DEGs shared between MCF7-miR526b and MCF7-miR655, 97 between MCF7-miR526b and MCF7-COX2, 60 shared between MCF7-miR655 and MCF7-COX2, and 11 shared between all experimental cell lines relative to MCF7.

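CCDC83 and SLC14A1 were among the 3 genes lower than MCF7 under H2O2 in all 3 lines; both were singled out after their values were seen. SLC14A1, a urea transporter gene (ENSG00000141469, chromosome 18 from 45687025 to 45752520), was at 0.222 ± 0.0846 CPM (SD, n = 3) against 5.21 ± 1.79 CPM in MCF7, with a log2 fold change of -4.54 (standard error 0.44, adjusted p = 0.0178) in MCF7-miR526b, and had a log2 fold change of -5.08 (standard error 0.65, adjusted p = 0.0371) in MCF7-miR655. In all, 5 genes were lower in both microRNA lines, 20 in MCF7-miR526b and MCF7-COX2, and 13 in MCF7-miR655 and MCF7-COX2. Independent lists would share 0.0796, 2.99 and 3.16, and 0.00665 in all 3 lines. Groups simulated with no change against the same MCF7 libraries have no real differences to share, and shared 0 in each of 20 simulations. The 3 H2O2 libraries of MCF7 serve all 3 comparisons and are too few to be split between them, so the part of the overlap that comes from them was not measured. Genes lower in 1 line only numbered 15 in MCF7-miR526b, 24 in MCF7-miR655 and 1429 in MCF7-COX2. DESeq2 called 33 genes lower in all 3 lines, edgeR without a filter 21, and 1 edgeR fit over 24 libraries 29. Leaving out 1 MCF7 library gave 1 to 21 genes lower in all 3 lines, and leaving out 1 library of a microRNA line gave as few as 0. Any library left out of either microRNA line ended the calls of SLC14A1 there (adjusted p up to 0.13 in MCF7-miR526b and 0.203 in MCF7-miR655), as did replicate 1 or 3 of MCF7 for MCF7-miR655.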

Principal component analysis (PCA) was performed to visualize global transcriptional differences across all samples (Figure 4F). Principal component 1 (PC1) and principal component 2 (PC2) captured 24.7% and 8.5% of the total variance, respectively. 

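In a principal component analysis of log2 CPM over 21259 genes, PC1 took 58.9% and PC2 10.1% of the variance among the 24 libraries of DMSO and H2O2. The identity of the line accounted for 92% of the variance along PC1 and 91.7% along PC2. Treatment accounted for 0.191% and 4.32%, and for 15.4% along PC3 and 37.1% along PC4. Scaling each gene to unit variance gave 40.4% on PC1 and 11.7% on PC2, and scaled genes without the filter on low counts gave 24.7% and 8.44%. The 500 most variable genes gave 80.5% and 8.33%.

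**Figure D2:**
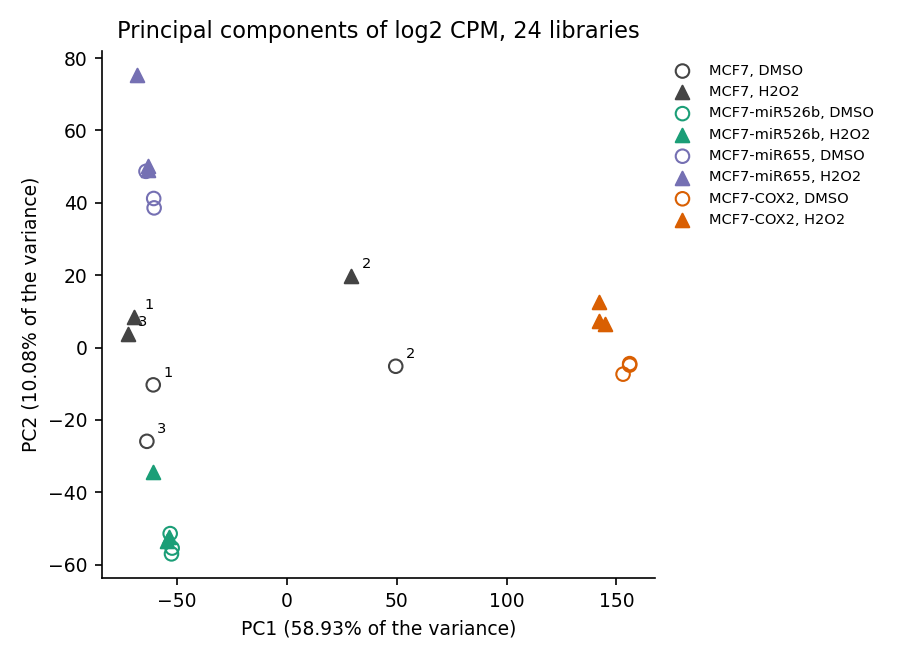
PC1 against PC2 of log2 CPM for the 24 libraries of DMSO (open circles) and H2O2 (filled triangles), with the share of variance of each component on its axis; colours mark the lines and numbers the replicates of MCF7. MCF7-COX2 lies between 142 and 156 on PC1, and replicate 2 of MCF7 lies at 49.6 under DMSO and 29.3 under H2O2.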

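On PC1, the libraries labelled MCF7-COX2 lay from 153 to 156 under DMSO and from 142 to 145 under H2O2. Those of MCF7-miR526b lay from -53 to -52.1 and from -61 to -53.6, and those of MCF7-miR655 from -64 to -60.3 and from -68.3 to -63. MCF7 reached from -63.6 to 49.6 under DMSO and from -72.4 to 29.3 under H2O2, with replicate 2 at the upper end of both ranges. PC2 parted the microRNA lines, with MCF7-miR526b from -57 to -34.3 and MCF7-miR655 from 38.6 to 75.4 over both treatments.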

The analysis revealed a clear separation between cell lines, specifically with MCF7-COX2 relative to the other cell lines across PC1. 

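Replicate 2 of MCF7 stood apart from replicates 1 and 3 under both treatments, on the side of MCF7-COX2. The mean distance between a library's log2 CPM profile and its group's centre was 80.2 ± 13.1 (SD, n = 6) in MCF7, 44.6 ± 6.99 in MCF7-miR526b, 49.8 ± 7.28 in MCF7-miR655 and 44.9 ± 2.95 in MCF7-COX2. The lowest distance in MCF7, 68.7, lay above the highest in any other line, 64. No p value is given, because replicate numbers pair the DMSO and H2O2 libraries of MCF7, so that its 6 distances are not independent. Without replicate 2 of both treatments in every line, a choice made after seeing the data, the distances were 53.7, 41, 45.9 and 40.3 (n = 4), so the ratio of MCF7 to the widest other line went from 1.61 to 1.17.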

MCF7-miR526b, MCF7-miR655, and MCF7-COX2 samples, both control and treated, clustered more tightly compared to MCF7, suggesting less variability following H_2_O_2_ treatment. This may suggest that MCF7 cells undergo a more pronounced or heterogeneous global transcriptomic response to H_2_O_2_. On the other hand, it may also suggest variability within the MCF7 cell line, which may reflect technical errors in sample preparation. 

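Along PC1 the distance of MCF7's replicate 2 from its fellow replicates was present under DMSO as well as under H2O2, at 49.6 against at most -60.7 for the MCF7 replicates 1 and 3 of both treatments. The difference between replicates relative to sampling noise, as chi-square per degree of freedom, was highest for replicates 2 and 3 of MCF7 under DMSO (247) and lowest for replicates 1 and 2 of MCF7-miR526b under H2O2 (3.49). For this wider scatter of MCF7 the paper proposes that the response to H2O2 may be more pronounced or heterogeneous. It also names variability within the line, which may stem from errors in sample preparation. Distances of MCF7 replicates 1, 2 and 3 to their group's centre were 69.12, 98.91 and 78.18 under DMSO. Under H2O2 they were 68.7, 93.95 and 72.41. The scatter was thus no wider with H2O2, which argues against a more heterogeneous response as its source.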

Although all these cell lines represent the same subtype of breast cancer, miRNA-overexpressing cells showed distinct results compared to parental MCF7. Surprisingly, there was relatively low separation between the control and H_2_O_2_ treatment groups for all cell lines seen along PC2, consistent with the limited number of significant differentially expressed genes identified in condition-level comparisons (control vs. H_2_O_2_) (Figure S8).

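In MCF7-COX2, H2O2 against DMSO raised 305 and lowered 11 of 18308 tested genes in the unpaired edgeR fit. With any fold change, as list members are counted, it raised 1560 and lowered 1108. GDF15, a stress-induced cytokine and p53 target (ENSG00000130513, chromosome 19 from 18374731 to 18389176), went from 13.9 ± 3.98 to 278 ± 173 CPM (SD, n = 3 per group), a log2 fold change of 4.32 (standard error 0.42, adjusted p = 4.17e-04). LCN2, an iron-binding acute-phase protein, LY6D, a keratinocyte surface protein, and PURPL, a p53-induced noncoding RNA, rose by 5.98, 4.65 and 4.22 on the log2 scale (adjusted p = 0.00617, 0.00157 and 1.08e-04). ODAM and AFF2 were among the falls, with log2 fold changes of -1.55 and -1.54 (adjusted p = 0.00565 and 0.0398).
EdgeR called 0 genes in MCF7 and in both microRNA lines (MCF7-miR526b, then MCF7-miR655), with 772 of 18644, 503 of 18586 and 1414 of 18181 at an unadjusted p under 0.05. DESeq2 called 81, 0 and 13 genes. Replicate numbers pair the DMSO and H2O2 libraries of MCF7 and MCF7-miR526b. With the replicate block, a paired fit, edgeR called 240 genes in MCF7, all higher, and 0 in MCF7-miR526b. In that paired fit CALML5, a calmodulin-like gene of the epidermis, rose in MCF7 from 5.92 ± 1.48 to 18.7 ± 2.68 CPM (SD, n = 3 per group) (adjusted p = 8.38e-04, against 0.523 without the block). In MCF7-COX2 leaving out 1 library gave 200 to 347 genes, and 1 fit over all 24 libraries gave 142, without calling LCN2, ODAM or AFF2. The call of AFF2 also ended without any DMSO library of MCF7-COX2 or replicate 2 under H2O2 (adjusted p up to 0.129). Groups did not overlap for 36.9% of tested genes in MCF7-COX2, 19.2% in MCF7-miR655, 9.73% in MCF7-miR526b and 9.71% in MCF7, where chance gives 10% for libraries without pairing. In MCF7 and MCF7-miR526b, whose libraries are paired, 10% is not the no-effect value, so these shares do not show an absent response.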

Gene Set Enrichment Analysis (GSEA) was used to assess how each cell line responded to H_2_O_2_. 

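CDKN1A, the cell cycle inhibitor p21 and a p53 target, rose with H2O2 in MCF7-COX2 from 59.3 ± 5.11 to 514 ± 195 CPM (SD, n = 3 per group) (log2 fold change 3.12, adjusted p = 1.21e-04), and FAS, a death receptor, by 1.98. Of 40 p53 targets tested, 34 rose and none fell in MCF7-COX2 (37 and 0 adjusted over the list alone), with a median log2 fold change of 0.94. G2/M genes fell there for 21 of 56 (37 when adjusted over the list alone), among them the kinesin CENPE, and E2F targets and S phase genes for 36 of 63 with 1 rise, CCNE1 (57 and 1 adjusted over the list alone). Pro-apoptotic genes rose for 6 and fell for 1 of 31 (8 and 1 adjusted over the list alone). Antioxidant genes rose for 8 and fell for 2 of 43 (12 and 4 adjusted over the list alone), with TXNRD1, a thioredoxin reductase, at a log2 fold change of 0.66 (standard error 0.09, adjusted p = 0.00292), which did not pass in 1 fit over all 24 libraries. Estrogen response genes, the list of MCF7-COX2 that passed with either correlation, rose for 26 and fell for none of 48 (28 and 1 adjusted over the list alone), with a median of 0.44 (adjusted p = 1.18e-21, and adjusted p = 0.0105 with an estimated correlation). Camera gave adjusted p = 5.50e-67, 2.20e-15, 5.74e-22, 0.0155 and 0.0192 for p53 targets, G2/M genes, E2F targets and S phase genes, pro-apoptotic genes and antioxidant genes in MCF7-COX2, and adjusted p = 0.177, 0.426, 0.426, 0.426 and 0.577 with an estimated correlation. Without replicate 1 or 3 of MCF7-COX2 under H2O2 the antioxidant list no longer passed (adjusted p up to 0.0612).
In MCF7 no list member passed over all genes, but 26 of 41 p53 targets rose when adjusted over the list alone and 35 with the replicate block, in which 41 of 56 G2/M genes and 10 of 63 E2F targets and S phase genes fell, and 12 pro-apoptotic and 14 antioxidant genes rose. The medians in MCF7 were 0.74 for p53 targets (adjusted p = 9.80e-56, and adjusted p = 0.0321 with an estimated correlation), -0.37 for G2/M genes (adjusted p = 5.59e-19, and adjusted p = 0.213 with an estimated correlation) and -0.19 for E2F targets and S phase genes (adjusted p = 1.77e-09, and adjusted p = 0.26 with an estimated correlation). Pro-apoptotic and antioxidant genes passed in MCF7 by both tests, at adjusted p = 2.69e-05 and 2.26e-05, and adjusted p = 0.0321 for both with an estimated correlation. In MCF7-miR526b no member of these lists passed. Its p53 targets had a median of 0.34 (adjusted p = 4.80e-12, and adjusted p = 0.428 with an estimated correlation), and its G2/M genes a median of -0.21 (adjusted p = 2.03e-12, and adjusted p = 0.449 with an estimated correlation). Without replicate 3 of MCF7-miR526b under H2O2 the p53 targets no longer passed (adjusted p = 0.574) and the G2/M and E2F lists turned upward (adjusted p = 0.0249 for G2/M genes). MCF7-miR655 had medians of 0.42 for p53 targets (adjusted p = 2.80e-12, and adjusted p = 0.413 with an estimated correlation) and -0.39 for G2/M genes (adjusted p = 1.54e-15, and adjusted p = 0.413 with an estimated correlation), again with no member past the test. These lists, with E2F targets and S phase genes, stayed called in MCF7-miR655 with any 1 library left out (adjusted p up to 2.35e-06). Replicate 3 had the largest change of p53 targets in both microRNA lines. The median change of p53 targets against the line's own DMSO libraries was -0.0013, 0.0496 and 0.813 in replicates 1, 2 and 3 of MCF7-miR526b and 0.157, 0.127 and 0.825 in MCF7-miR655. In MCF7 it was 0.484, 0.835 and 0.834, and in MCF7-COX2 0.781, 0.746 and 1.05.

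**Figure D3:**
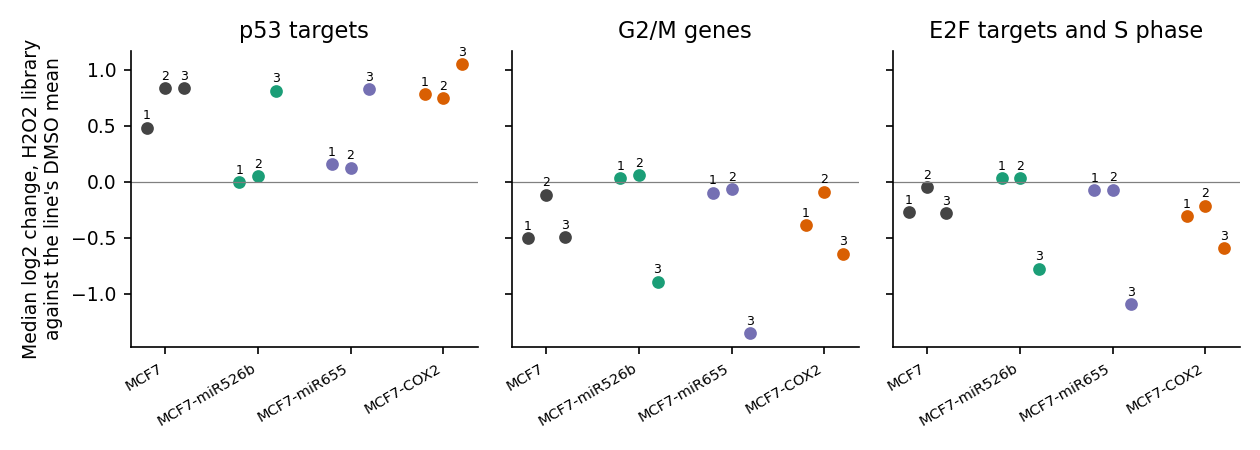
Median log2 change of p53 targets, G2/M genes and E2F targets and S phase genes in each H2O2 library against the mean of its line's 3 DMSO libraries; each point is 1 library, marked with its replicate number. For p53 targets, replicates 1 and 2 of MCF7-miR526b and MCF7-miR655 lie between -0.0013 and 0.157 and replicate 3 at 0.813 and 0.825.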

Unsurprisingly, gene sets involved in apoptosis, p53, and ROS signaling were positively enriched, and those associated with cell cycle progression were negatively enriched, relative to the control treatment counterparts (Figure S9). Instead, by comparing each experimental cell line to that of MCF7, we aimed to assess any differences cellular response to H_2_O_2_ exposure with respect to the overexpression of miR-526b, miR-655, or COX-2. We analyzed the top enriched MSigDB hallmark gene sets, as well as the hallmark gene sets of ROS, apoptosis, and the p53 pathway for each MCF7-miR526b (Figure 5A–E), MCF7-miR655 (Figure 5F–J), and MCF7-COX2 (Figure 5K–O) relative to MCF7 following H_2_O_2_ treatment.

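NF-kB targets were lower in MCF7-miR526b than in MCF7 under H2O2, with a median log2 fold change of -0.94 over 38 genes. TNF, TNFAIP2 and SOD2 fell over all genes tested, and 25 of the 38 when adjusted over the list alone. No member rose. Camera gave adjusted p = 2.27e-23, and adjusted p = 0.0213 with an estimated correlation. TNFAIP2, a gene induced by TNF, was at 11.3 ± 2.24 CPM (SD, n = 3) against 50.2 ± 20.6 CPM in MCF7, with a log2 fold change of -2.15 (standard error 0.32, adjusted p = 0.0466). Of 32 germ cell genes only 6 had enough counts to be tested. None passed over all genes and 1 was higher when adjusted over the list alone, with a median of 0.13 (camera adjusted p = 0.23). Replication-dependent histone genes were higher, 11 of 18 when adjusted over the list alone and 0 over all genes, with a median of 0.83 (adjusted p = 3.25e-11, and adjusted p = 0.204 with an estimated correlation). With replicate 1 or 3 of MCF7 or any library of MCF7-miR526b left out, none of TNF, TNFAIP2 and SOD2 kept an adjusted p under 0.05 (up to 0.317 for SOD2 and 0.281 for TNFAIP2).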

In the MCF7-miR526b cell line, the most significant upregulated enrichment was the hallmark spermatogenesis gene set (NES = 1.36, FDR = 0.134) (Figure 5A), and the most significant negative enrichment was the hallmark TNFA signaling via NFKB gene set (NES = −2.21, FDR = 0.0) (Figure 5B). 

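PMAIP1, which encodes the p53-induced pro-apoptotic protein NOXA (ENSG00000141682, chromosome 18 from 59899996 to 59904305), was lower in MCF7-miR526b than in MCF7 under H2O2, at 14.3 ± 3.14 CPM (SD, n = 3) against 33 ± 2.44 CPM in MCF7, a log2 fold change of -1.20 (standard error 0.18, adjusted p = 0.0466). It was the 1 member of both the p53 targets (41 tested) and the pro-apoptotic genes (33 tested) that fell, over all genes and also when adjusted over the list alone, and none rose. The medians were -0.25 for p53 targets (adjusted p = 2.86e-04, and adjusted p = 0.573 with an estimated correlation) and -0.18 for pro-apoptotic genes (adjusted p = 0.00622, and adjusted p = 0.226 with an estimated correlation). CDKN1A had a log2 fold change of -1.01 (standard error 0.58, adjusted p = 0.502). None of 10 anti-apoptotic genes passed over all genes and 1 fell when adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.113). Both of the lists of p53 targets and pro-apoptotic genes lost their call without replicate 3 of MCF7 (adjusted p = 0.0516), and PMAIP1 without replicate 1 or 3 of MCF7 or any library of MCF7-miR526b (adjusted p up to 0.281). Replicates 1 and 2 of MCF7-miR526b under H2O2 showed little change of p53 targets against the line's DMSO libraries and replicate 3 a larger one. In the test of the difference between the H2O2 responses, p53 targets were lower in MCF7-miR526b with a median of -0.45 (adjusted p = 1.58e-18, and adjusted p = 0.163 with an estimated correlation).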

The hallmark apoptosis (NES = −1.8, FDR = 0.001) (Figure 5C) and p53 signaling (NES = −1.61, FDR = 0.004) (Figure 5D) gene sets were negatively enriched, suggesting a weaker apoptotic response and dampened p53 activity in the MCF7-miR526b cell line in response to H_2_O_2_. Similarly, the hallmark ROS gene set was negatively enriched (NES = −1.09, FDR = 1) (Figure 5E), indicating a less pronounced response in ROS-related gene expression relative to MCF7 cells, though this was not significant.

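SOD2, the mitochondrial manganese superoxide dismutase (ENSG00000291237, chromosome 6 from 159669069 to 159762529), was the 1 antioxidant gene that fell in MCF7-miR526b relative to MCF7 under H2O2, at 52.3 ± 0.17 CPM (SD, n = 3) against 83.5 ± 6.14 CPM in MCF7 (log2 fold change of -0.67 (standard error 0.10, adjusted p = 0.0475)). It is also an NF-kB target. None of the 43 antioxidant genes tested rose, and 1 rose and 1 fell when adjusted over the list alone. The median log2 fold change of the list was -0.13, with camera adjusted p = 0.159.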

In the MCF7-miR655 cell line, the most significant upregulated gene set was the hallmark interferon alpha response (NES = 1.95, FDR = 0.0) (Figure 5F), suggesting immune response involvement or inflammatory signaling. 

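Interferon-stimulated genes were higher in MCF7-miR655 than in MCF7 under H2O2, with a median log2 fold change of 0.60 over 38 genes, 30 of them above 0. DHX58, a cytosolic sensor of viral RNA, was the 1 member that rose, over all genes and also when adjusted over the list alone, and none fell. Camera gave adjusted p = 0.00133, and adjusted p = 0.865 with an estimated correlation. The call of the list ended without replicate 3 of MCF7-miR655 under H2O2 (adjusted p = 0.515). That replicate stood apart for several of these genes, such as MX1, an interferon-induced antiviral GTPase, at 18.1 CPM against 4.74 and 5 CPM in replicates 1 and 2.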

The hallmark hypoxia gene set was the most significantly downregulated enrichment (NES = −1.59, FDR = 0.075) (Figure 5G), indicating reduced transcription of genes involved in cellular stress response. 

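Hypoxia genes lay lower in MCF7-miR655 than in MCF7 under H2O2 as a group, with 33 of 38 log2 fold changes below 0 and a median of -0.33. No single member passed the test, over all genes or when adjusted over the list alone. Camera gave adjusted p = 9.94e-04, and adjusted p = 0.668 with an estimated correlation, and without replicate 3 of MCF7 the list no longer passed (adjusted p = 0.13). The same list had a median of -0.33 in MCF7-miR526b (adjusted p = 1.50e-04, and adjusted p = 0.475 with an estimated correlation), where 1 member was higher when adjusted over the list alone, and it also lost its call without replicate 3 of MCF7 (adjusted p = 0.173).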

As with the MCF7-miR526b cell line, the hallmark apoptosis (NES = 1.09, FDR = 0.496) (Figure 5H) and p53 pathway (NES = −1.14, FDR = 0.432) (Figure 5I) gene sets were enriched in the downregulated MCF7-miR655 genes, although not significantly so, indicating that apoptotic signaling remained unaltered relative to MCF7. 

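None of 41 p53 targets and none of 33 pro-apoptotic genes passed the test between MCF7-miR655 and MCF7 under H2O2, over all genes or when adjusted over the list alone. Pro-apoptotic genes had a median log2 fold change of -0.03 (camera adjusted p = 0.886), and anti-apoptotic genes a median of -0.12 (adjusted p = 0.886). P53 targets were lower as a list, with a median of -0.24 and adjusted p = 0.0206, and adjusted p = 0.951 with an estimated correlation. Without replicate 2 or 3 of MCF7, or replicate 1 or 2 of MCF7-miR655, this call ended (adjusted p up to 0.31). In the test of the difference between the H2O2 responses of MCF7-miR655 and MCF7, p53 targets had a median of -0.34 (adjusted p = 2.52e-18, and adjusted p = 0.137 with an estimated correlation). Their median change with H2O2 was 0.157, 0.127 and 0.825 in replicates 1, 2 and 3 of MCF7-miR655, against 0.484 to 0.835 in MCF7, so replicate 3 lay within the range of MCF7.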

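OSGIN1, an oxidative stress-induced growth inhibitor (ENSG00000140961, chromosome 16 from 83931311 to 83966332), was at 115 ± 7.68 CPM (SD, n = 3) against 42.8 ± 6.9 CPM in MCF7 under H2O2 in MCF7-miR655, with a log2 fold change of 1.42 (standard error 0.14, adjusted p = 0.0239). It was the 1 antioxidant gene of 43 tested that rose, and none fell. Adjusted over the list alone, 2 rose and 0 fell. The median was -0.06 while camera's direction was up (adjusted p = 0.886). The call of OSGIN1 ended without replicate 1 or 3 of MCF7 or any library of MCF7-miR655 (adjusted p up to 0.14). Under DMSO the same gene had a log2 fold change of 1.55 (standard error 0.21, adjusted p = 0.0227).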

The hallmark ROS gene set was not significantly enriched in MCF7-miR655 (NES = 0.77, FDR = 1) (Figure 5J).

For MCF7-COX2, the most significant upregulated enrichment was the hallmark E2F targets gene set (NES = 1.89, FDR = 0.001) (Figure 5K), indicating an increase in E2F-driven transcription and cell cycle progression. 

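Most cell cycle genes had log2 fold changes above 0 in MCF7-COX2 against MCF7 under H2O2, but few passed the test. The changes lay above 0 for 44 of 63 E2F targets and S phase genes and 50 of 56 G2/M genes. Of 63 E2F targets and S phase genes, 5 rose and 3 fell (0 and 1 adjusted over the list alone), and of 56 G2/M genes, 7 rose and none fell (0 and 0 adjusted over the list alone). By the same count, 1807 of all 19006 genes tested rose and 3217 fell, so the rises do not set these lists apart. MCM5, a subunit of the replicative helicase (ENSG00000100297, chromosome 22 from 35400134 to 35425431), was at 142 ± 9.38 CPM (SD, n = 3) against 88.6 ± 19.1 CPM in MCF7, a log2 fold change of 0.68 (standard error 0.16, adjusted p = 0.0241). FOXM1, a transcription factor of G2/M genes that shares 15.9% of its exon bases with other genes, had a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0202). The histone chaperone subunit CHAF1B and the chromatin regulator UHRF1 fell, with log2 fold changes of -1.10 (standard error 0.15, adjusted p = 0.00478) and -0.56 (standard error 0.12, adjusted p = 0.0202). Replication-dependent histone genes fell for 11 of 17 (16 when adjusted over the list alone), with a median of -1.09 (adjusted p = 1.29e-04, and adjusted p = 0.526 with an estimated correlation). The medians were 0.20 for E2F targets and S phase genes (adjusted p = 0.03, and adjusted p = 0.689 with an estimated correlation) and 0.41 for G2/M genes (adjusted p = 7.70e-05, and adjusted p = 0.663 with an estimated correlation). The E2F list lost its call without replicate 1 or 3 of MCF7 or replicate 1 or 2 of MCF7-COX2 (adjusted p up to 0.102). MCM5 and FOXM1 lost theirs without replicate 1 or 3 of MCF7 or any library of MCF7-COX2 (adjusted p up to 0.0884 and 0.0818), and UHRF1 without replicate 3 of MCF7 or any library of MCF7-COX2 (adjusted p up to 0.0781) and in 1 fit over all 24 libraries. In the difference between responses, E2F targets and S phase genes were lower in MCF7-COX2, with a median of -0.16 (adjusted p = 1.57e-06, and adjusted p = 0.748 with an estimated correlation).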

The most significant downregulated enrichment was the hallmark estrogen response late gene set (NES = −2.09, FDR = 0.0) (Figure 5L), indicating disruption of ER signaling or the activation of alternative signaling pathways. 

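AGR2, an estrogen-induced protein disulfide isomerase (ENSG00000106541, chromosome 7 from 16791811 to 16833433), was at 3.33 ± 1.02 CPM (SD, n = 3) against 731 ± 369 CPM in MCF7 under H2O2 in MCF7-COX2, a log2 fold change of -7.78 (standard error 0.54, adjusted p = 7.33e-04). Estrogen response genes fell for 29 of 52 and rose for none (31 and 3 adjusted over the list alone), with a median of -1.20. Camera gave adjusted p = 1.14e-13, and adjusted p = 0.0463 with an estimated correlation. H2O2 itself moved the list the other way in this line, where 26 of 48 rose against DMSO and none fell, and the difference from the response of MCF7 had a median of 0.40 (adjusted p = 1.61e-07, and adjusted p = 0.0234 with an estimated correlation). Further members that fell were the protease inhibitor SERPINA1 and the cadherin-like receptor CELSR2, with log2 fold changes of -7.47 (standard error 0.41, adjusted p = 4.22e-04) and -2.14 (standard error 0.15, adjusted p = 8.12e-04). Luminal identity genes fell for 10 and rose for 1 of 25 (the same counts adjusted over the list alone), with a median of -0.32 (camera adjusted p = 0.144). PRLR, the prolactin receptor, rose by 1.05 and MLPH had a log2 fold change of -1.62 (adjusted p = 0.00481 and 0.00569). Replicate 2 of MCF7, which lay toward MCF7-COX2 on PC1, held the lowest AGR2 level of MCF7, 350 CPM.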

Like MCF7-miR526b, both the apoptosis (NES = −1.32, FDR = 0.069) (Figure 5M) and p53 pathway (NES = −1.1, FDR = 0.34) (Figure 5N) gene sets were negatively enriched in the MCF7-COX2 cell line, indicating reduced transcriptional activation of genes governing stress-induced cell cycle arrest and programmed cell death. 

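TNFSF10, which encodes the death ligand TRAIL (ENSG00000121858, chromosome 3 from 172505508 to 172523475), had 0 counts in the 3 H2O2 libraries of MCF7-COX2 and 14.4 ± 7.47 CPM (SD, n = 3) in MCF7, at least 247-fold lower with a floor of 3 counts per library (adjusted p = 0.00264). The initiator caspase CASP10 fell with a log2 fold change of -3.55 (standard error 0.54, adjusted p = 0.00642), and BID, a pro-apoptotic BH3 protein, with a log2 fold change of -1.01 (standard error 0.11, adjusted p = 0.00213). In all, 11 pro-apoptotic genes fell and 4 rose of 33 (12 and 4 adjusted over the list alone), with a median of -0.04 and camera adjusted p = 0.288. Anti-apoptotic genes fell for 4 of 10 and none rose, over all genes and adjusted over the list alone, with a median of -0.08 (adjusted p = 0.461). Of 41 p53 targets, 6 rose and 2 fell (5 and 2 adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.252). DRAM1, a p53-induced autophagy gene, rose by 1.15 and PMAIP1 fell, at -1.13 (adjusted p = 0.0206 and 0.0121). Without replicate 3 of MCF7 or any library of MCF7-COX2 the call of DRAM1 ended (adjusted p up to 0.0759), and without replicate 2 of MCF7-COX2 that of PMAIP1 (adjusted p = 0.053).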

Finally, the hallmark ROS gene set was negatively enriched, but this was not statistically significant (NES = −0.85, FDR = 0.821) (Figure 5O).

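Antioxidant genes moved both ways in MCF7-COX2 relative to MCF7 under H2O2, with 7 up and 5 down of 43 over all genes and also when adjusted over the list alone. By the same count, 1807 of all 19006 genes tested were up and 3217 down, so the counts of the list do not set it apart. PRDX3, a mitochondrial peroxiredoxin (ENSG00000165672, chromosome 10 from 119167720 to 119178812), was at 233 ± 3.75 CPM (SD, n = 3) against 123 ± 33.9 CPM in MCF7, a log2 fold change of 0.92 (standard error 0.19, adjusted p = 0.0159). GCLM, a subunit of the rate-limiting enzyme of glutathione synthesis, had a log2 fold change of 0.94 (standard error 0.19, adjusted p = 0.0161). GPX2, a glutathione peroxidase, was lower at 1.65 ± 0.419 CPM (SD, n = 3) against 19.8 ± 20 CPM in MCF7, a log2 fold change of -3.59 (standard error 0.72, adjusted p = 0.0155), and thioredoxin, TXN, had a log2 fold change of -0.66 (standard error 0.12, adjusted p = 0.0128). The median of the list was 0.15, with camera adjusted p = 0.301. Without any 1 library of MCF7-COX2 the calls of all 4 genes ended (adjusted p up to 0.0736), and without replicate 1 of MCF7 those of PRDX3 and GCLM.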

Analysis of enriched gene ontology (GO) biological processes identified that upregulated DEGs of MCF7-miR526b were enriched in neuronal and synaptic signaling pathways, including synaptic transmission, GABAergic signaling, monoamine and dopamine transport, and chloride ion transport (Figure 5P). These processes suggest activation of neuron-like stress adaptation programs involving membrane excitability and ion channel regulation. Conversely, downregulated DEGs in MCF7-miR526b were associated with suppression of classical stress and growth signaling pathways, including the MAPK/ERK cascade, intracellular signal transduction, inflammatory responses, and cytokine-mediated signaling (Figure 5Q). 

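Some ion channel and receptor genes of neurons were higher in MCF7-miR526b than in MCF7 under H2O2. GRIA2, a glutamate receptor subunit (ENSG00000120251, chromosome 4 from 157204182 to 157387146), was at 12.7 ± 2.44 CPM (SD, n = 3) against 0.0822 ± 0.142 CPM in MCF7, a log2 fold change of 7.22 (standard error 0.94, adjusted p = 0.0424). GABRB2, a GABA receptor subunit, was at 0.665 ± 0.215 CPM (SD, n = 3) against 0.00617 ± 0.0107 CPM in MCF7, with a log2 fold change of 6.25 (standard error 0.76, adjusted p = 0.0391), and KCNJ2, a potassium channel, had a log2 fold change of 4.62 (standard error 0.59, adjusted p = 0.0415). Of 25 synaptic and neurotransmitter genes tested, 5 rose and none fell (10 and 0 adjusted over the list alone), with a median of 0.38. Camera gave adjusted p = 3.43e-14, and adjusted p = 0.0213 with an estimated correlation. MAOB, SLC6A3, SLC18A2 and CACNA1C, hub genes the study chose on these libraries, are in the list. The list was not tested without them, so neither its counts nor its camera p values are independent evidence. Without replicate 3 of MCF7 or any 1 library of MCF7-miR526b the calls of the 3 genes ended (adjusted p up to 0.247), and without replicate 1 of MCF7 those of GRIA2 and GABRB2. The difference between the responses of this line and MCF7 to H2O2 did not pass for the list (camera adjusted p = 0.258).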

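Genes that MAPK signaling induces as feedback, such as sprouty and dual-specificity phosphatase genes, had a median log2 fold change of -0.61 in MCF7-miR526b against MCF7 under H2O2. None of the 17 tested passed over all genes and 2 fell when adjusted over the list alone (camera adjusted p = 0.0755). Interferon-stimulated genes were lower, with 1 of 34 falling (9 when adjusted over the list alone) and a median of -0.22; camera gave adjusted p = 0.00217, and adjusted p = 0.226 with an estimated correlation. Mesenchymal genes fell for 1 of 15, VIM, and rose for none (7 and 1 adjusted over the list alone), with a median of -0.73 (adjusted p = 4.37e-05, and adjusted p = 0.073 with an estimated correlation). VIM, vimentin of the intermediate filaments, of which 24.6% of exon bases are shared with other genes, had a log2 fold change of -2.04 (standard error 0.27, adjusted p = 0.0424), and lost its call without replicate 1 or 3 of MCF7 or any library of MCF7-miR526b (adjusted p up to 0.281). For the genes of the EGF and FGF receptor axis, 0 of 15 passed and 1 was higher when adjusted over the list alone, with a median of -0.19 (camera adjusted p = 0.303).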

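Epidermal differentiation genes, among them keratins and kallikreins, were lower in MCF7-miR526b than in MCF7 under H2O2, with a median log2 fold change of -0.96 over 18 genes. Over all genes none passed, and 10 fell when adjusted over the list alone, with camera adjusted p = 3.27e-07, and adjusted p = 0.0407 with an estimated correlation. KRT13, a keratin of stratified epithelium counted in the estrogen response list (ENSG00000171401, chromosome 17 from 41500981 to 41505705, 16.3% of its exon bases shared with other genes), was at 2.37 ± 0.212 CPM (SD, n = 3) against 11.6 ± 1.2 CPM in MCF7, a log2 fold change of -2.29 (standard error 0.20, adjusted p = 0.0124). Cell adhesion and junction genes fell for 2 of 34, DSG2 and GJA1 (6 when adjusted over the list alone), and none rose, with a median of -0.15 (adjusted p = 1.48e-04, and adjusted p = 0.113 with an estimated correlation). DSG2, a desmosomal cadherin, was at 13.3 ± 2.02 CPM (SD, n = 3) against 59.6 ± 16.6 CPM in MCF7, a log2 fold change of -2.17 (standard error 0.23, adjusted p = 0.0219). GJA1, the gap junction protein connexin 43, had 0 counts in the line against 0.969 ± 0.148 CPM (SD, n = 3) in MCF7, at least 17.7-fold lower with a floor of 3 counts per library (adjusted p = 0.0307). Without any 1 library of MCF7-miR526b these 3 calls ended (adjusted p up to 0.13), without replicate 3 of MCF7 those of DSG2 and GJA1, and without replicate 1 that of GJA1. Estrogen response genes as a list had a median of -0.23, with 1 of 52 falling (5 down and 1 up adjusted over the list alone) and adjusted p = 0.00743, and adjusted p = 0.175 with an estimated correlation, and lost their call without replicate 1 or 3 of MCF7 (adjusted p up to 0.0563).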

Developmental processes such as epidermis development and endothelial cell migration were also downregulated, indicating a potential shift away from epithelial stress responses.

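OAS2, which makes the oligoadenylates that activate RNase L, had 0.325, 0.256 and 4.06 CPM in the 3 H2O2 replicates of MCF7-miR655 against 0.117 ± 0.0774 CPM (SD, n = 3) in MCF7 (log2 fold change of 3.71 (standard error 1.20, adjusted p = 0.202)). IFIT3, an interferon-induced antiviral protein, had a log2 fold change of 1.24 (standard error 0.78, adjusted p = 0.495), so neither passed the test. Of the immune cell markers, 1 of 8 fell, over all genes and adjusted over the list alone, and none rose, with a median of -0.65 (adjusted p = 0.0206, and adjusted p = 0.452 with an estimated correlation). That member, CORO1A, an actin-binding protein of leukocytes, had a log2 fold change of -2.36 (standard error 0.24, adjusted p = 0.0239). NF-kB targets had a median of -0.33 over 39 genes, with none past the test and 2 lower when adjusted over the list alone (adjusted p = 1.80e-04, and adjusted p = 0.452 with an estimated correlation). Without replicate 3 of MCF7 the marker list (adjusted p = 0.189) and CORO1A lost their calls, as did CORO1A without any library of MCF7-miR655 (adjusted p up to 0.14). The test of the difference between H2O2 responses did not pass for interferon-stimulated genes (adjusted p = 0.566).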

In MCF7-miR655 cells, upregulated DEGs were predominantly linked to innate immune responses, including antiviral defense, interleukin-27 signaling, and suppression of viral replication (Figure 5R). Several developmental processes, particularly those associated with eye development and morphogenesis, were also enriched. 

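Genes of the extracellular matrix went both ways in MCF7-miR655 against MCF7 under H2O2. COL4A5, a collagen chain of basement membranes (ENSG00000188153, chromosome X from 108439838 to 108697545), was at 6.47 ± 1.12 CPM (SD, n = 3) against 44.3 ± 16.8 CPM in MCF7, a log2 fold change of -2.78 (standard error 0.30, adjusted p = 0.0239). COL3A1, a fibrillar collagen, was higher at 18.7 ± 2.98 CPM (SD, n = 3) against 2.71 ± 0.97 CPM in MCF7, a log2 fold change of 2.78 (standard error 0.31, adjusted p = 0.0257). These were the 2 members of 34 that passed, while 5 rose and 8 fell when adjusted over the list alone, with a median of -0.06 (camera adjusted p = 0.482). Of 35 cell adhesion and junction genes, LAMA3, a laminin chain, rose by 1.36 (adjusted p = 0.0469) and DSG2 fell (1 up and 3 down adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0462, and adjusted p = 0.387 with an estimated correlation). Without any 1 library of MCF7-miR655 these calls ended (adjusted p up to 0.21), without replicate 3 of MCF7 those of COL3A1, LAMA3 and DSG2, and without replicate 1 that of LAMA3. The adhesion list lost its call without replicate 2 or 3 of MCF7 or replicate 1 or 3 of MCF7-miR655 (adjusted p up to 0.189).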

Meanwhile, downregulated DEGs were strongly associated with extracellular matrix organization, synaptic architecture, and cell–cell adhesion (Figure 5S). 

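Synaptic and neurotransmitter genes did not pass as a list between MCF7-miR655 and MCF7 under H2O2 (median -0.18, camera adjusted p = 0.886). None of 19 passed over all genes, and 2 rose and 2 fell when adjusted over the list alone. Mesenchymal genes had 3 members up and 3 down when adjusted over the list alone and none over all 14 in the test across genes, with a median of -0.42 (adjusted p = 0.252). AR, the androgen receptor (ENSG00000169083, chromosome X from 67544021 to 67730619), was the 1 luminal identity gene of 25 that fell, at 6.94 ± 0.21 CPM (SD, n = 3) against 43.5 ± 14.1 CPM in MCF7, a log2 fold change of -2.65 (standard error 0.26, adjusted p = 0.0239). No luminal gene rose, 3 fell when adjusted over the list alone, and the median was -0.11 (adjusted p = 0.0206, and adjusted p = 0.387 with an estimated correlation). CXCL12, a chemokine and estrogen target, fell with a log2 fold change of -2.69 (standard error 0.28, adjusted p = 0.0239), the 1 of 52 estrogen response genes to pass over all genes and adjusted over the list alone (median -0.25, adjusted p = 0.0206, and adjusted p = 0.387 with an estimated correlation). Without replicate 3 of MCF7 or replicate 1 or 2 of MCF7-miR655 the calls of AR and CXCL12 ended (adjusted p up to 0.14), without replicate 3 of MCF7-miR655 that of AR and without replicate 1 of MCF7 that of CXCL12. Both lists lost their calls without replicate 3 of MCF7 or of MCF7-miR655, and the estrogen list without replicate 1 of MCF7 (adjusted p up to 0.137 and 0.166). Epidermal differentiation genes fell for 1 of 18, CALML5, and rose for none (3 and 0 adjusted over the list alone), with a median of -0.38 (adjusted p = 0.034, and adjusted p = 0.387 with an estimated correlation; adjusted p = 0.0724 without replicate 2 of MCF7).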

Suppressed terms included collagen fibril organization, synapse assembly, and calcium-dependent cell adhesion, indicating a marked loss of epithelial structure and intercellular communication.

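FGFR4, a receptor tyrosine kinase for fibroblast growth factors (ENSG00000160867, chromosome 5 from 177086905 to 177098144), was at 65.6 ± 21.8 CPM (SD, n = 3) against 17.9 ± 9.51 CPM in MCF7 under H2O2 in MCF7-COX2, a log2 fold change of 1.87 (standard error 0.42, adjusted p = 0.0205). In the EGF and FGF receptor axis 4 genes rose and 7 fell of 16 (4 and 8 adjusted over the list alone), with a median of -0.96 (camera adjusted p = 0.359). Synaptic and neurotransmitter genes rose for 2 and fell for 5 of 19, over all genes and adjusted over the list alone, with a median of -0.37 (camera adjusted p = 0.311). MAOA, a monoamine oxidase, and GRIK2, a glutamate receptor, were among the falls, at -6.31 and -5.00 (adjusted p = 0.00449 and 0.00502). Interferon-stimulated genes rose for 5 and fell for 5 of 40, again the same counts adjusted over the list alone, with a median of 0.26 (camera adjusted p = 0.283). The call of FGFR4 ended without replicate 1 of MCF7 or replicate 2 or 3 of MCF7-COX2 (adjusted p up to 0.0757).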

In MCF7-COX2 cells, upregulated genes were enriched for signaling and migratory processes, including myoblast migration, tyrosine phosphorylation, postsynaptic membrane organization, and neuron cell–cell adhesion (Figure 5T). 

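Xenobiotic and glutathione transferase genes moved both ways in MCF7-COX2 against MCF7 under H2O2, with 10 up and 6 down of 28 (10 and 7 adjusted over the list alone) and a median of 0.29 (camera adjusted p = 0.56). GSTM3, a glutathione transferase (ENSG00000134202, chromosome 1 from 109733932 to 109741038), was at 59.7 ± 2.35 CPM (SD, n = 3) against 32.2 ± 3.14 CPM in MCF7, a log2 fold change of 0.89 (standard error 0.11, adjusted p = 0.00325), and ALDH3A2, a fatty aldehyde dehydrogenase, had a log2 fold change of 0.71 (standard error 0.11, adjusted p = 0.00778). The retinoic acid hydroxylase CYP26B1 and the aldehyde dehydrogenase ALDH3A1 fell, with log2 fold changes of -3.97 (standard error 0.40, adjusted p = 0.00193) and -8.67 (standard error 1.18, adjusted p = 0.0045). Cholesterol synthesis genes rose for 5 and fell for 1 of 22 (6 and 4 adjusted over the list alone), with a median of 0.22 (camera adjusted p = 0.257). Hypoxia genes, which include enzymes of glycolysis, fell for 19 and rose for 2 of 39 (21 and 2 adjusted over the list alone), with a median of -0.51 (adjusted p = 2.22e-04, and adjusted p = 0.566 with an estimated correlation). The glycolytic kinase PGK1 had a log2 fold change of -1.35 (standard error 0.20, adjusted p = 0.0056), and the vasoactive peptide gene ADM a log2 fold change of -3.55 (standard error 0.43, adjusted p = 0.00296).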

Genes involved in metabolic regulation, such as carboxylic acid and lipid metabolism, and negative regulation of PPAR signaling were also elevated. In contrast, downregulated DEGs were associated with epithelial organization and vascular development, including suppression of angiogenesis, epithelial development, axon guidance, and negative regulation of fibroblast growth factor receptor signaling and epithelial cell proliferation (Figure 5U). These patterns suggest a shift toward a migratory, metabolically adaptive, and less differentiated phenotype.

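THBS1, which encodes the angiogenesis inhibitor thrombospondin (ENSG00000137801, chromosome 15 from 39581079 to 39599466), was at 18.5 ± 2.72 CPM (SD, n = 3) against 496 ± 118 CPM in MCF7 under H2O2 in MCF7-COX2, a log2 fold change of -4.74 (standard error 0.23, adjusted p = 2.54e-04). Extracellular matrix genes fell for 14 and rose for 3 of 36 (16 and 4 adjusted over the list alone), with a median of -0.95 (adjusted p = 7.58e-06, and adjusted p = 0.267 with an estimated correlation). Epidermal differentiation genes fell for 14 and rose for 1 of 19 (15 and 1 adjusted over the list alone), among them KRT15 with a log2 fold change of -3.41 (standard error 0.22, adjusted p = 6.13e-04), and their median was -3.41 (adjusted p = 4.02e-10, and adjusted p = 0.0463 with an estimated correlation). Cell adhesion and junction genes fell for 17 and rose for 2 of 35 (19 and 4 adjusted over the list alone), with ITGB4, a hemidesmosomal integrin, at -2.69 and LAMC2, a laminin chain, at -8.42 (adjusted p = 0.00112 and 0.00112). Their median was -0.54 (adjusted p = 3.21e-04, and adjusted p = 0.281 with an estimated correlation). Mesenchymal genes also fell, 6 against 1 rise of 15 (6 and 3 adjusted over the list alone), with a median of -0.43 (adjusted p = 0.041, and adjusted p = 0.443 with an estimated correlation), and TGFBI and CAV1 had log2 fold changes of -5.87 and -4.34 (adjusted p = 0.00134 and 0.00382). MAPK feedback genes fell for 10 of 17 and rose for none (10 and 1 adjusted over the list alone), with a median of -1.51 (adjusted p = 2.93e-04, and adjusted p = 0.267 with an estimated correlation). PHLDA1 and the ephrin receptor EPHA4 had log2 fold changes of -3.89 and -3.07, and FGFR2 a log2 fold change of -2.50 (standard error 0.27, adjusted p = 0.00206). Replicate 2 of MCF7 was the lowest MCF7 library for ITGB4, LAMC2, PHLDA1 and EPHA4, at 289, 7.91, 45 and 85.5 CPM. Without replicate 2 of MCF7 or of MCF7-COX2 the mesenchymal list lost its call (adjusted p up to 0.276).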

### 2.4. Protein–Protein Interaction (PPI) Network Construction and Hub Gene Analysis

For each set of DEGs, protein–protein interaction (PPI) networks were built using STRING, and these networks were then imported into Cytoscape (v3.10.3) for hub gene analysis (Figure 6). Nodes (genes) were ranked based on connectivity score, which includes degree, betweenness, and closeness centrality, to identify the most influential nodes within each network.

In the MCF7-miR526b upregulated DEGs (Figure 6A), five hub genes were identified: *MAOB*, *SLC6A3*, *SLC18A2*, *H2BC11*, and *CACNA1C* (Figure 6C). These genes are primarily associated with neurotransmitter transport and ion channel activity, aligning with the enrichment of synaptic signaling pathways observed in this condition. 

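The paper drew its hub genes from genes called with DESeq2, and the calls below are those of edgeR unless another test is named. Of these 5 genes, MAOB and CACNA1C were called higher in MCF7-miR526b under H2O2. MAOB, the monoamine oxidase that degrades dopamine (ENSG00000069535, chromosome X from 43766610 to 43882450), was at 28.1 ± 7.01 CPM (SD, n = 3) against 2.59 ± 1.73 CPM in MCF7, a log2 fold change of 3.44 (standard error 0.51, adjusted p = 0.0466). CACNA1C, the pore subunit of an L-type calcium channel (ENSG00000151067, chromosome 12 from 1970772 to 2697950), was at 12 ± 1.97 CPM (SD, n = 3) against 1.87 ± 0.593 CPM in MCF7, a log2 fold change of 2.68 (standard error 0.28, adjusted p = 0.0219). SLC6A3, the dopamine transporter (ENSG00000142319, chromosome 5 from 1392794 to 1445440), was at 2.14 ± 0.405 CPM (SD, n = 3) against 0.396 ± 0.193 CPM in MCF7 (log2 fold change of 2.43 (standard error 0.43, adjusted p = 0.0666)), and H2BC11, a histone gene (ENSG00000124635, chromosome 6 from 27125897 to 27132795), at 8.53 ± 3.19 CPM (SD, n = 3) against 2.25 ± 0.395 CPM in MCF7 (log2 fold change of 1.92 (standard error 0.34, adjusted p = 0.0666)), so neither passed. SLC18A2, the vesicular monoamine transporter (ENSG00000165646, chromosome 10 from 117241093 to 117279430), was at 1.19 ± 1.2 CPM (SD, n = 3) against 0.129 ± 0.0768 CPM in MCF7 (log2 fold change of 3.18 (standard error 0.84, adjusted p = 0.157)). Other genes share 56.4% of its exon bases, so its level is uncertain. DESeq2, edgeR without a filter on low counts and 1 edgeR fit over all 24 libraries each called these 3 genes, as did leaving out replicate 2 of MCF7 for SLC6A3. The calls of MAOB and CACNA1C ended without replicate 3 of MCF7 or any library of MCF7-miR526b (adjusted p up to 0.276 and 0.13), and without replicate 1 of MCF7 that of CACNA1C. MAOB and CACNA1C also differed under DMSO, with log2 fold changes of 3.79 (standard error 0.42, adjusted p = 0.03) and 2.52 (standard error 0.18, adjusted p = 0.00868).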

For the MCF7-miR526b downregulated set (Figure 6B), the hub genes included *TNF*, *IL18*, *ITGAM*, *STAT4*, and *FCGR2B* (Figure 6C), all of which are key regulators of inflammatory or immune-related processes. 

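TNF, the inflammatory cytokine (ENSG00000232810, chromosome 6 from 31575565 to 31578336), was called lower in MCF7-miR526b under H2O2, at 0.493 ± 0.158 CPM (SD, n = 3) against 2.59 ± 0.351 CPM in MCF7, a log2 fold change of -2.39 (standard error 0.32, adjusted p = 0.0424). Under DMSO its log2 fold change was -1.25 (standard error 0.36, adjusted p = 0.189). The other 4 genes did not pass. IL18, a cytokine processed by inflammasomes (ENSG00000150782, chromosome 11 from 112143253 to 112164096), was at 0.581 ± 0.477 CPM (SD, n = 3) against 2.02 ± 0.81 CPM in MCF7 (log2 fold change of -1.80 (standard error 0.60, adjusted p = 0.252)), and STAT4, a transcription factor of T and NK cells (ENSG00000138378, chromosome 2 from 191029576 to 191151596), at 0.772 ± 0.213 CPM (SD, n = 3) against 2.88 ± 1.62 CPM in MCF7 (log2 fold change of -1.89 (standard error 0.45, adjusted p = 0.124)). ITGAM, an integrin of myeloid cells (ENSG00000169896, chromosome 16 from 31259967 to 31332892), was at 0.227 ± 0.128 CPM (SD, n = 3) against 2.3 ± 1.37 CPM in MCF7 (log2 fold change of -3.34 (standard error 0.64, adjusted p = 0.0841)), and FCGR2B, an inhibitory antibody receptor (ENSG00000072694, chromosome 1 from 161663143 to 161678654), at 0.176 ± 0.0765 CPM (SD, n = 3) against 1.14 ± 0.705 CPM in MCF7 (log2 fold change of -2.67 (standard error 0.60, adjusted p = 0.113)). DESeq2 and 1 edgeR fit over all 24 libraries called all 4, edgeR without a filter called ITGAM, STAT4 and FCGR2B, and leaving out replicate 2 of MCF7 called ITGAM and FCGR2B. Without replicate 1 or 3 of MCF7 or any library of MCF7-miR526b the call of TNF ended (adjusted p up to 0.28).

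**Figure D4:**
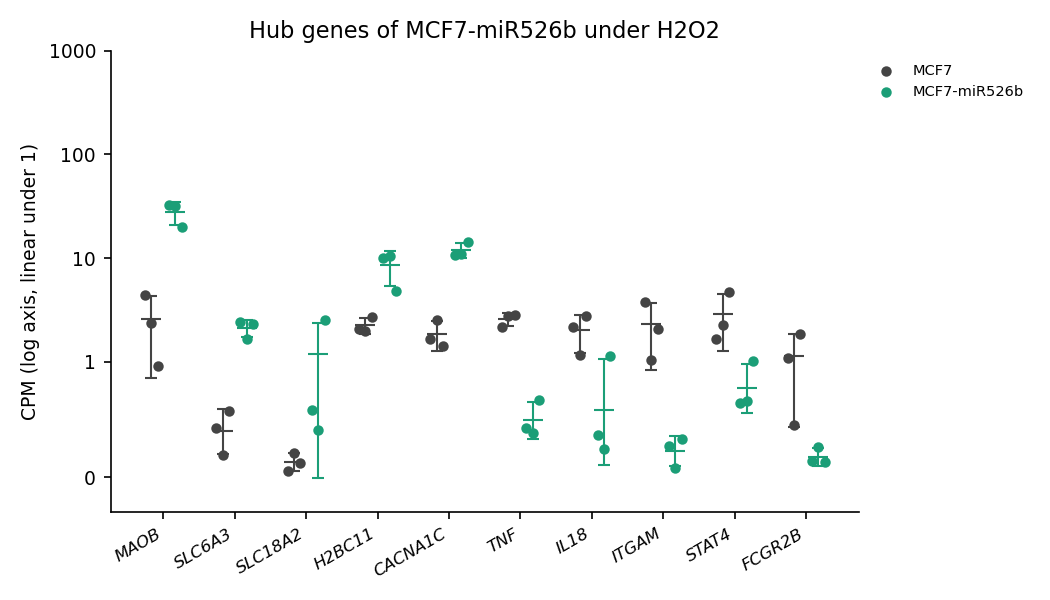
CPM of the 10 hub genes named for MCF7-miR526b in the 3 H2O2 libraries of MCF7 (grey) and of MCF7-miR526b (coloured), on a log axis that is linear below 1 CPM; points are libraries and bars mean ± SD. TNF lies at 0.493 CPM on average against 2.59 CPM in MCF7.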

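Alongside TNF, ALOX5, the 5-lipoxygenase of leukotriene synthesis (ENSG00000012779, chromosome 10 from 45374176 to 45446119), was at 0.138 ± 0.0541 CPM (SD, n = 3) against 1.71 ± 0.696 CPM in MCF7 under H2O2 in MCF7-miR526b, a log2 fold change of -3.61 (standard error 0.46, adjusted p = 0.0415). OAS3, an interferon-stimulated gene, fell by less, with a log2 fold change of -1.32 (standard error 0.20, adjusted p = 0.0475). Immune cell markers, genes of leukocytes of which the study named several as hub genes, had a median of -1.52 over 8 genes. None fell over all genes and 4 fell when adjusted over the list alone (adjusted p = 1.50e-04, and adjusted p = 0.204 with an estimated correlation). The calls of ALOX5 and OAS3 ended without replicate 3 of MCF7 or any library of MCF7-miR526b (adjusted p up to 0.276 and 0.281), and without replicate 1 of MCF7 that of OAS3. In the difference between the H2O2 responses, NF-kB targets and immune cell markers were lower in MCF7-miR526b, with medians of -0.35 (adjusted p = 3.27e-07, and adjusted p = 0.0307 with an estimated correlation) and -0.53 (adjusted p = 1.36e-04, and adjusted p = 0.086 with an estimated correlation).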

Inflammatory genes are downregulated in miR-526b-overexpressed cells.

In the MCF7-miR655 upregulated network (Figure 6D), hub genes included *DHX58*, *MX1*, *OAS2*, *CACNA1C*, and *TRDN* (Figure 6F), many of which are involved in antiviral responses and calcium signaling. In contrast, the MCF7-miR655 downregulated hub genes (Figure 6E), *TNF*, *CALML5*, *GJA1*, *DSG2*, and *A2M* (Figure 6F), highlight suppression of immune and adhesion pathways, consistent with a loss of epithelial characteristics, very similar to the response we recorded with miR-526b.

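DHX58 (ENSG00000108771, chromosome 17 from 42101404 to 42112714) was the 1 gene of these 5 called higher in MCF7-miR655 under H2O2, at 3.28 ± 1.51 CPM (SD, n = 3) against 0.346 ± 0.122 CPM in MCF7, a log2 fold change of 3.23 (standard error 0.45, adjusted p = 0.0435). Under DMSO it had a log2 fold change of 3.04 (standard error 0.34, adjusted p = 0.0193). CACNA1C was at 6.65 ± 2.37 CPM (SD, n = 3) against 1.85 ± 0.579 CPM in MCF7 (log2 fold change of 1.84 (standard error 0.35, adjusted p = 0.0753)), and TRDN, triadin of the calcium release complex in muscle (ENSG00000186439, chromosome 6 from 123216339 to 123637189), at 0.669 ± 0.289 CPM (SD, n = 3) against 0.05 ± 0.0275 CPM in MCF7 (log2 fold change of 3.66 (standard error 0.58, adjusted p = 0.0556)). MX1 (ENSG00000157601, chromosome 21 from 41420020 to 41470071) had a log2 fold change of 1.94 (standard error 0.55, adjusted p = 0.155), and OAS2 lies on chromosome 12 from 112978395 to 113011723. DESeq2, edgeR without a filter and 1 edgeR fit over all 24 libraries called MX1, CACNA1C and TRDN, and that last fit also called OAS2. Leaving out replicate 2 of MCF7 called CACNA1C and TRDN. Without replicate 1 or 3 of MCF7 or any library of MCF7-miR655 the call of DHX58 ended (adjusted p up to 0.203).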

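CALML5, a calmodulin-like protein of differentiating keratinocytes (ENSG00000178372, chromosome 10 from 5498697 to 5499570), and DSG2 were called lower in MCF7-miR655 under H2O2. CALML5 was at 4.95 ± 0.789 CPM (SD, n = 3) against 18.5 ± 2.68 CPM in MCF7, a log2 fold change of -1.90 (standard error 0.20, adjusted p = 0.0239), and under DMSO its log2 fold change was -0.77 (standard error 0.26, adjusted p = 0.174). DSG2 (ENSG00000046604, chromosome 18 from 31498177 to 31549008) was at 16.1 ± 3.19 CPM (SD, n = 3) against 58.9 ± 16.3 CPM in MCF7, a log2 fold change of -1.87 (standard error 0.24, adjusted p = 0.0371), and differed alike under DMSO, by -1.97 (standard error 0.20, adjusted p = 0.0193). TNF was at 0.547 ± 0.248 CPM (SD, n = 3) against 2.56 ± 0.357 CPM in MCF7 (log2 fold change of -2.22 (standard error 0.39, adjusted p = 0.0664)) and GJA1 (ENSG00000152661, chromosome 6 from 121435595 to 121449727) at 0.0328 CPM against 0.959 ± 0.146 CPM (log2 fold change of -4.76 (standard error 0.90, adjusted p = 0.0753)), and neither passed. A2M, a protease inhibitor of plasma (chromosome 12 from 9067664 to 9116229), had too few counts to be tested, at 0.0335 ± 0.0303 CPM (SD, n = 3) against 0.775 ± 0.851 CPM in MCF7, where replicates 1, 2 and 3 had 1.75, 0.187 and 0.387 CPM. DESeq2, edgeR without a filter and 1 edgeR fit over all 24 libraries called TNF, GJA1 and A2M. The calls of CALML5 and DSG2 ended without replicate 3 of MCF7 or any library of MCF7-miR655 (adjusted p up to 0.173 and 0.204).

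**Figure D5:**
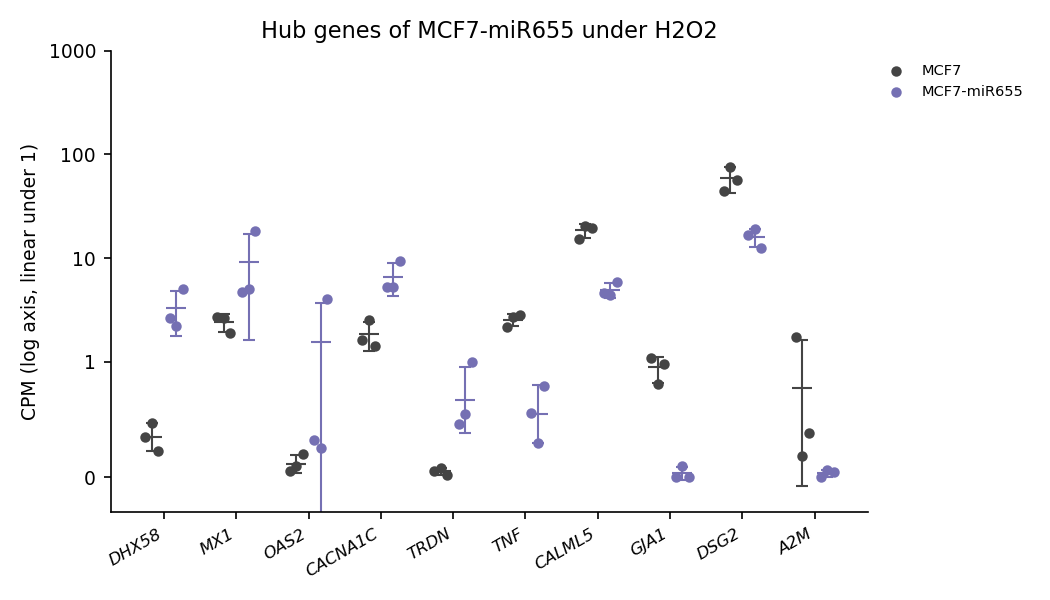
CPM of the 10 hub genes named for MCF7-miR655 in the 3 H2O2 libraries of MCF7 (grey) and of MCF7-miR655 (coloured), on a log axis that is linear below 1 CPM; points are libraries and bars mean ± SD. CALML5 lies at 4.95 CPM on average against 18.5 CPM in MCF7.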

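CYP2E1, GSTM2, FGFR1, OAS2 and IFIT3 were each called higher in MCF7-COX2 than in MCF7 under H2O2. FGFR1, a fibroblast growth factor receptor (ENSG00000077782, chromosome 8 from 38400215 to 38468834), was at 117 ± 10.2 CPM (SD, n = 3) against 26.9 ± 24 CPM in MCF7, a log2 fold change of 2.11 (standard error 0.56, adjusted p = 0.0339). Replicate 2 of MCF7 had 54.5 CPM and replicates 1 and 3 had 15.2 and 11 CPM. GSTM2, a glutathione transferase (ENSG00000213366, chromosome 1 from 109668022 to 109709551), was at 3.4 ± 1.1 CPM (SD, n = 3) against 0.995 ± 0.296 CPM in MCF7, a log2 fold change of 1.77 (standard error 0.35, adjusted p = 0.015), and CYP2E1, a cytochrome P450 that metabolises ethanol (ENSG00000130649, chromosome 10 from 133520406 to 133561220), at 4.84 ± 0.204 CPM (SD, n = 3) against 1.14 ± 0.737 CPM in MCF7, a log2 fold change of 2.09 (standard error 0.47, adjusted p = 0.021). Other genes share 25.4% of the exon bases of CYP2E1, so its level is uncertain. OAS2 had a log2 fold change of 2.75 (standard error 0.68, adjusted p = 0.0272) and IFIT3 (ENSG00000119917, chromosome 10 from 89327307 to 89377473) a log2 fold change of 2.24 (standard error 0.59, adjusted p = 0.0328), both at low levels of 0.81 ± 0.534 and 1.29 ± 0.953 CPM (SD, n = 3) in MCF7-COX2. All 5 calls ended with 1 library left out. FGFR1 and IFIT3 lost theirs without replicate 1 or 3 of MCF7 or any library of MCF7-COX2 (adjusted p up to 0.0995 and 0.0952), CYP2E1 without replicate 3 of MCF7 or any library of MCF7-COX2 (up to 0.0749), and GSTM2 and OAS2 without replicate 1 of MCF7 or replicate 2 or 3 of MCF7-COX2 (up to 0.0623 and 0.0952).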

The MCF7-COX2 upregulated gene network (Figure 6G) identified *CYP2E1*, *GSTM2*, *FGFR1*, *OAS2*, and *IFIT3* as hub genes (Figure 6I), indicating a shift toward metabolic, oxidative, and stress signaling pathways. For the MCF7-COX2 downregulated gene set (Figure 6H), the top-ranking hub genes were *EGFR*, *CD44*, *SOX2*, *CALML5*, and *EGF* (Figure 6I), pointing to repression of stem cell phenotypes, epithelial development, and growth factor signaling.

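All 5 genes were called lower in MCF7-COX2 under H2O2. CD44, a hyaluronan receptor (ENSG00000026508, chromosome 11 from 35138882 to 35232402), was at 23.9 ± 0.944 CPM (SD, n = 3) against 350 ± 213 CPM in MCF7, a log2 fold change of -3.87 (standard error 0.53, adjusted p = 0.00474), and SOX2, a pluripotency factor (ENSG00000181449, chromosome 3 from 181711925 to 181714436), at 3.47 ± 1.05 CPM (SD, n = 3) against 46.5 ± 23.4 CPM in MCF7, a log2 fold change of -3.75 (standard error 0.47, adjusted p = 0.00344). Replicate 2 of MCF7 was the lowest MCF7 library for both, at 20.2 CPM for SOX2. CALML5 was at 0.503 ± 0.13 CPM (SD, n = 3) against 18.9 ± 2.59 CPM in MCF7, a log2 fold change of -5.24 (standard error 0.27, adjusted p = 3.47e-04). EGFR, the receptor of EGF (ENSG00000146648, chromosome 7 from 55019017 to 55211628), had a log2 fold change of -1.74 (standard error 0.41, adjusted p = 0.0243), and EGF itself (ENSG00000138798, chromosome 4 from 109912883 to 110013766) a log2 fold change of -1.69 (standard error 0.38, adjusted p = 0.0218). Stemness genes fell for 6 and rose for 1 of 12 (7 and 3 adjusted over the list alone), with a median of -1.03 (adjusted p = 0.00548, and adjusted p = 0.298 with an estimated correlation). They included SOX9 and KLF4, at -4.39 and -3.19 (adjusted p = 0.00257 and 0.00227). Under DMSO the log2 fold changes of CD44, SOX2 and CALML5 were -3.06 (standard error 0.61, adjusted p = 0.0164), -3.29 (standard error 0.38, adjusted p = 0.00508) and -4.06 (standard error 0.37, adjusted p = 0.00367). Without replicate 1 of MCF7 or any library of MCF7-COX2 the call of EGFR ended (adjusted p up to 0.0926), and without replicate 1 or 3 of MCF7 or of MCF7-COX2 that of EGF (up to 0.0864).

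**Figure D6:**
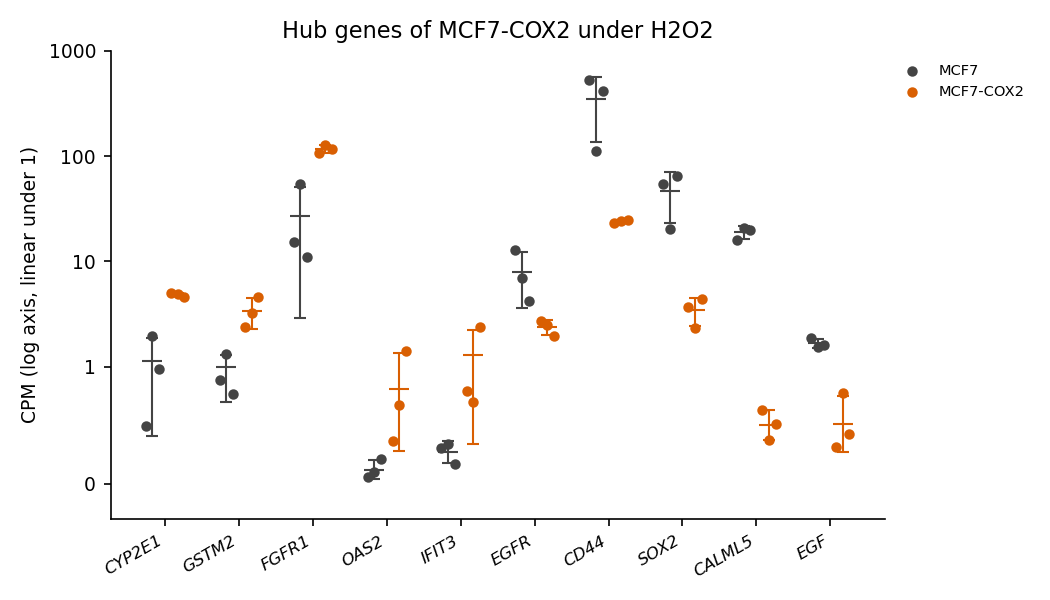
CPM of the 10 hub genes named for MCF7-COX2 in the 3 H2O2 libraries of MCF7 (grey) and of MCF7-COX2 (coloured), on a log axis that is linear below 1 CPM; points are libraries and bars mean ± SD. CD44 lies at 23.9 CPM on average against 350 CPM in MCF7.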

Together, these hub genes represent central regulators of the distinct transcriptional responses induced by overexpression of miR-526b, miR-655, or COX-2 under oxidative stress and may serve as key nodes for further mechanistic or therapeutic investigation. The downregulation of *CALML5*, identified in both MCF7-miR655 and MCF7-COX2, was validated via qPCR (Figure S10).

### 2.5. Hub Gene Expression in TCGA-BRCA Tissue Samples

Data from The Cancer Genome Atlas (TCGA) was accessed to analyze the expression of each of the identified hub genes. Pathologically normal tissue samples were compared to luminal A, luminal B, HER2-enriched, and basal breast cancer subtypes.

Among the upregulated hub genes identified (Figure 7), most showed the greatest expression in normal tissue and less aggressive breast subtypes than the more aggressive HER2-enriched and basal subtypes. These included *MAOB*, *SLC6A3*, *SLC18*, *DHX58*, *TRDN*, *CYP2E1*, *GSTM2*, *FGFR1*, and *CACNA1C* (Figure 7A–C,E,G–J). Conversely, hub genes such as *H2BC11*, *MX1*, *OAS2*, and *IFIT3* displayed greater expression in more aggressive breast cancer subtypes (Figure 7D,F,M,K).

Of the downregulated hub genes identified (Figure 8), *IL18* was more highly expressed in all breast cancer subtypes relative to normal tissue (Figure 8A), with the highest expression in the basal subtype. Conversely, the expression levels of *STAT4*, *GJA1*, *A2M*, and *EGF* were lowest in aggressive subtypes, such as basal and HER2-enriched, relative to normal tissue and the luminal subtypes (Figure 8C,E,G,I). Other hub genes, such as *EGFR* and *CALML5*, displayed a more complex pattern of gene expression amongst tissue types in which expression in luminal A and luminal B was were lower than normal tissue samples but then rose in the more aggressive HER2-enriched and basal subtypes (Figure 8H,M). Lastly, many displayed only subtle differences in gene expression across tissue types, including *ITGAM*, *FCGR2B*, *DSG2*, *CD44*, *SOX2*, and *TNF* (Figure 8B,D,F,J–L).

### 2.6. Survival Analysis of Hub Genes in Breast Cancer Patients

Overall survival (OS) for breast cancer patients was analyzed with KM plotter for each upregulated (Figure 9) and downregulated (Figure 10) hub gene to identify the prognostic significance of each. Of the hub genes upregulated relative to MCF7, only *OAS2* (Figure 9M) (HR = 1.47, *p* = 0.0026) was significantly associated with poor patient outcome. Other upregulated HUB genes, such as *SLC18A2* (Figure 9C), *MX1* (Figure 9F), and *GSTM2* (Figure 9I), were also linked with poor patient survival, though these findings were not statistically significant. Conversely, many of the upregulated hub genes, such as *MAOB* (Figure 9A) (HR = 0.66, *p* = 0.00026), *SLC6A3* (Figure 9B) (HR = 0.56, *p* = 0.000042), *DHX58* (Figure 9E) (HR = 0.72, *p* = 0.0033), *TRDN* (Figure 9G) (HR = 0.69, *p* = 0.0083), *CYP2E1* (Figure 9H) (HR = 0.76, *p* = 0.026), and *IFIT3* (Figure 9K)) (HR = 0.75, *p* = 0.02), were correlated with improved overall breast cancer patient survival. *FGFR1* (Figure 9J) and *CACNA1C* (Figure 9L) also followed this trend, though not significantly. There was no data available to assess the clinical relevance of *H2BC11* expression and overall patient survival.

Of the downregulated hub genes, only the high expression of *EGFR* (Figure 10H) (HR = 1.35, *p* = 0.02) was associated with poor patient survival. For other hub genes, *IL18* (Figure 10A), *FCGR2B* (Figure 10D), *GJA1* (Figure 10E), *EGF* (Figure 10I), and *SOX2* (Figure 10K), high expression was linked with poor patient survival; however, these results were not significant. Conversely, low expression of many of the identified downregulated hub genes was associated with poor patient survival. These included *ITGAM* (Figure 10B) (HR = 0.77, *p* = 0.029), *STAT4* (Figure 10C) (HR = 0.59, *p* = 0.0000025), *DSG2* (Figure 10F) (HR = 0.62, *p* = 0.000031), *A2M* (Figure 10G) (HR = 0.64, *p* = 0.0025), *CD44* (Figure 10J) (HR = 0.75, *p* = 0.014), *TNF* (Figure 10L) (HR = 0.68, *p* = 0.00082), and *CALML5* (Figure 10M) (HR = 0.72, *p* = 0.0066).

## 3. Discussion

This study aimed to understand how the overexpression of miR-526b, miR-655, and COX-2 influences the cellular response to oxidative stress in breast cancer. Previous research shows that overexpression of miR-526b and miR-655 in breast cancer increases intracellular ROS and SO levels [9]. A feedback loop exists in the tumor microenvironment, where these miRNAs heighten oxidative stress, which, in turn, boost miRNA expression. We hypothesized that this interaction conveys a survival advantage under conditions of oxidative stress. Using H_2_O_2_ to induce oxidative stress, we examined cell viability, DNA damage, and global changes in gene expression. Each experimental cell line demonstrated distinct adaptive response.

MCF7-COX2 cells displayed the most pronounced resilience to H_2_O_2_-induced stress, evidenced by significantly elevated cell viability, reduced PARP cleavage, and lower expression of apoptotic and cell cycle arrest genes. This was supported by negative enrichment of hallmark apoptosis and p53 pathway gene sets and positive enrichment of E2F target genes relative to MCF7, indicative of sustained cell proliferation. These findings align with our hypothesis that COX-2 overexpression, in conjunction with high endogenous expression of miR-526b and miR-655, promotes cell survival under conditions of oxidative stress. The downregulation of PARP cleavage and γ-H2AX intensity further indicates either reduced or sufficiently repaired DNA damage. While total ATM and CHK2 protein levels were largely unchanged, phosphorylated CHK2 did increase, suggesting activation of DNA damage repair, though further investigation into these signaling pathways is warranted as the differences were subtle. Together, this suggests that COX-2 overexpression alters cellular stress responses to favor cell survival and recovery.

MCF7-COX2 also showed an enrichment of metabolic and migration-related processes and suppression of estrogen signaling, angiogenesis, and epithelial maintenance, indicating a metabolically adaptive and survival-oriented response relative to MCF7. Upregulated hub genes such as *CYP2E1*, *FGFR1*, and *GSTM2* suggest metabolic adaptations promoting cell survival and resilience to stress. CYP2E1 is involved in xenobiotic detoxification but is also a driver of ROS production [12]; FGFR1 is linked to proliferation and treatment resistance [13]; and GSTM2 has been identified in antioxidant defense and has been associated with resilience to treatment and OS-induced stress in prostate cancer [14]. Clinically, *OAS2* was associated with poor patient survival in breast cancer, supporting its potential as a stress-adaptive but pro-tumorigenic factor [15,16] and reinforcing the adverse prognostic implications of COX-2. On the other hand, several pro-proliferative and stemness-associated genes (*EGFR*, *EGF*, *CD44*, *SOX2*) were suppressed. Under normal conditions, we have previously shown that CD44 and SOX2 are upregulated in MCF7-COX2 cells [17], making these results of particular interest to us. In some cellular contexts, *CD44* expression can be downregulated during oxidative stress [18], potentially as a protective mechanism to mitigate the effects of excessive reactive oxygen species (ROS), suggesting a more complex and context-dependent relationship, though it has also been shown that CD44 expression and activity can play a critical role in the promotion of antioxidant defenses [19]. EGFR plays a role in cellular antioxidant defenses. Oxidative stress can prevent the normal ubiquitination and subsequent degradation of EGFR, leading to its accumulation in perinuclear compartments, where it may remain active and promote cell survival [20,21]. Alternatively, these results may reflect stress-induced transcriptional reprogramming that compensates or bypasses EGFR signaling through FGFR1 to promote cell survival instead [22,23]. While in theory, reduced EGFR levels may make cells more susceptible to oxidative-stress-mediated damage, future investigation of our model, extending beyond transcriptional activity of EGFR, is required.

MCF7-miR526b cells also showed enhanced viability and reduced apoptotic signaling, albeit to a lesser degree than MCF7-COX2. PARP cleavage was significantly reduced, and p21 protein levels were attenuated following H_2_O_2_ exposure and rest. While p53 protein levels remained elevated, downstream signaling appeared impaired, evident in the significantly negative enrichment of p53 and apoptosis gene sets. These findings suggest a decoupling of p53 expression from its canonical transcriptional activity, consistent with previous reports that show that oxidative-stress-resilient tumors may retain p53 expression but selectively modulate its downstream effectors [24]. This attenuation of apoptotic output may allow cells to better tolerate oxidative insults while avoiding cell death.

Transcriptional analysis of MCF7-miR526b cells revealed suppression of classical stress-related pathways, including MAPK, cytokine signaling, and epithelial development, while upregulated genes were enriched in neuronal and ion signaling, possibly contributing to altered redox regulation via mitochondrial membrane potential and calcium homeostasis. In MCF7-miR526b, *MAOB*, *SLC6A3*, and *CACNA1C* are upregulated, and these markers are linked to metabolism, calcium transport, dopamine signaling, mitochondrial function, ATP production, and redox balance [25,26,27]. MAOB is linked to increased ROS production, which may promote tumor growth in certain instances, and it has paradoxically been associated with better survival outcomes in breast cancer and has also been investigated as a therapeutic target in colon cancer, glioma, and other forms of cancer [28]. Previous studies demonstrated that miR-526b promotes cellular plasticity and metabolic adaptation, with COX-2 playing a key role [29]. Hence, the upregulated markers’ function might contribute to miR-526b-induced oxidative tolerance.

MCF7-miR655 cells, in contrast, displayed a more intermediate phenotype. Neither apoptosis nor p53 signaling were significantly enriched, and PARP cleavage remained comparable to MCF7, indicating that the protective effect of miR-655 is ultimately limited or context-dependent. The modest increase in p21 protein expression post-recovery, despite reduced gene expression, may reflect post-transcriptional regulation or delayed stress responses. Although cell viability and apoptotic markers were not significantly different from MCF7 cells, transcriptomic analysis revealed some distinct patterns of gene expression. Notably, the upregulation of innate immune gene sets, interferon alpha response genes, for example, and the simultaneous downregulation of hypoxia-associated genes suggest that miR-655 may reshape inflammatory and redox-sensitive transcriptional networks. The negative enrichment of hypoxia-related genes conflicts with past findings of MCF7-miR655 cells displaying an enhanced hypoxic response relative to MCF7, where cells were treated with CoCl_2_ [30]. These current results may vary because the observed changes in hypoxic response gene expression might be caused by H_2_O_2_ exposure. Enrichment of antiviral and immune response pathways and downregulation of epithelial and extracellular matrix (ECM) organization genes suggest a shift toward an immune-modulated or mesenchymal phenotype. Hub gene analysis highlighted upregulation of antiviral regulators *OAS2* and *DHX58* and downregulation of epithelial genes such as *DSG2* and *CALML5*, suggesting a shift away from epithelial traits and greater transcriptional activity involving immune pathways.

Additionally, the MCF7 cell line expressed genes linked to neuronal functions, reflecting cancer cell heterogeneity and plasticity—properties similar to embryonic stem cells [31]. We have also previously shown that overexpression of miR-526b, miR-655, and COX-2 promotes the cancer stem cell population and inflammatory responses in breast cancer [10,11,17]. Therefore, the transcriptomic changes observed in neuronal and immunity-related markers in MCF7 cell lines are due to the inherent effects of miR-526b, miR-655, and COX-2 in breast cancer. The enrichment of pathways such as neuronal or developmental signaling may not directly reflect breast cancer biology; thus, we have been cautious not to overstress their relevance, although some studies have indicated that targeting these neural-specific genes in cancer can suppress malignant traits [31].

The paradoxical observation that some hub genes upregulated in our experimental cell lines are associated with a favorable prognosis in breast cancer patients highlights the complexity of cellular stress response and genetic implications that affect disease prognosis. Short-term adaptations that protect cells against acute oxidative stress in vitro may operate within broader signaling networks that suppress tumor progression in vivo. Moreover, the expression of certain genes may be a byproduct of the conditions that necessitate tumorigenesis and thus may display dichotomous roles in cancer.

Our findings suggest therapeutic opportunities, particularly in sensitizing tumors to ROS-inducing treatments by exploiting pathways downstream of miR-526b, miR-655, and COX-2 that either mitigate ROS-induced damage or promote cell survival [2,32]. Ultimately, gene expression cannot substitute for protein expression, and the question of the activity and consequence of the resulting proteins and enzymes must be determined if potential effective treatments are to be actualized. Thus, the function of each of these identified hub genes must be examined.

We also acknowledge the limitations of the model used in our study. The use of MCF7 alone restricts the generalizability of our findings. The MCF7 cell line represents the ER+ tumor subtype, the most diagnosed breast cancer subtype; further work in HER2+ and triple-negative cell lines will be essential. Moreover, DNA damage assays suggest subtle protective effects; they should be interpreted cautiously.

Together, our findings support a mode in which miR-526b, miR-655, and COX-2 enhance resilience to oxidative stress in breast cancer through suppression of apoptosis, modulation of DNA damage response, and transcriptional reprogramming. These adaptations may involve altered metabolism, immune signaling, and epithelial phenotype. The context-dependent expression and survival associations of the identified hub genes highlight potential biomarkers and targets for future investigation into oxidative stress resistance and therapy response in breast cancer.

## 4. Materials and Methods

### 4.1. Cell Culture

Human breast cancer cell line MCF7 was purchased from the American Type Culture Collection (ATCC, Rockville, MD, USA). miR-526b-, miR-655-, and COX-2-overexpressing cell lines were established by plasmid transfection, as previously described [10,11,17]. MCF7-COX2 cells were used as a positive control for both MCF7-miR526b and MCF7-miR655. Cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 media (Gibco, ON, Canada) supplemented with 10% fetal bovine serum (VWR, ON, Canada) and 1% Pen-Strep (Gibco, ON, Canada). Cells were incubated at 37 °C with 5% CO_2_. Transfected cells were maintained with 200 ng/mL Geneticin (Cat. No: G418, Biobasic).

### 4.2. Hydrogen Peroxide Treatment

MCF7 cells were plated into 6-well plates at a density of 100,000 cells per well and given time to attach overnight. Cells were treated with H_2_O_2_ at concentrations of 0, 50, 150, 250, 350, 450, and 550 µM for 48 h. H_2_O_2_ was omitted in the control condition. Cell viability was measured using an automated Corning Cell Counter and repeated for at least three biological replicates. Count values were compared relative to the control group. GraphPad Prism (v10.0.2) (GraphPad Software, Boston, MA, USA) was used to determine the IC50 concentration to be 216 µM. For subsequent experiments, H_2_O_2_ was added to cells in culture, once 70% confluent, at a final concentration of 216 µM for 48 h either with or without a 3-day recovery (rest) period. For the rest period, media with H_2_O_2_ was removed following 48 h treatment, and cells were washed with PBS and given fresh media. Media was then changed again on the second day of the rest period.

### 4.3. Cell Viability

Cells were seeded into 6-well cell culture plates at 100,000 cells per well, and treatment started 12 h later. Following treatment, cells were trypsinized and counted on an automated Countess 3 cell counter. The average of duplicate counts was taken for each of four biological replicates. Viability was assessed as cell number relative to the day of treatment.

### 4.4. RNA Extraction, cDNA Synthesis, and Real-Time qPCR

RNA was extracted using Qiazol and RNeasy Mini Kits (Cat. No: 79306 and 74104, Qiagen, Germantown, MD, USA), and quality was assessed by spectrophotometry. A total of 1 µg of RNA was used for cDNA synthesis with a High-Capacity cDNA Reverse Transcription Kit (Cat. No: 4368813, Thermo Fisher Scientific, Waltham, MA, USA). For quantitative real-time PCR (qRT-PCR), Luna Universal PCR Master Mix (Cat. No: M3004, New England Biolabs, Ipswich, MA, USA) and gene-specific probes (Thermo Fisher Scientific, Waltham, MA, USA) were used. Probes included those for *CDKN1A* (p21, Hs00355782_m1), *PUMA* (BBC3, Hs00248075_m1), *CAT* (Hs00156308_m1), *GPX2* (Hs01591589_m1), *GSR* (Hs00167317_m1), and *CALML5* (Hs00249968_s1). For ΔCT calculations, *RPL5* (Hs03044958_g1) was used as the housekeeping gene. Fold changes were calculated using the 2^−ΔΔCT^ method [33].

### 4.5. SDS-PAGE and Western Blotting

Cells were lysed with cell lysis buffer supplemented with protease and phosphatase inhibitors (Cat. No: 9803 and 5872, New England Biolabs, Ipswich, MA, USA). Protein concentrations were assessed with bicinchoninic acid (BCA) (Cat. No: SK3021, BioBasic, Markham, ON, Canada). A total of 20–30 µg of protein was loaded for SDS-PAGE electrophoresis using 10% (p53, Chk2/p-Chk2, PARP, AKT/p-AKT), 12% (p21), and 4–15% gradient (ATM) SDS–polyacrylamide gels. Transfers were carried out onto a nitrocellulose membrane (0.2 µm pore size) (Cat. No: 10600007, Cytiva, Uppsala, Sweden). Primary antibodies for proteins of interest included p21 (Cat. No: 2947, Cell Signaling Technology, Beverly, MA, USA), p53 (Cat. No: sc-126, Santa Cruz Biotechnology, Dallas, TX, USA), ATM (Cat. No: 2873, Cell Signaling Technology, Beverly, MA, USA), Chk2 (Cat. No: 13954-1-AP, Proteintech, Rosemont, IL, USA), p-Chk2 (Thr68) (Cat. No: 29012-1-AP, Proteintech, Rosemont, IL, USA), PARP (Cat. No: 9542S, Cell Signaling Technology, Beverly, MA, USA), AKT (Cat. No: 9272S, Cell Signaling Technology, Beverly, MA, USA), and p-AKT (Ser473) (Cat. No: 9271S, Cell Signaling Technology, Beverly, MA, USA). Primary antibodies were incubated in dilutions of 1:500 for p21, p53, AKT, and p-AKT and 1:200 for ATM, Chk2, p-Chk2, and PARP at 4 °C overnight with agitation. Blots were incubated with anti-ACTB (Cat. No: sc-47778, Santa Cruz Biotechnology, Dallas, TX, USA), anti-Tuba1 (Cat. No: Y054861, Applied Biological Materials, Vancouver, BC, Canada), or anti-vinculin (Cat. No: sc-73614, Santa Cruz Biotechnology, Dallas, TX, USA) primary antibodies at 1:1000 dilutions, serving as housekeeping proteins. Blots were washed and then incubated with Azurespectra 700 and Azurespectra 800 (Cat. No: AC2129 and AC2134, Azure Biosystems, Dublin, CA, USA) NIR-fluorescent secondary antibodies at a 1:10,000 dilution for 1 h at room temperature. The dry membranes were imaged using an Azure Sapphire Biomolecular Imager (Azure Biosystems) and analyzed with the AzureSpot software (v2.2.167), applying rolling-ball background noise removal and housekeeping gene normalization. Graphs illustrate fold changes in normalized fluorescent band volume (normalized volume) relative to untreated samples. AKT phosphorylation was analyzed as the ratio of phosphorylated AKT to total AKT. The cleavage of PARP was analyzed as the ratio of cleaved PARP (~89 kDa fragment) to total PARP.

### 4.6. Single-Cell Gel Electrophoresis (Comet Assay)

Comet assays were performed with an Abcam Comet Assay Kit (Cat. No: ab238544, Abcam, Cambridge, UK) according to the manufacturer’s protocol. Electrophoresis was performed in an alkaline running buffer at 26 V (1 V/cm) and 300 mA for 25 min. Fluorescent images were taken on a Nikon Eclipse Ti-2 microscope at 4× and 10× magnification. Comet metrics (tail DNA%, tail moment, and olive moment) were analyzed via the ImageJ (v1.53k) plugin OpenComet (v1.3.1) [34]. Twenty images were analyzed per sample. Means for each statistic were calculated over three biological replicates.

### 4.7. Immunocytochemistry (ICC)

Immunocytochemistry was performed for phosphorylated H2A histone family member X (γ-H2AX (S139)). Cells were washed twice with ice-cold PBS and fixed with methanol for 10 min at −20 °C. Following fixation, cells were washed and blocked with 1% BSA in PBS for 1 h at room temperature. Fixed samples were incubated in primary γ-H2AX (S139) antibody (Cat. No: 9718, Cell Signaling Technology, Beverly, MA, USA) at a 1:800 dilution in 0.1% BSA in PBS overnight at 4 °C with slow agitation. Samples were washed and incubated with TRITC-conjugated secondary antibody (Cat. No: T-2769, Thermo Fisher Scientific, Waltham, MA, USA) at a dilution of 1:1000 in 0.1% BSA in PBS for 1 h at room temperature. Cells were washed three times with PBST (0.05% Tween) and mounted onto coverslips with DAPI-supplemented mounting medium (Cat. No: Ab104139, Abcam, Cambridge, UK). Slides were sealed, stored at 4 °C, and imaged the following day. Fluorescent imaging was carried out on the Nikon Eclipse Ti-2 at 40× magnification. Staining was analyzed with the NIS Elements AR software (v5.42.01) by limiting the region of interest for quantification to the nucleus of each cell within a given image, providing an average fluorescent intensity for each image. At least 10 images were analyzed per sample.

### 4.8. RNA-Sequencing and High-Throughput Data Pipeline

RNA-sequencing was performed at the Centre d’expertise et de services Génome Québec (CES) (McGill University, Montréal, QC, Canada). As samples were extracted as part of a larger study, based on the response to other chemotherapeutic drugs, samples were treated with either H_2_O_2_ or DMSO as the control for 48 h. Following treatment, cells were resuspended in Qiazol (Qiagen, MD, USA) and frozen before shipment on dry ice. mRNA library preparation with polyA enrichment was performed before sequencing with a NovaSeq 6000 sequencing system (PE100—25M reads). Sequence quality was assessed with FastQC (v 0.11.9) [35] and trimmed with Trimmomatic (v0.39) [36]. Sequences were aligned and counted with the Spliced Transcripts Alignment to a Reference (STAR) (v2.7.11b) [37] and High-throughput Sequence (HTSeq) packages (v2.0.8) [38] against the GRCh38.p14 reference genome. Count files were analyzed for differential gene expression with the Bioconductor package, DESeq2 (v1.46.0) [39], in RStudio (v2024.12.0.467, R v4.4.2). Log2 fold changes were computed, and multiple testing correction was performed using the Benjamini–Hochberg method to control for the false discovery rate (FDR). This data is represented graphically in volcano plots generated in RStudio (v2023.12.0 + 369) using the ggplot2 (v3.5.1) [40] package. Genes with an adjusted *p*-value less than 0.05 and log2 fold changes above 1.5 or below −1.5 were considered differentially expressed genes (DEGs) and included in downstream analysis. This data can be found in the Gene Expression Omnibus (GEO) database [41] under the series record GSE295502.

### 4.9. Gene Set Enrichment Analysis (GSEA)

Gene set enrichments were assessed with the Gene Set Enrichment Analysis (GSEA) software (v4.3.3) [42]. Hallmark (H) Molecular Signature Database (MSigDB) gene sets were analyzed. Differentially expressed genes were ranked by the signal-to-noise metric, and normalized enrichment scores (NES) were calculated after 1000 gene set permutations. Gene sets with an FDR under 0.25 were considered significantly enriched.

### 4.10. Analysis of Enriched Biological Processes

DEGs were classified based on upregulation and downregulation. These lists were submitted to the Enrichr web server [43] to evaluate enriched biological processes (BPs). The raw data for these enrichments were downloaded from Enrichr and re-plotted to show the top 10 biological processes, colored by adjusted *p*-value, along with related gene counts and gene ratios (the ratio of gene count to the total number of genes defined by a given biological process).

### 4.11. Network and Hub Gene Analysis

Upregulated and downregulated DEGs were submitted to STRING [44] to generate protein interaction networks. The full network type, where edges represented both functional and physical protein interactions, was selected with a high confidence interaction score of 0.7. The network was exported to Cytoscape (v3.10.3) [45], and the cytoHubba plugin (v0.1) [46] was used to evaluate network topology. The degree, betweenness, and closeness methods were applied to identify the most connected nodes (genes) within each network. The top 5 genes, based on combined topological scores from these three methods, were considered hub genes for each particular network.

### 4.12. Kaplan–Meier (KM) Survival Analysis

Overall survival analysis based on gene expression was conducted using the online survival analysis tool *KM plotter* [47]. The RNA-seq mRNA dataset was used, and the analysis included all breast cancer patients. Patients were categorized based on the optimal expression cutoff value determined by the KM plotter algorithm.

### 4.13. Accession of the Cancer Genome Atlas (TCGA)—Breast Cancer (BRCA) Patient Data

Transcriptomic breast cancer data was obtained from the Cancer Genome Atlas (TCGA) [48] via the TCGAbiolinks R package (v2.31.1) [49]. Patients were stratified by normal tissue and the four basic breast cancer subtypes based on their PAM50 classification [50]. Expression values in transcripts per million (TPM) were transformed (log_2_(TPM + 1)) and assessed for each gene of interest.

### 4.14. Statistical Analysis

Statistical analysis and graph creation were carried out with GraphPad Prism Software (v10.4.0). Cell viability (Figure 1C) was evaluated using one-way ANOVA followed by Dunnett’s post hoc test for multiple comparisons. This approach also assessed differences in gene expression among cell lines (Figure 1D,E). One-way ANOVA followed by Tukey’s post hoc test was used to assess treatment differences in protein expression (Figure 1G,H and Figure 3G–I). Two-way ANOVA followed by Tukey’s post hoc test analyzed cell line and treatment impacts on AKT phosphorylation (Figure 1I), PARP cleavage (Figure 1J), tail DNA percentage, tail moment, and olive moment (Figure 2B–D), as well as differences in immunofluorescent cell staining (Figure 3E). Differential gene expression was analyzed with the default parameters of the DESeq2 package (v1.38.3) (Figure 4A–C). Count data were normalized using the median-of-ratios method, which determines a size factor for each sample based on the median of ratios of raw counts to the geometric mean across all samples. Gene-wise dispersion estimates were modelled under a negative binomial distribution with empirical Bayes shrinkage. Log2 fold changes were derived from the fitted model to measure differences between conditions or cell types, and the Wald test determined statistical significance. The Benjamini–Hochberg method was used to calculate adjusted *p*-values, controlling the false discovery rate. *p*-values below 0.05 were considered significant. For TCGA gene expression data, normality was presumed due to large sample sizes. Differences between sample types were assessed with the non-parametric Kruskal–Wallis test followed by Dunn’s multiple comparisons test (Figure 7 and Figure 8). A *p*-value of less than 0.05 was considered statistically significant.

## 5. Conclusions

Overexpression of COX-2 provided the greatest protection against oxidative damage, significantly reducing apoptosis and enhancing the expression of genes critical for cell cycle progression. Cells overexpressing miR-526b and miR-655 exhibited distinct yet overlapping stress responses, such as decreased DNA damage responses and altered p53 signaling pathways. High-throughput transcriptome analysis revealed key hub genes involved in redox homeostasis, immune response, and metabolism—many of which are linked to breast cancer patient survival. These findings highlight the potential of miR-526b, miR-655, and COX-2 as pivotal factors in enhancing resistance to oxidative stress through transcriptional reprogramming, emphasizing their potential roles as promising biomarkers or therapeutic targets that warrant further validation, as additional research is needed to elucidate the precise mechanisms involved.

## Figures and Tables

**Figure 1:**
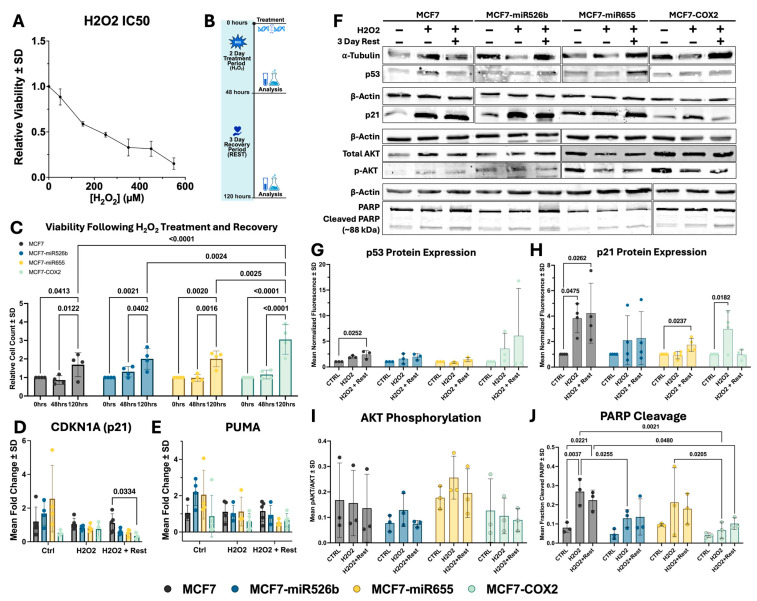
Analysis of cell viability after H_2_O_2_ exposure. (**A**) Dose–response curve for H_2_O_2_-treated MCF7. (**B**) Timeline of treatment and recovery. Created with BioRender.com. (**C**) Viability of MCF7, MCF7-miR526b, MCF7-miR655, and MCF7-COX2 cells after treatment. Data represented as mean +/− SD, (one-way ANOVA, Dunnett’s post hoc). (**D**) *CDKN1A* (*p21*) and (**E**) *PUMA* gene expression. Data shown as mean +/− SD (one-way ANOVA, Dunnett’s post hoc). (**F**) Western blot images and quantification for (**G**) p53, (**H**) p21, (**I**) AKT phosphorylation (Ser473), and (**J**) PARP cleavage (~89 kDa). Plus (+) and minus (−) symbols represent the presence or absence of H_2_O_2_ and 3 days of rest. Full blot images added in the Supplementary Material (Figures S2–S5). Data presented as mean +/− SD (one-way ANOVA with Tukey’s post hoc).

**Figure 2:**
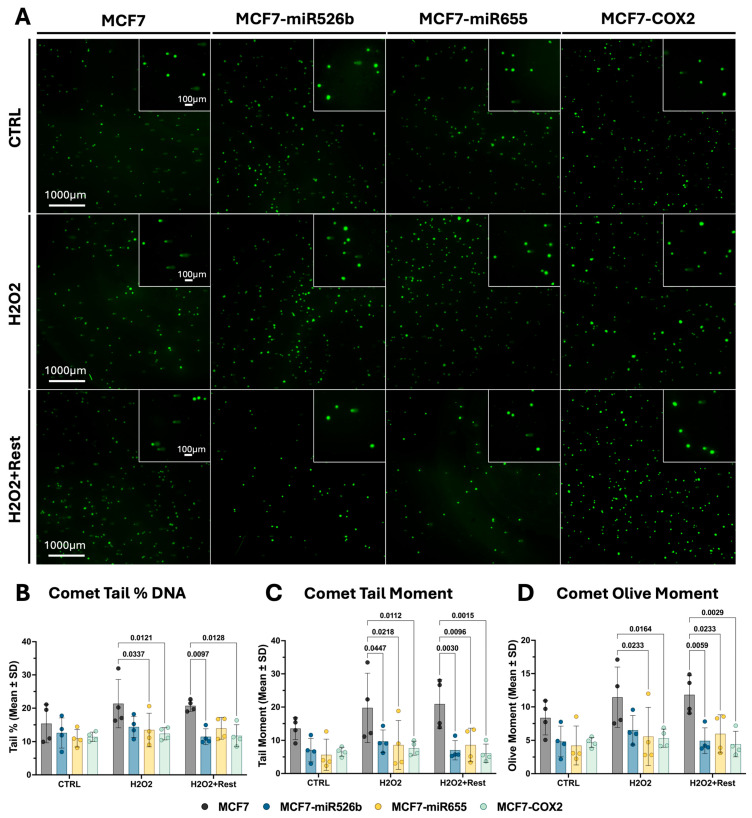
H_2_O_2_-induced DNA damage assessed via the comet assay. (**A**) Comet assay images from each cell line in control, H_2_O_2_, and rest conditions. Images taken at 4× magnification, and the scale bar is 1000 µm. Insets were imaged at 20× magnification, and the scale bar is 100 µm. Quantification of (**B**) tail DNA percentage, (**C**) tail moment, and (**D**) olive moment. Data shown as mean +/− SD (two-way ANOVA with Tukey’s post hoc).

**Figure 3:**
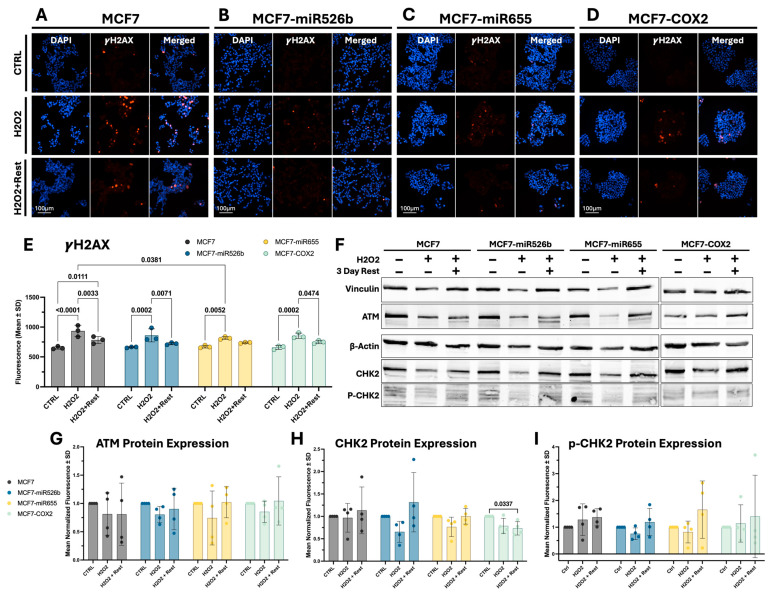
γ-H2AX (S139) staining and DNA damage response protein expression. Fluorescent images of γ-H2AX staining for (**A**) MCF7, (**B**) MCF7-miR526b, (**C**) MCF7-miR655, and (**D**) MCF7-COX2 cells following H_2_O_2_ treatment and rest. Images taken at 40× magnification, and the scale bar is 100 µm. Red, γ-H2AX; blue, DAPI. (**E**) Quantification of γ-H2AX staining. Data shown as mean +/− SD (two-way ANOVA with Tukey’s post hoc). (**F**) Western blot images of ATM, Chk2, and p-Chk2 following H_2_O_2_ treatment and rest. Plus (+) and minus (−) symbols represent the presence or absence of H_2_O_2_ and 3 days of rest. Full blot images can be found in the Supplementary Material (Figures S6 and S7). Quantification of Western blot analysis for (**G**) ATM, (**H**) Chk2, and (**I**) p-Chk2. Data shown as mean +/− SD (one-way ANOVA with Tukey’s post hoc).

**Figure 4:**
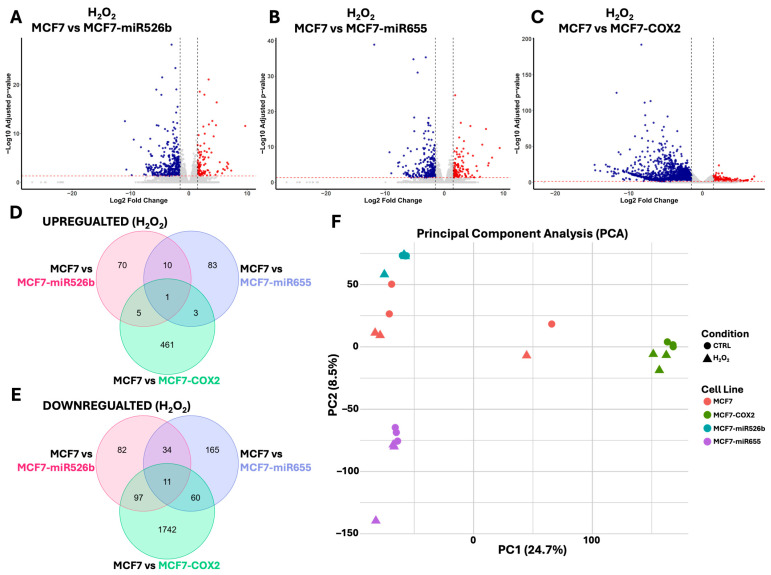
RNA-sequencing and differentially expressed genes following H_2_O_2_ treatment. Volcano plots assessing differentially expressed genes in either (**A**) MCF7-miR526b, (**B**) MCF7-miR655, or (**C**) MCF7-COX2 cell lines relative to MCF7 after H_2_O_2_ treatment. Log2 fold change cutoffs are under −1.5 (blue) or above 1.5 (red) and adjusted *p*-values below 0.05. Significantly (**D**) upregulated and (**E**) downregulated DEGs were compared, and (**F**) principal component analysis (PCA) was used to analyze sample-to-sample variability (circle = CTRL and triangle = H_2_O_2_ treatment; red = MCF7, teal = MCF7-miR526b, blue = MCF7-miR655, and green = MCF7-COX2).

**Figure 5:**
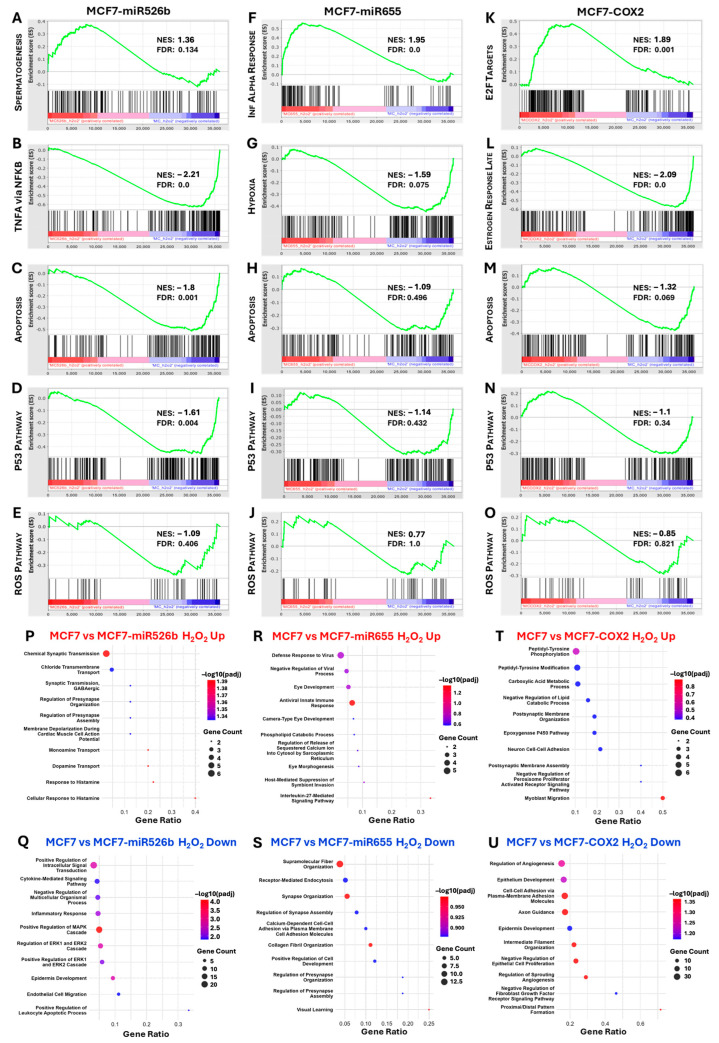
RNA-sequencing and enriched hallmark gene sets and biological processes. GSEA enrichment plots show the most significant upregulated and downregulated enrichments as well as the enrichments of the hallmark apoptosis, p53 pathway, and ROS pathway gene sets in either MCF7-miR526b, MCF7-miR655, or MCF7-COX2 cell lines relative to MCF7 after H_2_O_2_ treatment. For MCF7-miR526b, (**A**) the most significant positively enriched gene set was that of spermatogenesis, while (**B**) the most significant negatively enriched gene set was TNFA signaling via NFKB. The (**C**) apoptosis, (**D**) p53 pathway, and (**E**) ROS pathway gene sets were all negatively enriched. For MCF7-miR655, (**F**) the most significant positively enriched gene set was that of interferon alpha response, while (**G**) the most significant negatively enriched gene set was hypoxia. The (**H**) apoptosis and (**I**) p53 pathway gene sets were negatively enriched, while the (**J**) ROS pathway gene set was positively enriched. For MCF7-COX2, (**K**) the most significant positively enriched gene set was that of E2F targets, while (**L**) the most significant negatively enriched gene set was estrogen response late. The (**M**) apoptosis, (**N**) p53 pathway, and (**O**) ROS pathway gene sets were all negatively enriched. NES is the normalized enrichment score, and FDR is the false discovery rate. Dot plots show the top ten most significantly enriched biological processes for the upregulated (red text) and downregulated (blue text) DEGs in either (**P**,**Q**) MCF7-miR526b, (**R**,**S**) MCF7-miR655, or (**T**,**U**) MCF7-COX2 cell lines relative to MCF7 after H_2_O_2_ treatment. Dot plots are sorted by gene ratio, colored by −log(padj), and scaled by gene count.

**Figure 6:**
Cell line comparison of H_2_O_2_ response and identification of network hub genes. Venn diagrams comparing (**A**) upregulated and (**B**) downregulated DEGs between each cell line after H_2_O_2_ treatment. Dot plots depicting the top ten enriched biological processes associated with the (**C**) 473 common upregulated DEGs and (**D**) 324 common downregulated DEGs. Interaction networks of (**E**) upregulated and (**F**) downregulated DEGs. (**G**) The top 5 hub genes from each network. Heat maps display the expression of each identified hub gene in each experimental cell line relative to MCF7 in (**H**) control and (**I**) H_2_O_2_ treatment conditions.

**Figure 7:**
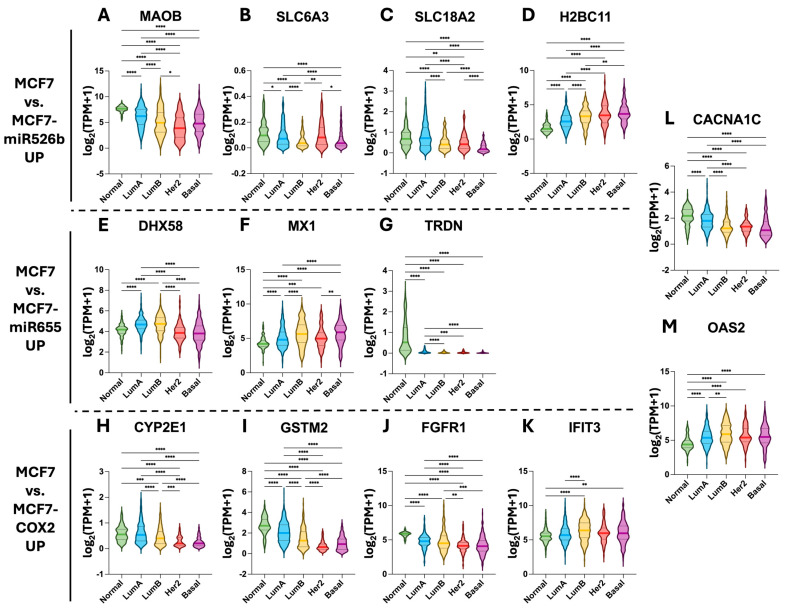
Analysis of upregulated hub gene expression in breast cancer subtypes. (**A**–**D**) Log2(TPM + 1) expression of the upregulated hub genes in MCF7-miR526b relative to MCF7 after H_2_O_2_ exposure. (**E**–**G**) Log2(TPM + 1) expression of the upregulated hub genes in MCF7-miR655 relative to MCF7 after H_2_O_2_ exposure. (**H**–**K**) Log2(TPM + 1) expression of the upregulated hub genes in MCF7-COX2 relative to MCF7 after H_2_O_2_ exposure. Shared upregulated hub genes between (**L**) MCF7-miR526b and MCF7-miR655, as well as (**M**) MCF7-miR655 and MCF7-COX2. Tissue types include normal patient tissue (*n* = 113), as well as luminal A (lumA, *n* = 571), luminal B (lumB, *n* = 209), HER2-enriched (Her2, *n* = 82), and basal (*n* = 197) subtypes. Data sourced from TCGA, shown as violin plots, medians denoted with solid lines, and first quartiles and third quartiles denoted with dotted lines (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, Kruskal–Wallis’s test, followed by Dunn’s multiple comparisons).

**Figure 8:**
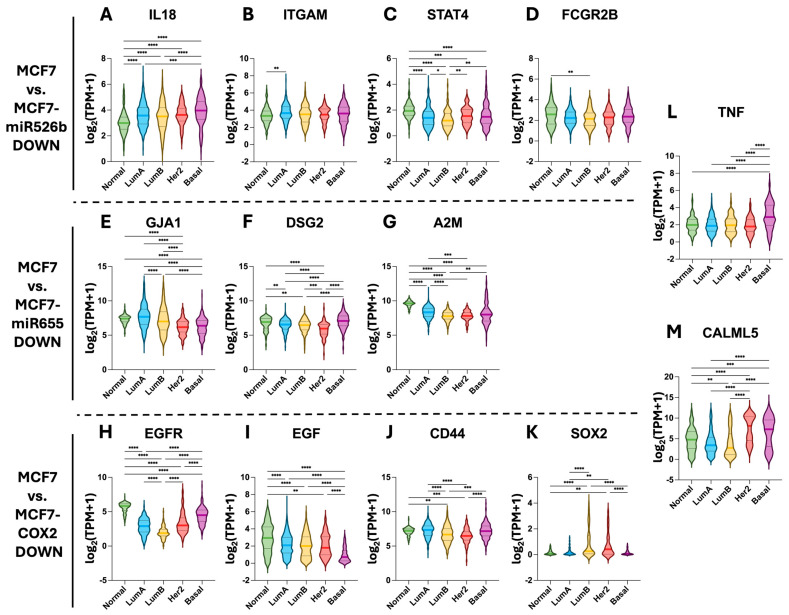
Analysis of downregulated hub gene expression in breast cancer subtypes. (**A**–**D**) Log_2_(TPM + 1) expression of the downregulated hub genes in MCF7-miR526b relative to MCF7 after H_2_O_2_ exposure. (**E**–**G**) Log_2_(TPM + 1) expression of the downregulated hub genes in MCF7-miR655 relative to MCF7 after H_2_O_2_ exposure. (**H**–**K**) Log_2_(TPM + 1) expression of the downregulated hub genes in MCF7-COX2 relative to MCF7 after H_2_O_2_ exposure. Shared downregulated hub genes between (**L**) MCF7-miR526b and MCF7-miR655, as well as (**M**) MCF7-miR655 and MCF7-COX2. Tissue types include normal patient tissue (*n* = 113), as well as luminal A (lumA, *n* = 571), luminal B (lumB, *n* = 209), HER2-enriched (Her2, *n* = 82), and basal (*n* = 197) subtypes. Data sourced from TCGA, shown as violin plots, medians denoted with solid lines, and first quartiles and third quartiles denoted with dotted lines (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, Kruskal–Wallis’s test, followed by Dunn’s multiple comparisons).

**Figure 9:**
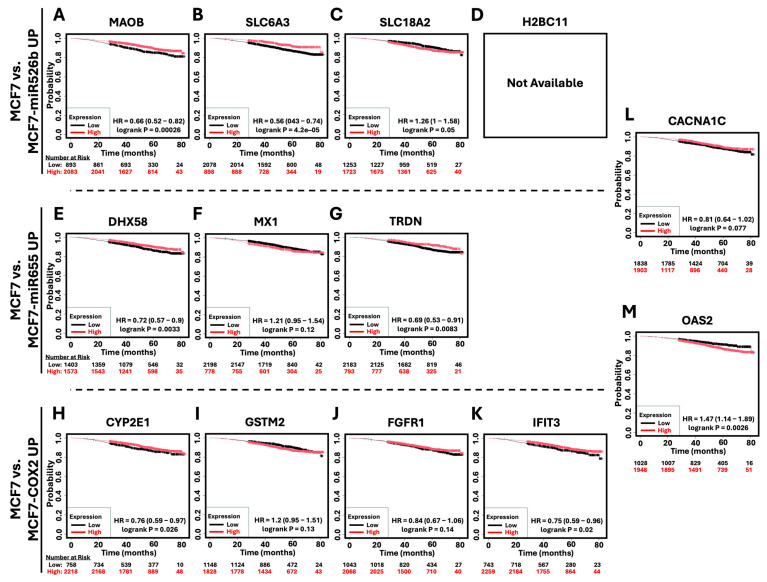
Kaplan–Meier survival analysis of hub genes in breast cancer patients. Overall survival analysis based on the expression of the identified upregulated hub genes in breast cancer patients. (**A**–**D**) Overall survival based on the expression of the upregulated hub genes in MCF7-miR526b relative to MCF7 after H_2_O_2_ exposure (*MAOB*, *SLC6A3*, and *SLC18A2*). Data for H2BC11 was not available. (**E**–**G**) Overall survival based on the expression of the upregulated hub genes in MCF7-miR655 relative to MCF7 after H_2_O_2_ exposure (*DHX58*, *MX1*, and *TRDN*). (**H**–**K**) Overall survival based on the expression of the upregulated hub genes in MCF7-COX2 relative to MCF7 after H_2_O_2_ exposure (*CYP2E1*, *GSTM2*, *FGFR1*, and *IFIT3*). Overall survival based on the expression of shared upregulated hub genes between (**L**) MCF7-miR526b and MCF7-miR655 (*CACNA1C*), as well as (**M**) MCF7-miR655 and MCF7-COX2 (*OAS2*).

**Figure 10:**
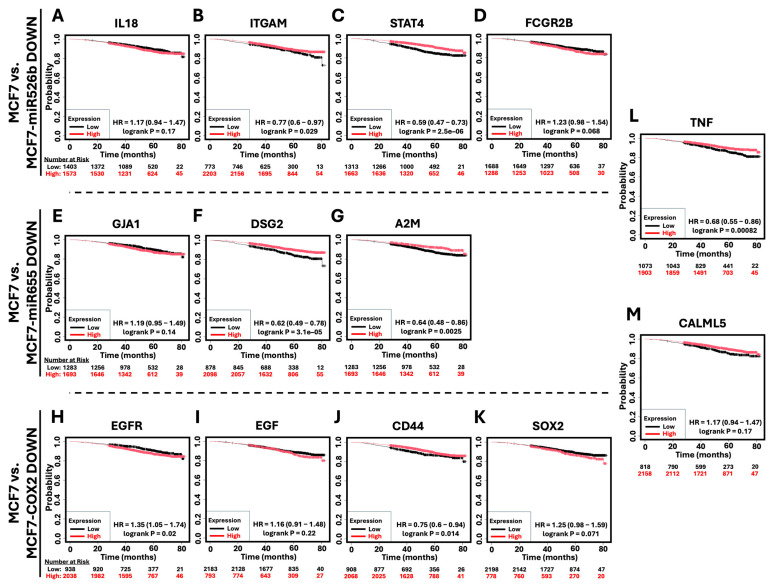
Kaplan–Meier survival analysis of hub genes in breast cancer patients. Overall survival analysis based on the expression of the identified downregulated hub genes in breast cancer patients. (**A**–**D**) Overall survival based on the expression of the downregulated hub genes in MCF7-miR526b relative to MCF7 after H_2_O_2_ exposure (*IL18*, *ITGAM*, *STAT4*, and *FCGR2B*). Data for *H2BC11* was not available. (**E**–**G**) Overall survival based on the expression of the downregulated hub genes in MCF7-miR655 relative to MCF7 after H_2_O_2_ exposure (*GJA1*, *DSG2*, and *A2M*). (**H**–**K**) Overall survival based on the expression of the downregulated hub genes in MCF7-COX2 relative to MCF7 after H_2_O_2_ exposure (*EGFR*, *EGF*, *CD44*, and *SOX2*). Overall survival based on the expression of the shared downregulated hub genes between (**L**) MCF7-miR526b and MCF7-miR655 (*TNF*), as well as (**M**) MCF7-miR655 and MCF7-COX2 (*CALML5*).

## Data Availability

The supporting information is available for download here—Supplemental Material (Figures S1–S10). The raw data supporting the conclusions of this article will be made available by the authors on request. Sequencing data has been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 24 April 2025) under the series record GSE295502.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26189103/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

ACTB	Beta Actin
ANOVA	Analysis of Variance
ATM	Ataxia Telangiectasia Mutated
BCRA	Breast Cancer (TCGA)
BP(s)	Biological Processes
BSA	Bovine Serum Albumin
CACNA1C	Calcium Voltage-Gated Channel Subunit Alpha1 C
CALML5	Calmodulin Like 5
CAT	Catalase
CD44	Cluster of Differentiation 44
CDKN1A	Cyclin Dependent Kinase Inhibitor 1A (p21)
cDNA	Complementary DNA
CHK2/Chk2	Checkpoint Kinase 2
COX-2	Cyclooxygenase-2
DAPI	4′,6-Diamidino-2-Phenylindole
DEG(s)	Differentially Expressed Gene(s)
DESeq2	Differential Expression Sequencing 2
DHX58	DExH-Box Helicase 58
DMSO	Dimethyl Sulfoxide
DSG2	Desmoglein 2
EGFR	Epidermal Growth Factor Receptor
EP4	Prostaglandin E2 Receptor 4
FDR	False Discovery Rate
GEO	Gene Expression Omnibus
GO	Gene Ontology
GPX2	Glutathione Peroxidase 2
GSEA	Gene Set Enrichment Analysis
GSR	Glutathione-Disulfide Reductase
H_2_O_2_	Hydrogen Peroxide
HTSeq	High-Throughput Sequencing
IC50	Half-Maximal Inhibitory Concentration
IFN-γ	Interferon Gamma
IL18	Interleukin 18
KM	Kaplan–Meier
MAOB	Monoamine Oxidase B
MAPK	Mitogen-Activated Protein Kinase
MCF7	Michigan Cancer Foundation 7
miRNA	MicroRNA
MSigDB	Molecular Signatures Database
NES	Normalized Enrichment Score
NIR	Near-Infrared
OAS2	2′-5′-Oligoadenylate Synthetase 2
PAM50	Prediction Analysis of Microarray 50
PARP	Poly (ADP-ribose) Polymerase
PBS(T)	Phosphate-Buffered Saline (Tween-20)
PI3K	Phosphoinositide 3-kinase
PUMA	P53 Upregulated Modulator of Apoptosis
qRT-PCR	Quantitative Real-Time Polymerase Chain Reaction
RNA-seq	RNA-sequencing
ROS	Reactive Oxygen Species
RPLP5	Ribosomal Protein L5
RPMI	Roswell Park Memorial Institute
SDS-PAGE	Sodium Dodecyl Sulfate–Polyacrylamide Gel Electrophoresis
SLC6A3	Solute Carrier Family 6 Member 3
SO	Super Oxide
SOX2	SRY-Box Transcription Factor 2
STAR	Spliced Transcripts Alignment to a Reference
TCGA	The Cancer Genome Atlas
TPM	Transcripts Per Million
Tuba1	Tubulin Alpha 1
γ-H2AX	(Serine 139) Phosphorylated H2A Histone Family Member X

# Supplementary material for: Distinct Oxidative Stress Adaptations Driven by the Overexpression of miR-526b, miR-655, and COX-2 in Breast Cancer
**Source:** Int J Mol Sci. 2025 Sep 18;26(18):9103. doi: 10.3390/ijms26189103
**Supplement:** Supplementary file 1

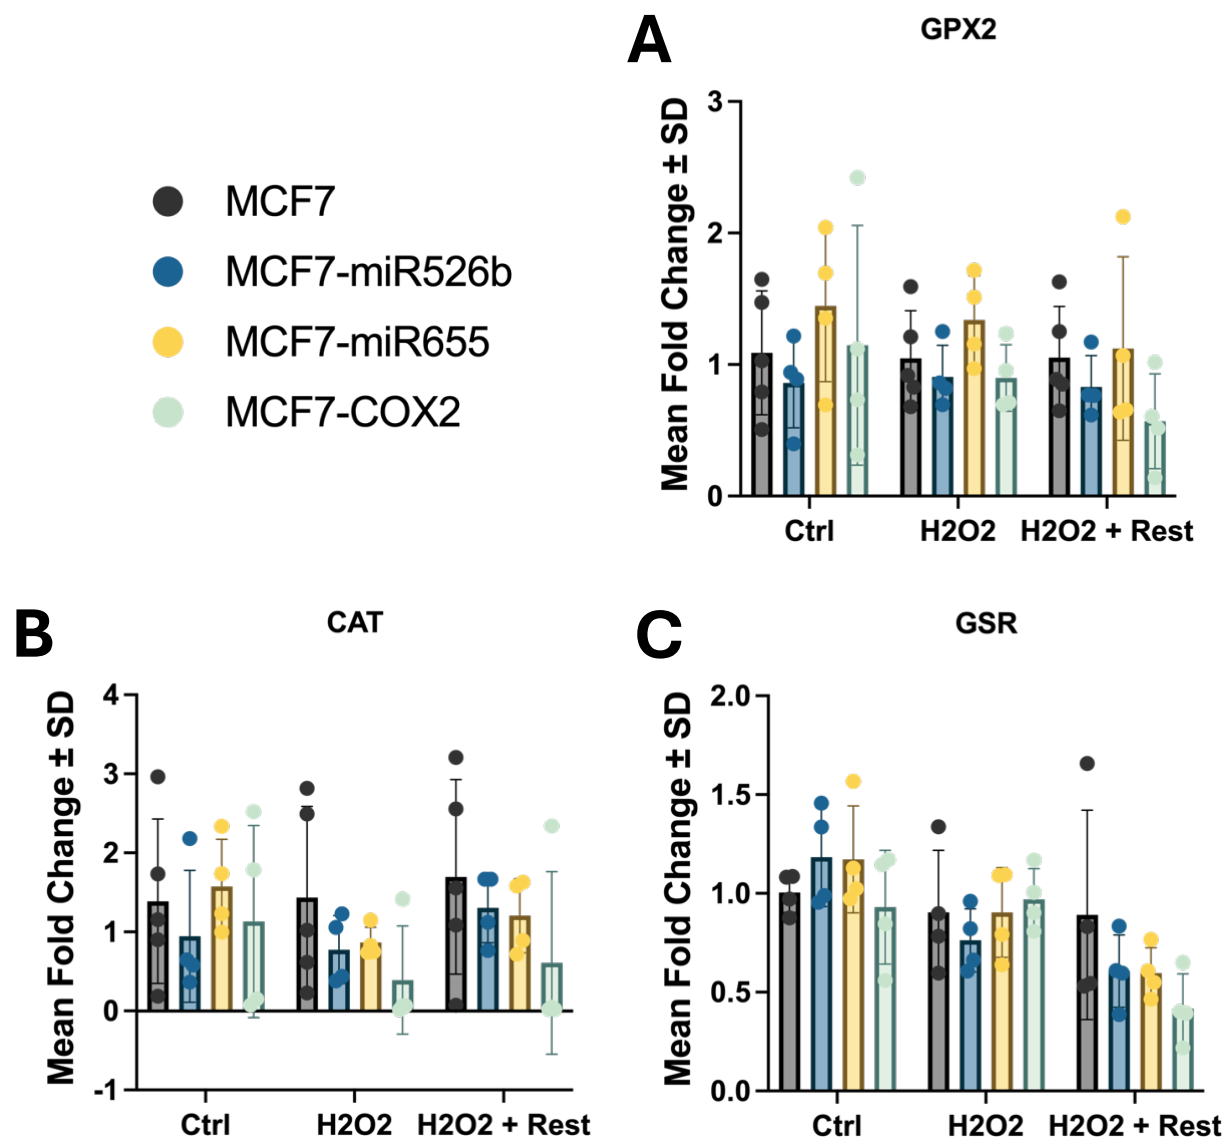

Figure S1: Gene expression of antioxidant markers **A)** GPX2, **B)** CAT and **C)** GSR in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2).

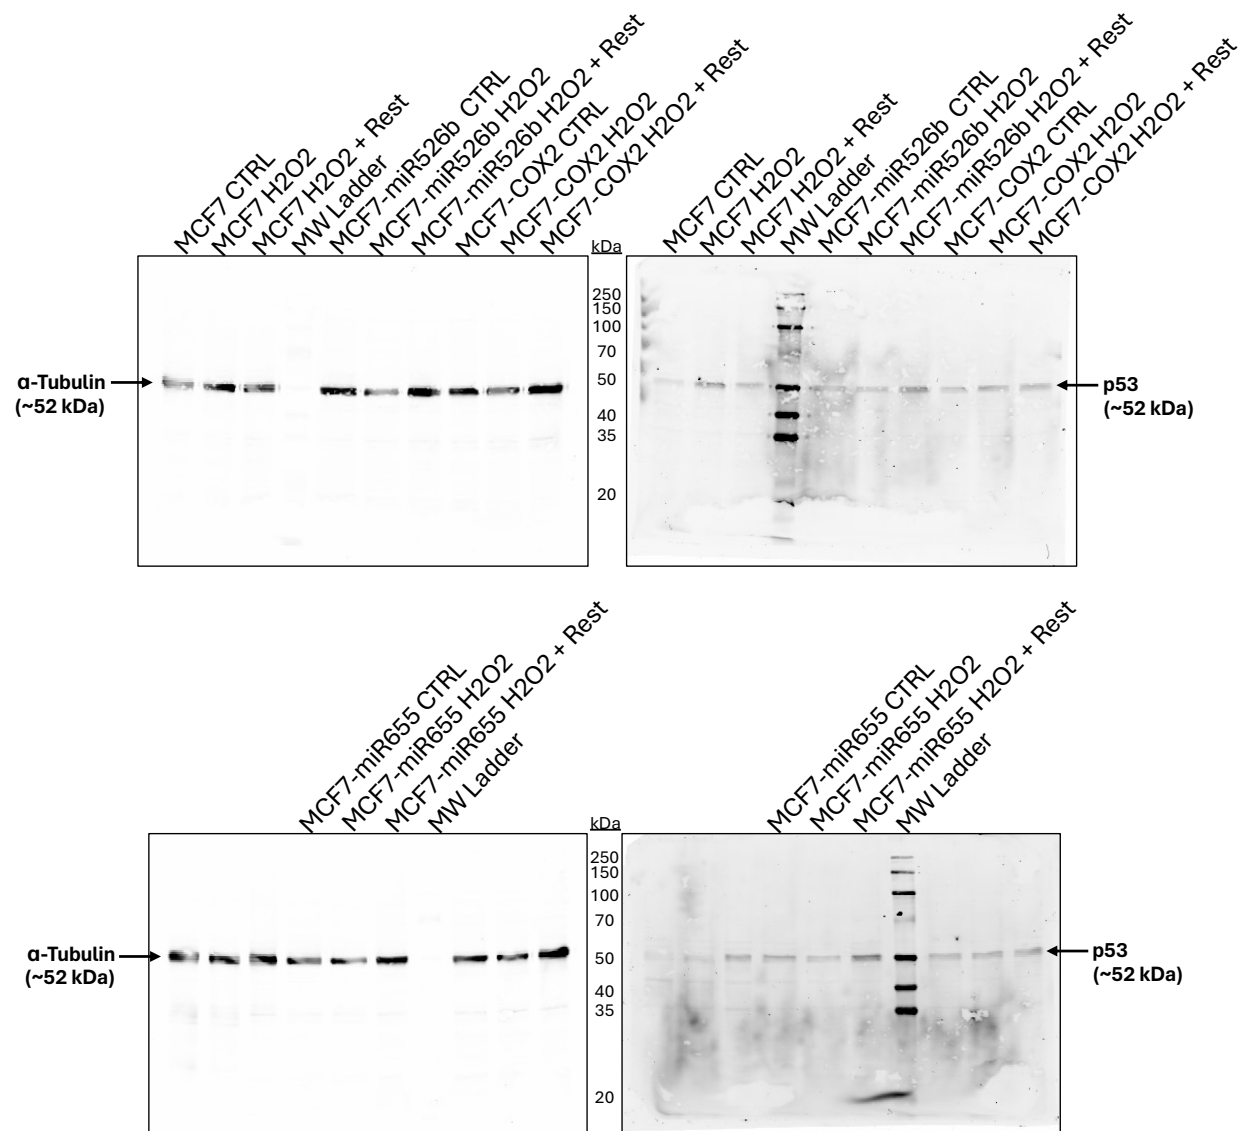

Figure S2: Full western blot images used for representation in figure 1F for p53 and α-Tubulin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

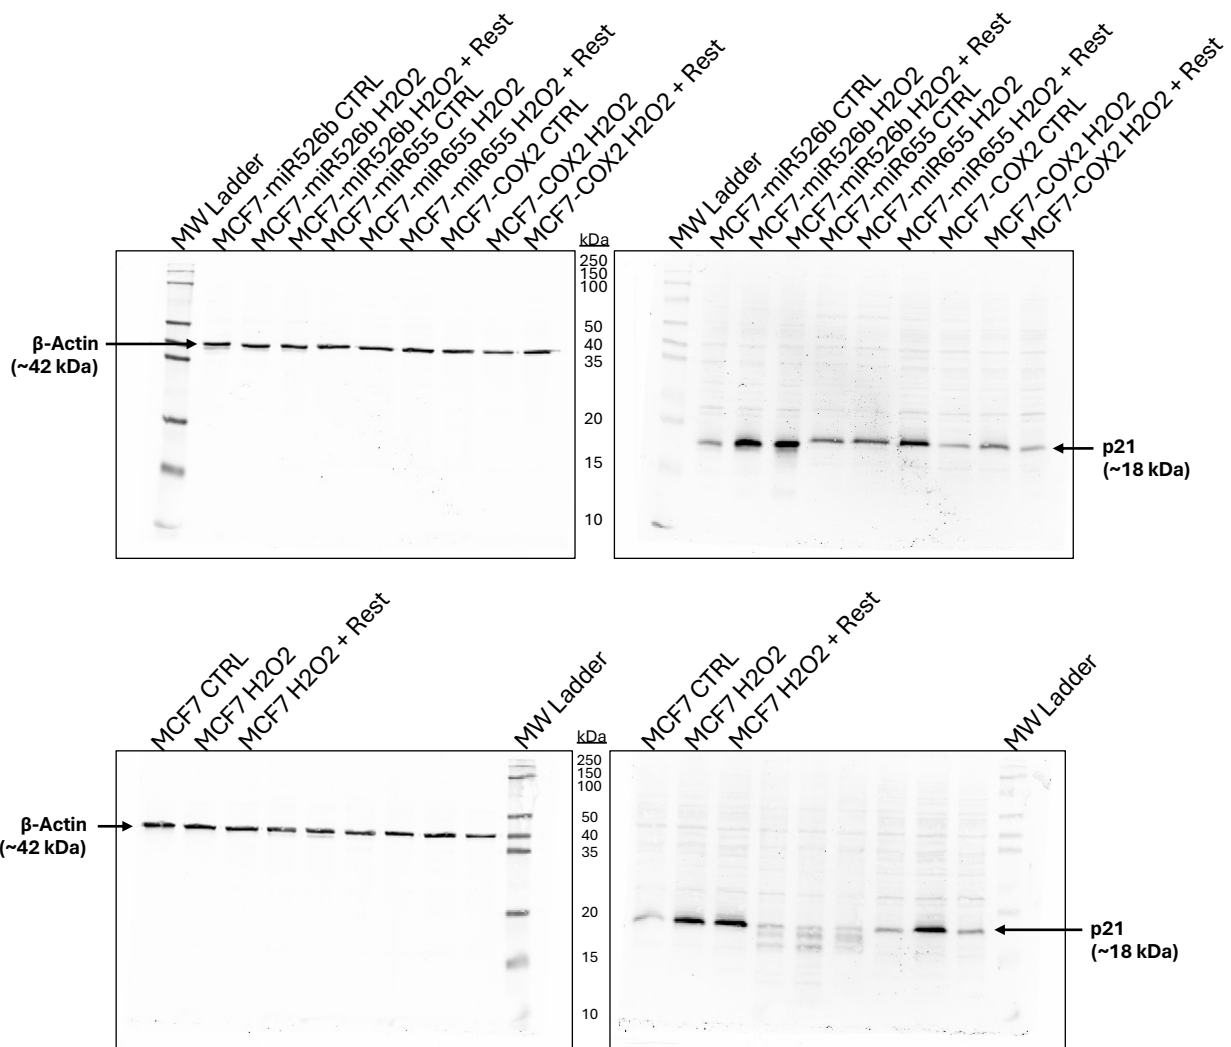

Figure S3: Full western blot images used for representation in figure 1F for p21 and β-Actin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

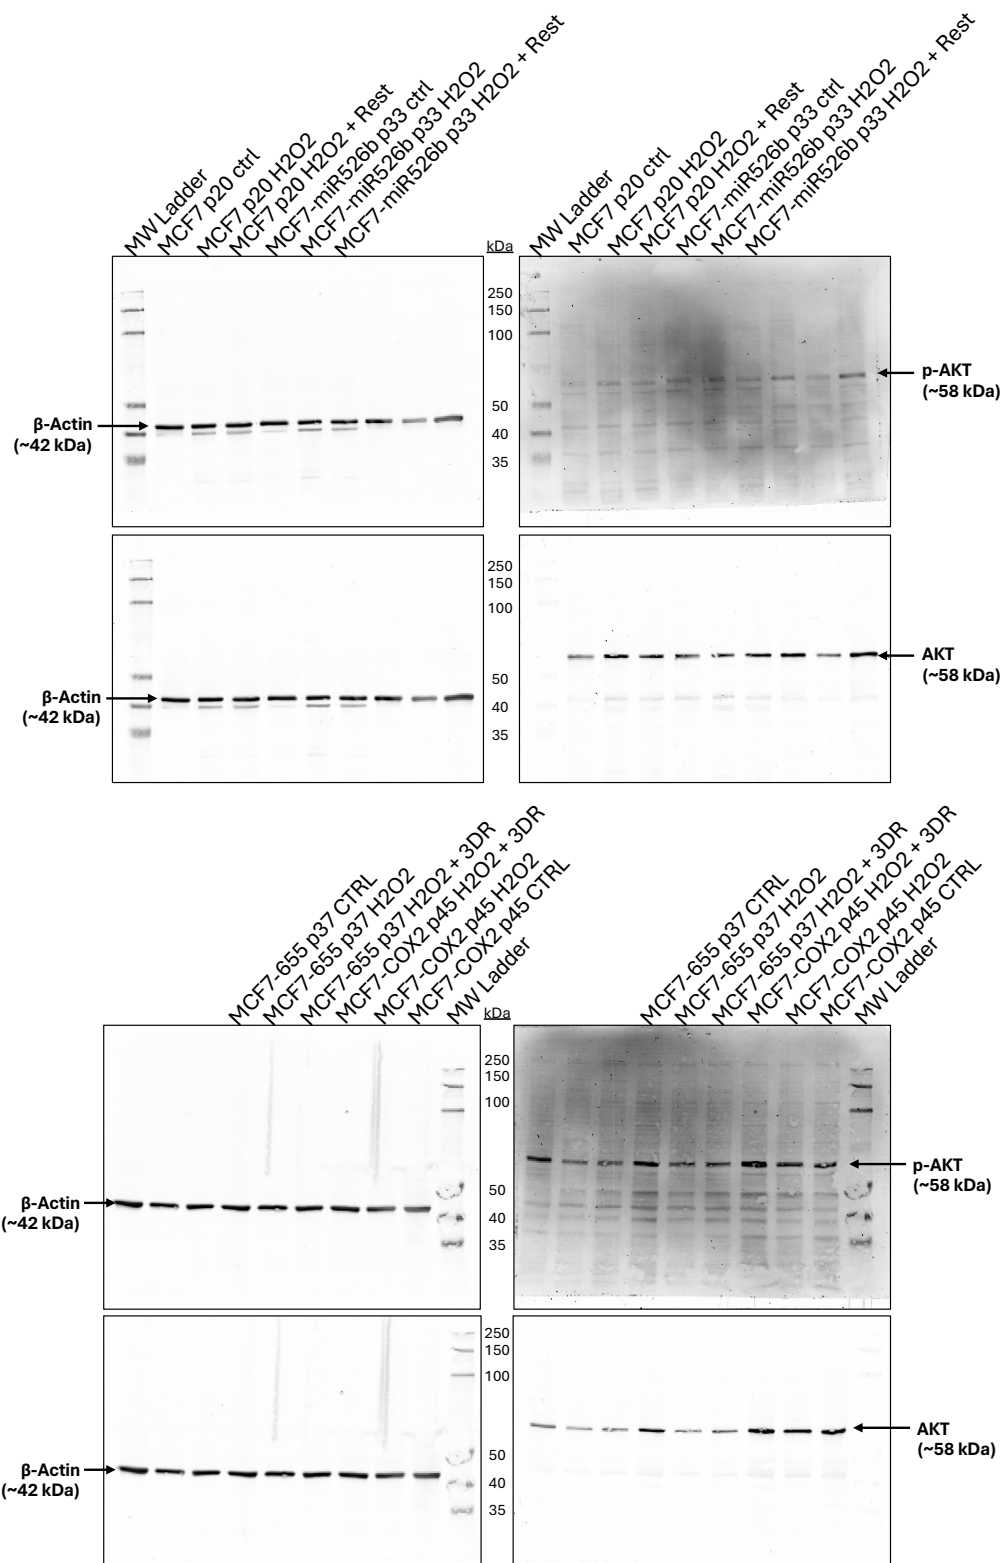

Figure S4: Full western blot images used for representation in figure 1F for total AKT and p-AKT and β-Actin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

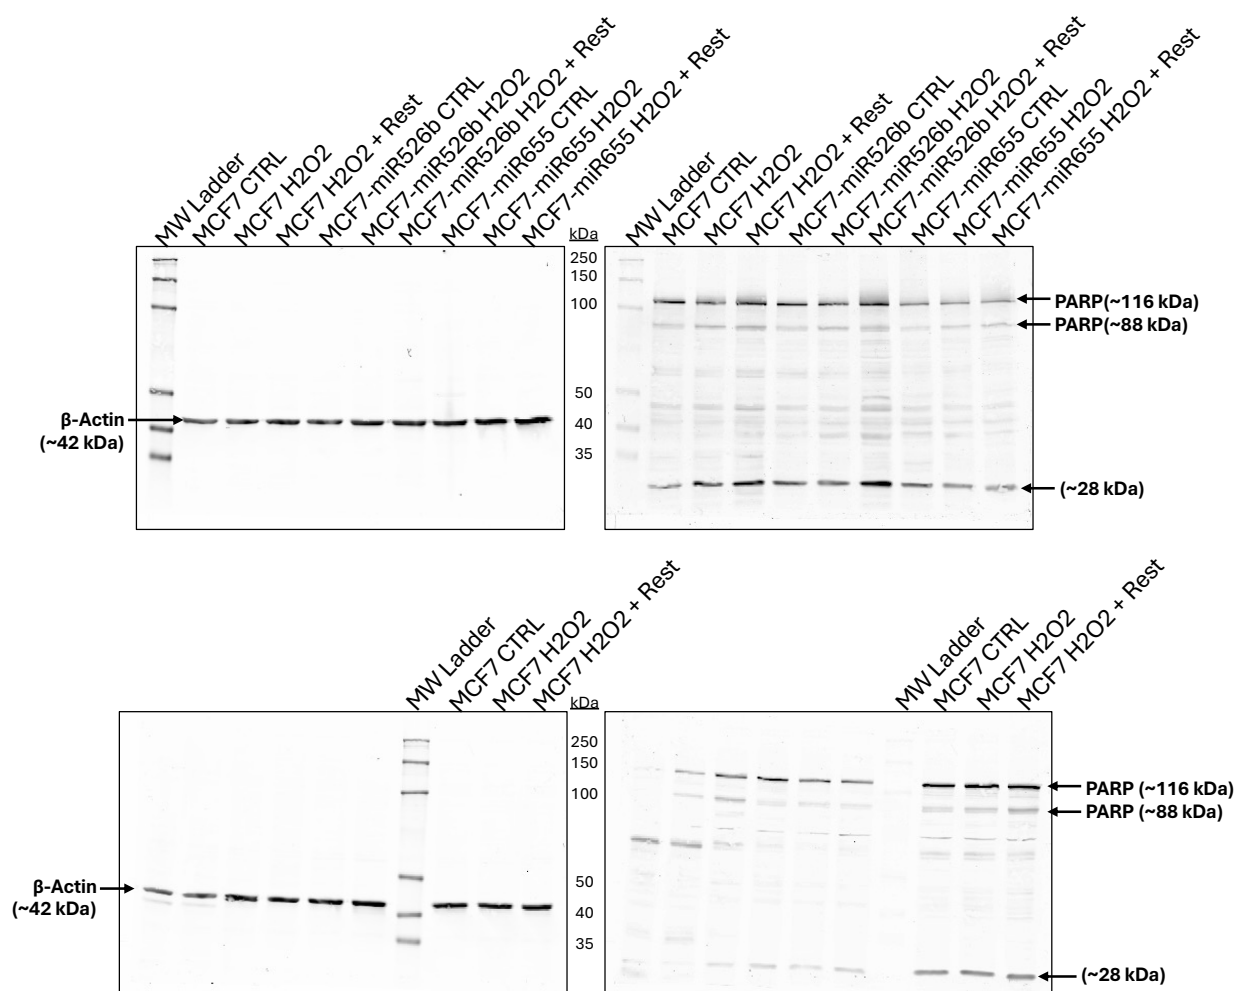

Figure S5: Full western blot images used for representation in figure 1F for full length PARP (116 kDa), fragmented PARP (88 kDa) and β-Actin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

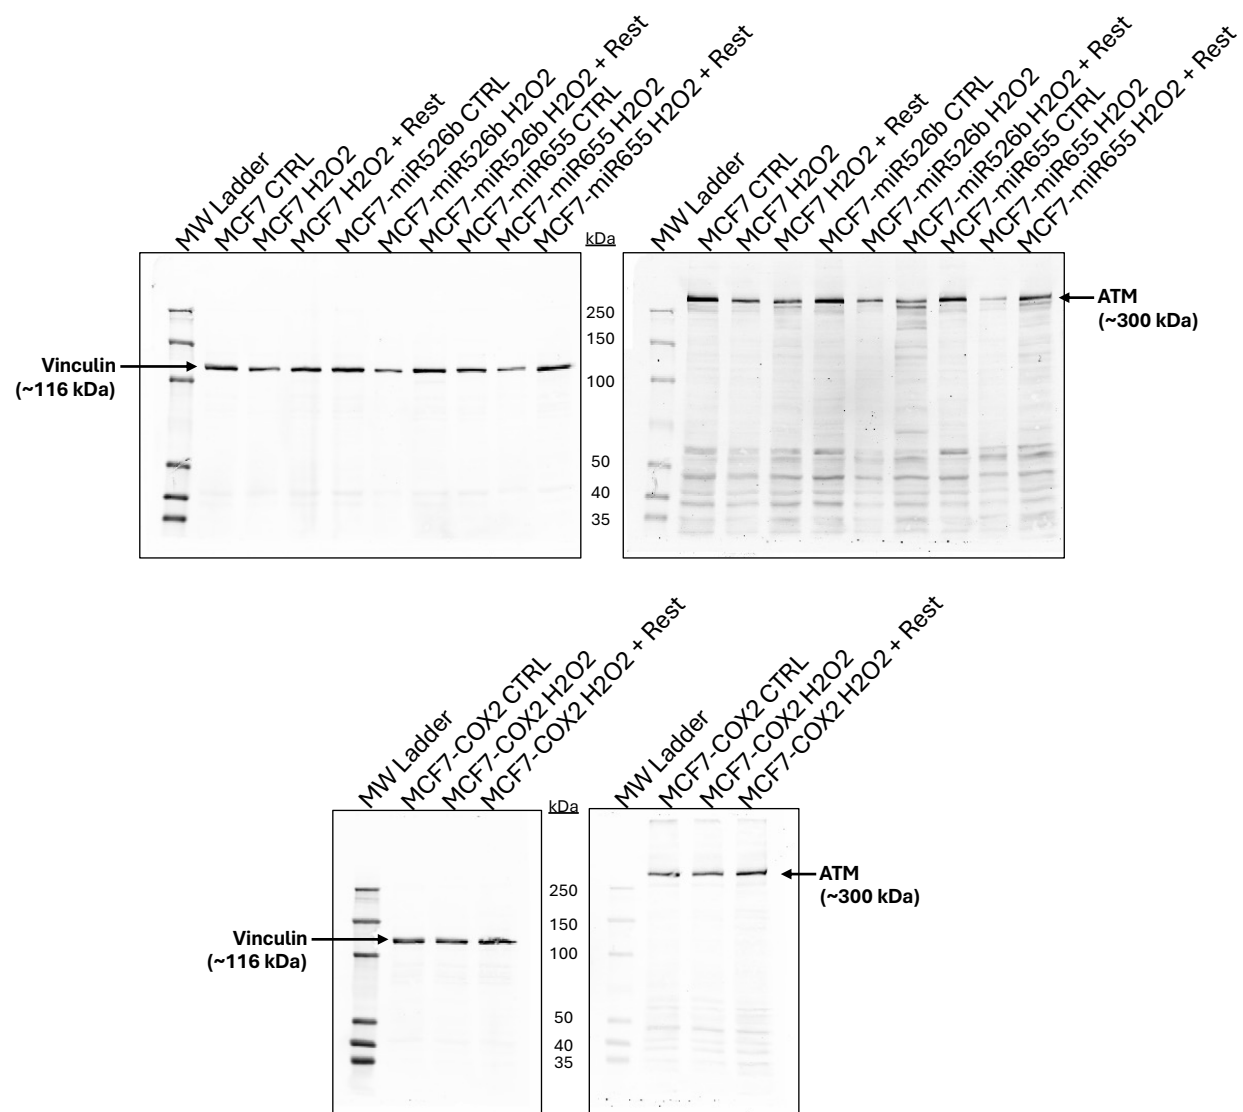

Figure S6: Full western blot images used for representation in figure 3F for ATM and vinculin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

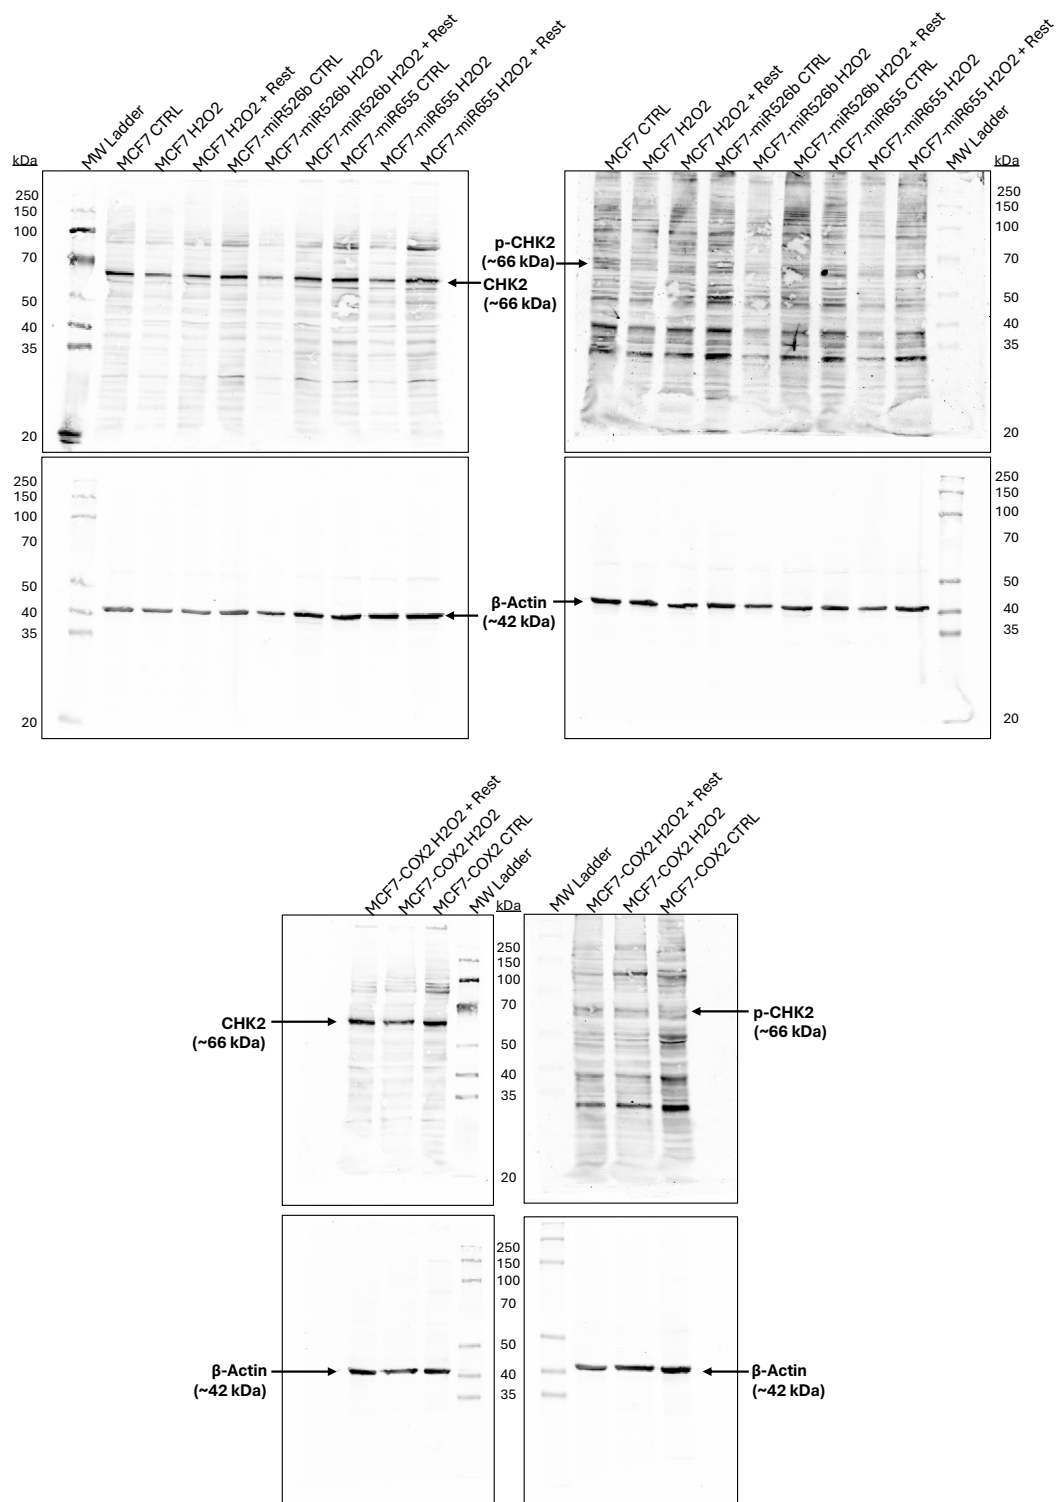

Figure S7: Full western blot images used for representation in figure 3F for CHK2, p-CHK2 and β-Actin in H₂O₂-treated cells (MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2). MW: Molecular Weight.

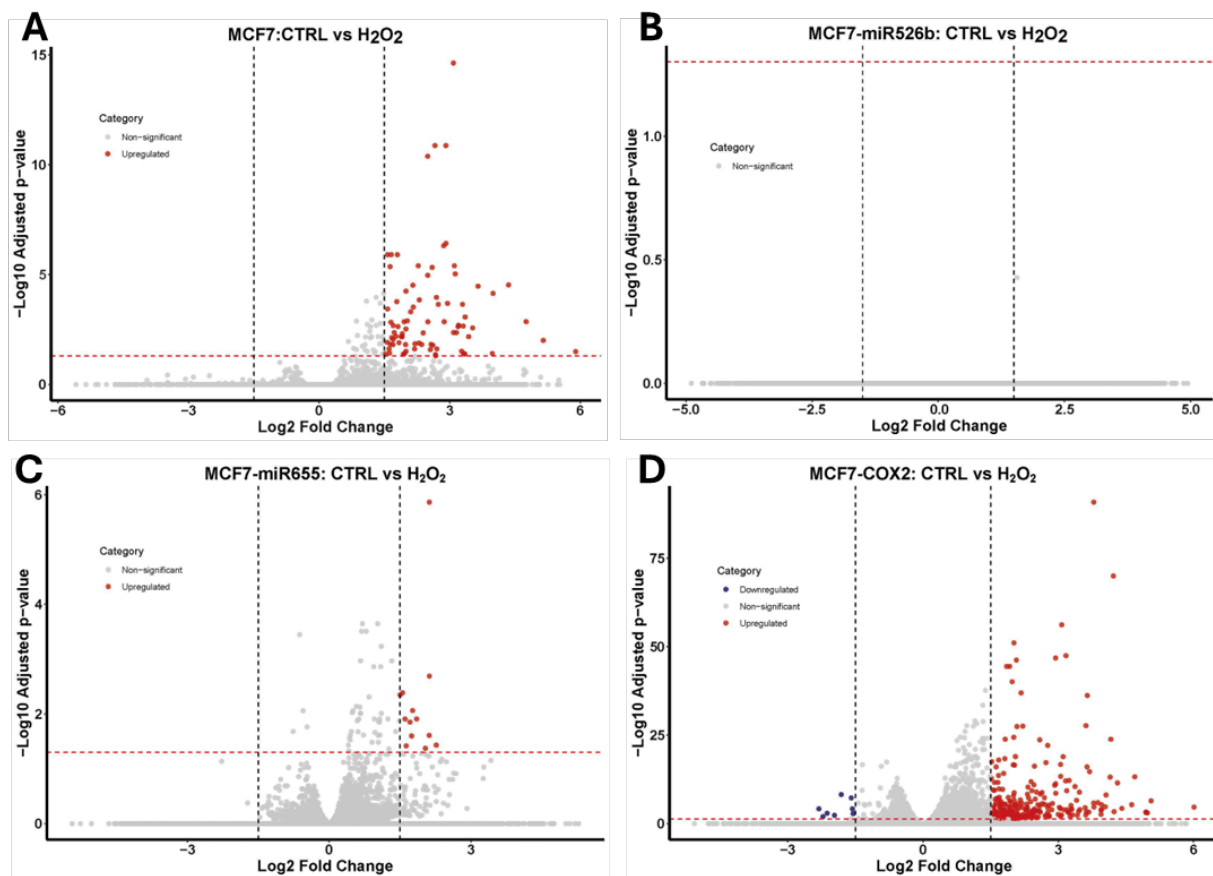

Figure S8: Differential gene expression after H₂O₂ exposure in **A)** MCF7, **B)** MCF7-miR526b, **C)** MCF7-miR655 and **D)** MCF7-COX2. Significance cutoff set to adjusted $p < 0.05$. Log₂ fold change cutoffs set to 1.5 and -1.5.

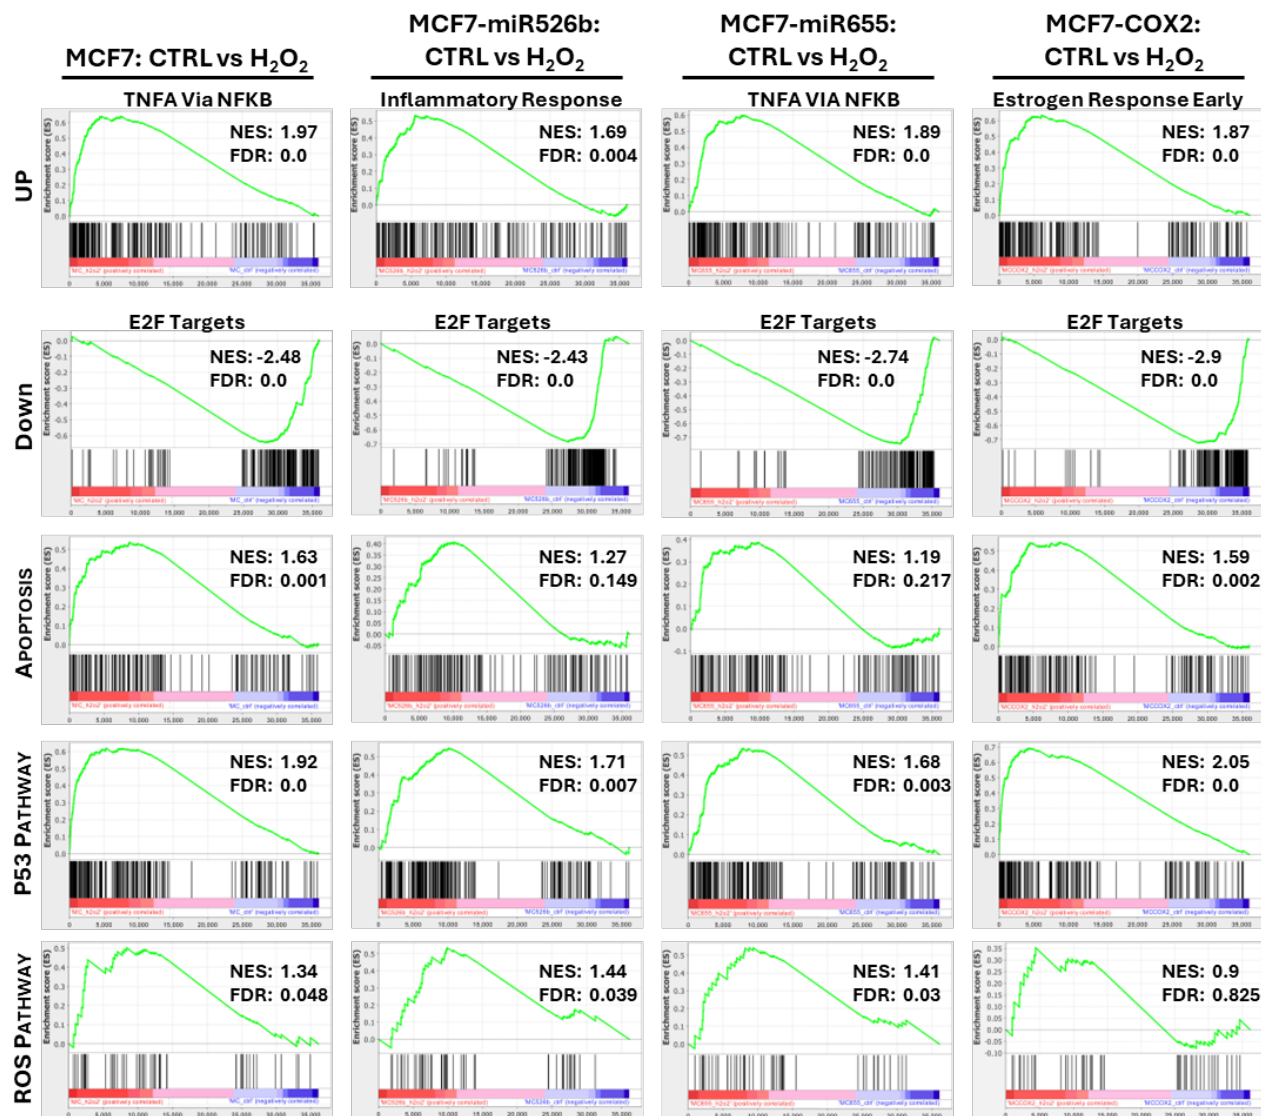

Figure S9: Gene set enrichment analysis after H₂O₂ exposure in MCF7, MCF7-miR526b, MCF7-miR655 and MCF7-COX2. From top to bottom, the greatest positive enriched gene set, the lowest negative enriched gene set, as well as apoptosis, p53 and ROS pathway gene set enrichments.

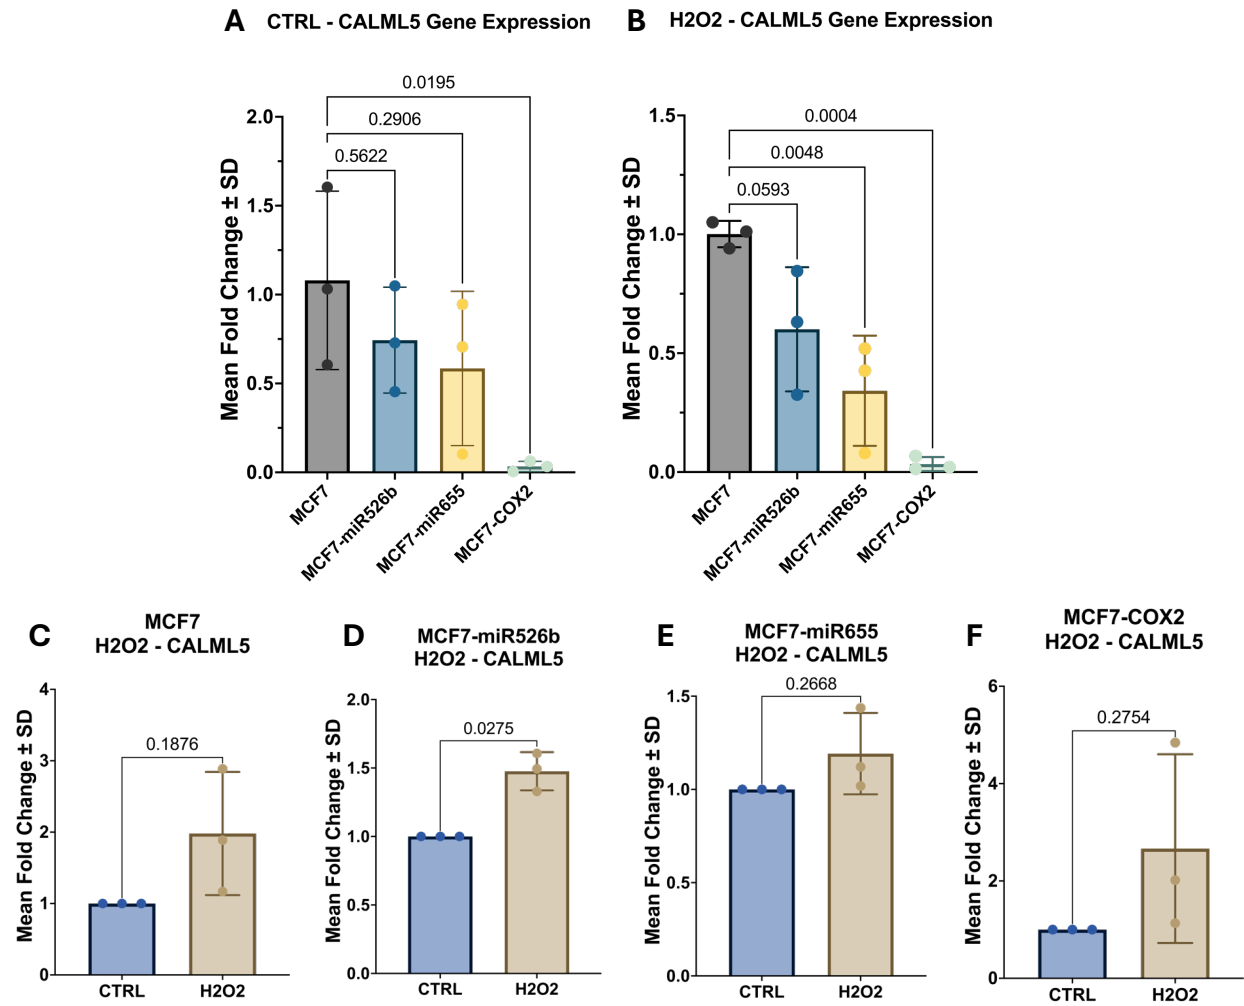

Figure S10: qPCR validation of CALML5 expression. Comparison of CALML5 expression between cell lines in **A)** control (CTRL) and **B)** H₂O₂ conditions (one-way ANOVA). Comparison of CALML5 expression following H₂O₂ exposure in **C)** MCF7, **D)** MCF7-miR526b, **E)** MCF7-miR655 and **F)** MCF7-COX2 (paired t-test).

How the deposited data were processed for this re-analysis (not part of the article)

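RNA from MCF7 and from its 3 derived lines was measured after 48 h with DMSO, 216 µM H2O2 or 0.8 µM DOX, in 3 biological replicates each, which gives 36 libraries. According to section 4.8 of the paper and the authors' processing notes, the authors trimmed reads of polyadenylated RNA with Trimmomatic 0.39, aligned them to GRCh38.p14 with STAR 2.7.11b and counted them per gene with HTSeq 2.0.8, and the values were used as deposited: raw counts, neither normalized nor filtered. The release of the gene annotation and the strand setting of HTSeq are not given there. HTSeq's tallies of reads not given to a gene were kept out of library sizes and tests. They came to 8.76% to 13.3% (no gene), 4.66% to 5.27% (more than 1 gene) and 3.38% to 4.16% (more than 1 place) of all reads per library.

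The paper gives a depth of 25M reads per library and the text of the series 2500M. Counts summed to 38760736 to 64128202 per library, with a median of 49879616. Mitochondrial genes took 5.51% to 9.14% and the 20 most abundant genes 10.3% to 13.3% of them. Gene positions and shared exon bases come from GENCODE 44 of the same genome build, in which 62541 of the identifiers (99.1%) were found. Symbols are those of the deposited values. Counts of a gene that shares exon bases with others are uncertain, since HTSeq discards reads that fall on both. Bounds with a floor of 3 counts per library cover counting error only.

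Calculations were made in R 4.3.3. Genes were filtered with edgeR 4.0.16 (filterByExpr) for the libraries of a comparison and scaled by TMM, with factors of 0.945 to 1.07 over all libraries. They were tested with edgeR's quasi-likelihood test. A called gene had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1.5 or below -1.5, the threshold of section 4.8; section 2.3 gives 1.5 as a fold change, which was an alternative. Comparisons of 2 groups used the 6 libraries of these groups alone, because the paper's principal component analysis shows MCF7 more spread than the other lines. Each line was compared with MCF7 under H2O2 and under DMSO, H2O2 and DOX were compared with DMSO within each line, and the difference between the H2O2 responses of a line and MCF7 was tested as an interaction over 12 libraries. Log2 CPM values for the principal component analysis had a prior count of 2. Standard errors are the log2 fold change divided by the square root of the test's F value.

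The 31 gene lists were p53 targets, pro-apoptotic, anti-apoptotic and antioxidant genes, NF-kB targets, interferon-stimulated and hypoxia genes, E2F targets and S phase genes, G2/M genes, estrogen response and luminal identity genes, cell adhesion and junction, epidermal differentiation, extracellular matrix, mesenchymal and stemness genes, the EGF and FGF receptor axis, MAPK feedback genes, synaptic and neurotransmitter genes, DNA damage response and repair genes, unfolded protein and integrated stress response genes, cholesterol synthesis, germ cell, xenobiotic and glutathione transferase and prostaglandin pathway genes, replication-dependent histone, mitochondrially encoded and ribosomal protein genes, immune cell, fibroblast and endothelial, and basal and myoepithelial breast markers. They were written from textbook knowledge. PTGS2 is in none of them, and some hold hub genes that the study chose from these same libraries. A list was tested when at least 5 members were. Camera from limma 3.58.1 tested each list with a preset correlation of 0.01 and with an estimated correlation, and p values were adjusted over the lists of a comparison. The study's hallmark, gene ontology and interaction databases were not available, so enrichment scores and networks were not recomputed.

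Genes named in the text were every gene the paper names for these libraries; the 10 largest rises and falls of each comparison with MCF7 under H2O2, and the 5 largest of each response to H2O2 or DOX and each interaction, among called genes with a proper symbol, at least 1 CPM in the higher group and groups that do not overlap; and up to 4 members of each list with the smallest p at an adjusted p under 0.05. Levels of X-inactivation and Y-linked genes are not reported.

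Comparisons, thresholds, gene lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 (the paper gives versions not available here), RLE in place of TMM factors, no filter on low counts, 1 fit over all 24 or all 36 libraries, the replicate number as a block (a paired fit), a fold change over 1.5, each library left out in turn, and for lists an estimated correlation and fgsea 1.28.0 on signal-to-noise ranks with 1000 permutations. For the principal components, genes scaled to unit variance, no filter and the 500 most variable genes were tried. Settings that leave out replicate 2 of MCF7 under 2 treatments at once, or together with replicate 3 of a microRNA line, were added after seeing the data. Pairing by replicate number was tested from the correlation of the replicates' deviations from their group means, and held (every pair over 0.1, and every library closest to the one of its own number) for H2O2 in MCF7 and MCF7-miR526b and for DOX in MCF7.

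The tests were tried on simulated data, with a spread estimated from these libraries and 0 to 12 false calls per comparison. In each comparison, 100 genes had a log2 fold change of 2 and 100 genes a log2 fold change of 3. For the comparisons with MCF7 under H2O2, 73% and 94% of them were called in MCF7-miR526b (18678 genes), 76% and 88% in MCF7-miR655 (18592 genes) and 77% and 90% in MCF7-COX2 (19006 genes). For the responses to H2O2, 49% and 87% were called in MCF7 (18644 genes), 89% and 100% in MCF7-miR526b (18586 genes), 88% and 98% in MCF7-miR655 (18181 genes) and 91% and 100% in MCF7-COX2 (18308 genes). For the interactions, 57% and 71% were called in MCF7-miR526b (19815 genes), 51% and 71% in MCF7-miR655 (19679 genes) and 56% and 71% in MCF7-COX2 (20173 genes). These shares describe the simulated data only. They do not give the share of real changes that would be called in these libraries. MCF7 spread more widely than the other lines, and its replicate 2 stood apart. Leaving out any library of MCF7-miR526b under H2O2 also ended every call against MCF7. The qPCR, protein and other cell assays of the paper have no deposited values and were left out.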

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

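Of the tests below, the comparisons, the gene list tests, the libraries left out and the tests of a mixed and of a mislabelled MCF7 library were set before their result was seen, and the other tests of explanations and the splits of the libraries were chosen only afterwards.

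Some gene lists responded to H2O2 differently in a line than in MCF7, by a test of the difference itself. In MCF7-miR526b, NF-kB targets, epidermal differentiation genes and MAPK feedback genes had median differences from the H2O2 response of MCF7 of -0.352, -0.622 and -0.315 on the log2 scale (adjusted p = 3.27e-07, 6.07e-08 and 1.03e-04, and adjusted p = 0.0307 for all 3 with an estimated correlation). The difference lay below 0 for 32 of 39, 17 of 18 and 15 of 17 members. In MCF7-miR655, epidermal differentiation genes had a median difference of -0.669, below 0 for 17 of 19 (adjusted p = 2.53e-11, and adjusted p = 0.0147 with an estimated correlation). In MCF7-COX2, estrogen response genes had a median difference of 0.4, above 0 for 44 of 52 (adjusted p = 1.61e-07, and adjusted p = 0.0234 with an estimated correlation). These 5 results passed with either correlation out of 31 lists per line, of which 11, 12 and 8 passed with the preset one. None of them ended with 1 library left out (adjusted p up to 0.0259 for MAPK feedback genes). The differences in the microRNA lines rest in part on replicates 1 and 2, which lay nearer to DMSO than replicate 3 over the genes that H2O2 raised in MCF7-COX2. In MCF7-miR526b the median changes in replicates 1, 2 and 3 were 0.041, 0.0246 and 0.255 for NF-kB targets, 0.08, 0.0693 and 0.589 for epidermal differentiation genes and 0.0991, 0.0928 and -0.0523 for MAPK feedback genes, against 0.438 to 0.639, 1.26 to 1.69 and 0.619 to 0.753 in MCF7. For epidermal differentiation genes they were 0.324, 0.204 and 0.702 in MCF7-miR655. No member of these lists passed in the H2O2 response of MCF7-miR526b over all genes, and MAPK feedback genes passed there as a list only with the replicate block (adjusted p = 0.267 without it and 0.0401 with it).

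DOX, which the paper does not analyse, changed 1106 genes in MCF7, 1690 in MCF7-miR526b, 1552 in MCF7-miR655 and 2552 in MCF7-COX2. In MCF7, leaving out replicate 1 or 3 under DOX gave 284 and 593, and the replicate block 1596. A difference between groups was also seen under DMSO, where the lines differed from MCF7 by 30 genes in MCF7-miR526b, 141 in MCF7-miR655 and 1709 in MCF7-COX2. Without replicate 2 of MCF7 these counts were 293, 457 and 3606. Without replicate 3 of MCF7 68 genes differed in MCF7-miR526b, without any 1 DMSO library of a microRNA line 0 or 1 did, and without 1 of MCF7-COX2 547 to 772.

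For each of these counts of DOX and DMSO, for the 60, 55 and 1809 genes called against MCF7 under H2O2 in MCF7-miR526b, MCF7-miR655 and MCF7-COX2 and for the 316 genes changed by H2O2 in MCF7-COX2, 1 split of the libraries, the real one, called as many genes and the highest other split called 0, but 10 splits are too few for a share under 0.05. Where H2O2 called 0 genes, in MCF7, MCF7-miR526b and MCF7-miR655, and for the interactions, which called 0 as well, the count of splits tests nothing, since all 10 and all 30 splits call at least 0 genes by construction. For the interactions the highest other split called 0 in MCF7-miR526b and MCF7-miR655 and 265 in MCF7-COX2. That split exchanges the treatment labels in MCF7 alone and so sums the responses of both lines, so its calls say nothing about the interaction.

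In each treatment, replicate 2 of MCF7 lay between the other MCF7 libraries and MCF7-COX2 in expression. Over 377 genes with at least a 4-fold difference, its median share of the way to MCF7-COX2 was 0.534 for the genes higher in MCF7-COX2 and 0.663 for the lower ones under DMSO, 0.498 and 0.593 under H2O2, and 0.409 and 0.515 under DOX. An MCF7-COX2 library with an MCF7 label is argued against, because the highest of these shares, 0.663, is far from 1. RNA or cells of MCF7-COX2 mixed into the library stays open and may account for the pattern, since the shares of higher and lower genes differ by at most 0.129. PTGS2, meant as the marker of such a mixture, was not raised in MCF7-COX2 and so gave no share; 10 genes kept a share under 0.2 and 7 over 0.8 in all 3 treatments, and 1 gene, BMP3, was 3-fold above both sources. The design names no biological cause for 1 replicate, and no biological explanation was tested.

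Under H2O2, replicates 1 and 2 of both microRNA lines lay nearer to their DMSO libraries than replicate 3. Over 175 genes that H2O2 raised in MCF7-COX2, their median log2 changes were 0.0965 to 0.306, against -0.464 to 0.248 for DMSO libraries and 1.13 and 1.14 for replicate 3. DOX libraries labelled as replicate 3 are argued against, because its median share of the DOX change was at most 0.418. DMSO libraries that carry an H2O2 label stay open for replicates 1 and 2. The medians in MCF7-miR526b, 0.12 and 0.0965, lie within the DMSO range. Those in MCF7-miR655, 0.283 and 0.306, lie above it and above the DMSO libraries of that line (-0.0336 to 0.0256), but the excess over the highest DMSO library is small beside the spread of DMSO libraries. Without replicate 3, edgeR called 2 genes in the H2O2 response of MCF7-miR655, and 2063 of 18619 had an unadjusted p under 0.05. In MCF7-miR526b it called 0, and 1107 of 18972 did. These values argue more against such labels in MCF7-miR655 than in MCF7-miR526b, but do not exclude them. A smaller response of both lines to H2O2, the biological explanation, also cannot be told apart, since p53 targets rose by a median of 0.825 in replicate 3 of MCF7-miR655, within the 0.484 to 0.835 of MCF7, and by at most 0.157 in replicates 1 and 2 of both lines.

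PTGS2 was not raised in the libraries labelled MCF7-COX2. Reads discarded because PTGS2 overlaps other genes are argued against, since other genes cover 4% of its exon bases. A transgene message that holds no annotated PTGS2 exon stays open, as the highest level in the line was 0.791 CPM and the counts hold no other sequence of the construct. Cells without expression of the transgene also stay open, with PTGS2 above every MCF7 library in 2 of 9 libraries of the line. Overexpression of COX-2 is the biological explanation that the design offers for the distance of this line from MCF7. The counts of PTGS2 leave it untested and do not favour it, and other differences between the 2 lines were not tested either.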

How the results depend on the processing

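The settings that leave out replicate 2 of MCF7 under 2 treatments at once, or together with replicate 3 of a microRNA line, were chosen after seeing the data; all others were set in advance. With RLE in place of TMM factors, no count moved by more than 1.5 times, all 1223 results of named genes kept their direction and side of the threshold, and 426 of 428 list results did. Of 1219 gene results, 1190 were the same with DESeq2, 22 newly passed and 7 no longer did; for no filter 1195 of 1223 were the same, for the replicate block (a paired fit) 1147, and for 1 fit over all 24 or 36 libraries 1053. Of 8028 gene results with 1 library left out, 7068 were the same, 28 newly passed, 931 no longer did and 1 turned. Of 428 list results, 269 were the same with an estimated correlation and 159 no longer passed, and fgsea gave 305 of 335 the same. With 1 library left out, 2810 of 3126 list results were the same, 129 newly passed, 176 no longer did and 11 turned. Over all comparisons 179 list tests passed, 20 of them with an estimated correlation.

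Counts of called genes differed between tools, filters and sets of libraries. Under H2O2, higher and lower genes numbered 23 and 37 in MCF7-miR526b, 16 and 39 in MCF7-miR655 and 350 and 1459 in MCF7-COX2. DESeq2 gave 107 and 362 in MCF7-miR526b, 123 and 312 in MCF7-miR655 and 603 higher in MCF7-COX2. No filter gave 87 and 316, 82 and 202, and 704 higher; 1 fit over all 24 libraries 114 and 365, 137 and 410, and 715 higher. The replicate block gave 8 and 24, and 4 and 15 in the microRNA lines. A fold change over 1.5 gave 39 higher in MCF7-miR526b, 28 higher in MCF7-miR655, and 1340 and 2805 in MCF7-COX2. Leaving out replicate 2 of MCF7 and replicate 3 of the line gave 83 and 267, and 66 and 177. Genes lower in all 3 lines numbered 3, and 33 with DESeq2, 21 with no filter, 29 in the fit over 24 libraries and 1 with the replicate block; that fit over 24 libraries gave 3 genes higher in all 3 lines.

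Under DMSO, 30 genes differed in MCF7-miR526b, 141 in MCF7-miR655 and 1709 in MCF7-COX2. DESeq2 gave 295 and 483 for the microRNA lines, no filter 93 and 221, and the replicate block 5 and 33; the fit over 24 libraries gave 351, 590 and 2790. H2O2 changed 0 genes in MCF7, with 81 by DESeq2, 24 in the fit over 24 libraries and 240 with the replicate block; 0 in MCF7-miR655, with 13 by DESeq2 and 3 with no filter; and 316 in MCF7-COX2, with 502 with no filter and 142 in the fit over 24 libraries. The interaction called 0 genes in each line, with 1 for the replicate block in MCF7-miR655, and in MCF7-COX2 8 by DESeq2, 31 with the replicate block and 1 without replicate 2 of MCF7 under both treatments. DOX changed 1106 genes in MCF7 and 1905 by DESeq2, and 2254 in 1 fit over all 36 libraries. No filter gave 3039 instead of 1690 in MCF7-miR526b, 2892 instead of 1552 in MCF7-miR655 and 4174 instead of 2552 in MCF7-COX2.

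With 1 library left out, higher genes under H2O2 ranged from 0 to 71 in MCF7-miR526b, 0 to 53 in MCF7-miR655 and 30 to 1656 in MCF7-COX2, and lower genes from 0 to 151, 0 to 125 and 817 to 1957. With 1 library of MCF7 left out, 0 to 6 genes were higher and 1 to 21 lower in all 3 lines; with 1 of a microRNA line left out, 0 and 0, and with 1 of MCF7-COX2, 0 and 2. The highest value of each came without replicate 2 of MCF7. Under DMSO the ranges were 0 to 293, 0 to 457 and 547 to 3606. H2O2 responses ranged from 0 to 2 in MCF7-miR655 and 200 to 347 in MCF7-COX2, and the DOX response of MCF7 from 284 to 1075.

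Some list results turned direction without replicate 3 of a microRNA line under H2O2. They follow as the adjusted p with all libraries and, in parentheses, its range with 1 left out. G2/M genes in MCF7-miR655 against MCF7 under H2O2 had 0.349 (7.04e-07 to 0.965) and turned also without replicate 2 of MCF7 and replicate 3 of the line (1.42e-14). In the H2O2 response of MCF7-miR526b, G2/M genes had 2.03e-12 (3.7e-22 to 0.0249) and cholesterol synthesis genes 0.1 (0.00288 to 0.587). In that of MCF7-miR655, interferon-stimulated genes had 0.00149 (1.15e-07 to 0.0168) and cholesterol synthesis genes 0.128 (0.0063 to 0.247). In the interaction of MCF7-miR526b, E2F targets and S phase genes had 0.718 (1.16e-11 to 0.973) and cholesterol synthesis genes 0.903 (0.0139 to 0.881). In that of MCF7-miR655, interferon-stimulated genes had 0.566 (1.85e-07 to 0.98), E2F targets and S phase genes 1.83e-05 (7.6e-16 to 0.106), G2/M genes 0.139 (2.13e-14 to 0.922) and cholesterol synthesis genes 0.747 (0.0101 to 0.99). The log2 fold change of MX1 with DOX in MCF7-miR655 was 0.19, and -0.74 to 0.51 with 1 library left out, turned without DOX replicate 3.

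PC1 took 58.9% of the variance, 40.4% for scaled genes, 80.5% for the 500 most variable genes and 24.7% for scaled genes with no filter; PC2 took 10.1%, 11.7%, 8.33% and 8.44%. The ratio of the spread of MCF7 to that of the widest other line went from 1.61 to 1.17 without replicate 2 of each line. The fits that gave more calls differ in the libraries or genes they use or in the test; which of these causes the difference was not tested. fgsea was not run for the interactions, which have no signal-to-noise rank, and DESeq2 gave no adjusted p for 4 results of named genes. Depth limits what can be said of rare RNAs: 3 counts are 0.0468 to 0.0774 CPM, so that a gene with 0 counts in a group has only a lower bound of its fold.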

Differences from the paper's values

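The paper reports more genes that differ from MCF7 in the microRNA lines under H2O2 than edgeR called on these libraries. The paper's counts came from DESeq2, so the main edgeR counts are set against those of another test. The DESeq2 counts here are the like comparison, with another version. For genes higher than in MCF7, the paper gives 70 in MCF7-miR526b only, against 23 here, with 88 by DESeq2, 73 with no filter and 89 in 1 fit over all 24 libraries, each within 1.5 times the paper's value. For MCF7-miR655 only, the paper gives 83, against 16 here, with 111 by DESeq2, 74 with no filter and 117 in the fit over 24 libraries. For both microRNA lines only, the paper gives 10, against 0 here, with 12 by DESeq2, 8 with no filter and 13 in the fit over 24 libraries. For MCF7-miR526b and MCF7-COX2 only, the paper gives 5, against 0 here, with 7 by DESeq2 and 6 with no filter. For MCF7-miR655 and MCF7-COX2 only, the paper gives 3, against 0 here, with 4 in the fit over 24 libraries. For all 3 lines the paper gives 1, against 0 here, and no setting tried gave that value within 1.5 times.

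For genes lower than in MCF7, the paper gives 82 in MCF7-miR526b only, against 15 here, with 123 with no filter. For MCF7-miR655 only, the paper gives 165, against 24 here, with 160 by DESeq2 and 245 in the fit over 24 libraries. For both microRNA lines only, the paper gives 34, against 2 here, with 48 by DESeq2 and 39 with no filter. For MCF7-miR526b and MCF7-COX2 only, the paper gives 97, against 17 here, with 145 by DESeq2, 133 with no filter, 137 in the fit over 24 libraries and 92 without replicate 2 of MCF7. For MCF7-miR655 and MCF7-COX2 only, the paper gives 60, against 10 here, with 71 by DESeq2, 49 with no filter, 82 in the fit over 24 libraries and 49 without replicate 2 of MCF7. For all 3 lines the paper gives 11, against 3 here, and no setting tried came within 1.5 times of it. Settings not named for a value did not close its difference.

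The paper's PC1 took 24.7% of the variance, against 58.93% here. Scaled genes with no filter gave 24.66%, while scaled genes with the filter and the 500 most variable genes did not close the difference. The paper states a depth of 25M reads per library; the median of the total counts was 49.88M, and no alternative applies.

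Some hub genes that the paper names, which it drew from genes called with DESeq2, were not called by edgeR. In MCF7-miR526b these were SLC6A3, SLC18A2, H2BC11, IL18, ITGAM, STAT4 and FCGR2B. All of them were called by DESeq2 and in the fit over 24 libraries, and all but IL18 with no filter. In MCF7-miR655 they were MX1, CACNA1C, TRDN, OAS2, TNF, GJA1 and A2M. OAS2 was called in the fit over 24 libraries only, and the others by DESeq2, with no filter and in that fit. All 10 hub genes of MCF7-COX2 were called.

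For MCF7-COX2, the paper reports negative enrichment of a p53 gene set with FDR = 0.34 and, as not significant, of a reactive oxygen species gene set (FDR = 0.821). The lists here, which hold other members, did not pass either, so no difference in the data is shown. Here p53 targets had a median of 0.171 (adjusted p = 0.252, and adjusted p = 0.74 with an estimated correlation) and antioxidant genes a median of 0.153 (adjusted p = 0.301, and adjusted p = 0.689 with an estimated correlation). The paper's supplementary volcano plots mark genes raised by H2O2 in MCF7 and MCF7-miR655, where the unpaired edgeR fit called 0 genes, and DESeq2 81 and 13. With the replicate block, whose pairing held for H2O2 in MCF7, edgeR called 240 genes in MCF7, all higher.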

Other observations

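Doxorubicin damages DNA, and in all 4 lines it raised p53 targets and lowered genes of the cell cycle. The DOX libraries come from the same series and have no analysis in the paper. DOX raised 678 and lowered 428 genes in MCF7 (18949 tested), 921 and 769 in MCF7-miR526b (19020), 878 and 674 in MCF7-miR655 (18346), and 1489 and 1063 in MCF7-COX2 (18654). With the replicate block, whose pairing held for DOX in MCF7, DOX raised 1027 and lowered 569 genes there, and 940 and 774, 885 and 697, and 1480 and 1070 in the other lines. Of 16751 genes tested in all 4 lines, 219 were raised and 290 lowered in every line. MCF7 shared 409 raised and 356 lowered genes with MCF7-miR526b (24.2 and 16.3 for independent lists), 390 and 340 with MCF7-miR655 (24.1 and 14.8) and 382 and 348 with MCF7-COX2 (36.1 and 22.5). In MCF7-COX2, 204 of the 266 genes raised by H2O2 and tested for DOX were also raised by DOX (15.3 for independent lists), and 4 of 10 lowered ones also lowered (0.595). Both comparisons use the same DMSO libraries of MCF7-COX2, so independent lists are not their no-effect value. The part of the overlap that comes from these libraries was not measured.

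List members are counted at an adjusted p under 0.05 with any fold change. By that count DOX raised 1211 and lowered 1192 of all genes tested in MCF7, and 4932 and 5053 in MCF7-miR526b. It raised 4583 and lowered 4811 in MCF7-miR655, and 5285 and 5424 in MCF7-COX2. p53 targets rose with DOX: 37 of 41 in MCF7, 40 of 41 in each microRNA line and 37 of 40 in MCF7-COX2, with medians of 1.86, 1.63, 1.58 and 1.62 (adjusted p up to 1.48e-35, and adjusted p = 0.141, 0.0813, 0.253 and 0.249 with an estimated correlation). G2/M genes fell in 53 of 56 in MCF7 and in 56 of 56 in each other line, with medians of -2.09, -3.21, -3.02 and -4.09 (adjusted p up to 1.49e-52, and adjusted p = 0.176, 0.0249, 0.253 and 0.249 with an estimated correlation). E2F targets and S phase genes fell in 60, 62, 62 and 62 of 63, with medians of -1.79, -2.27, -2.4 and -2.88 (adjusted p up to 9.82e-77, and adjusted p = 0.141, 0.0249, 0.253 and 0.249 with an estimated correlation). In MCF7-COX2, 34 of 48 estrogen response genes rose and 6 fell, with a median of 1.1 (adjusted p = 3.14e-08, and adjusted p = 0.571 with an estimated correlation), and 12 of 17 MAPK feedback genes rose and 0 fell (15 and 0 adjusted over the list alone), with a median of 1.26 (adjusted p = 3.69e-05, and adjusted p = 0.249 with an estimated correlation). In MCF7, MCF7-miR526b and MCF7-miR655, estrogen response genes had medians of -0.0198, -0.066 and -0.0483 (adjusted p = 0.953, 0.748 and 0.847), with 3, 17 and 13 of 52 rising and 2, 19 and 18 falling (15, 18 and 18 rising and 10, 21 and 21 falling with the replicate block), and MAPK feedback genes medians of 0.492, 0.0966 and 0.0156 (adjusted p = 0.168, 0.729 and 0.929), with 3, 5 and 3 of 17 rising and 0, 5 and 6 falling (5, 4 and 3 rising and 2, 7 and 8 falling with the replicate block). The DOX responses of the lines were not tested against each other. Cholesterol synthesis genes fell in 17 of 22 in MCF7-COX2, with a median of -0.591 (adjusted p = 1.23e-06, and adjusted p = 0.249 with an estimated correlation), and had medians of -0.275 in MCF7 (adjusted p = 0.0165, and adjusted p = 0.448 with an estimated correlation) and -0.178 in MCF7-miR655 (adjusted p = 0.0253, and adjusted p = 0.325 with an estimated correlation), where the call ended without DOX replicate 3 (adjusted p = 0.0892). In MCF7-miR526b, 12 of 22 fell and 1 rose, with a median of -0.221, and the list did not pass (adjusted p = 0.0513, 0.0361 with the replicate block and 0.696 with an estimated correlation). Replication-dependent histone genes, whose RNAs mostly lack poly(A) tails, rose in 10 of 17, 11 of 18, 12 of 18 and 12 of 18, with 6 falling in MCF7-miR526b and 1 in MCF7-COX2 (adjusted p up to 2.72e-04, and adjusted p = 0.343, 0.607, 0.665 and 0.277 with an estimated correlation).

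CDKN1A, a p53 target that halts the cell cycle, rose with DOX from 61.4 ± 5.03 to 1040 ± 290 CPM (SD, n = 3 per group) in MCF7, a log2 fold change of 4.08 (standard error 0.25, adjusted p = 0.00219). Its log2 fold changes in the other lines were 3.49 (standard error 0.13, adjusted p = 8.39e-10) in MCF7-miR526b, 2.81 (standard error 0.09, adjusted p = 8.05e-07) in MCF7-miR655 and 4.32 (standard error 0.12, adjusted p = 1.53e-07) in MCF7-COX2. Those of BBC3 were 2.04 (standard error 0.21, adjusted p = 0.00432), 1.56 (standard error 0.07, adjusted p = 6.36e-09), 1.84 (standard error 0.09, adjusted p = 2.03e-06) and 1.90 (standard error 0.19, adjusted p = 4.71e-05) in MCF7 and these lines. The log2 fold change of GSR, which recycles glutathione, was -0.49 (standard error 0.06, adjusted p = 1.21e-04) in MCF7-COX2. TERT, the telomerase enzyme, fell from 15.1 ± 0.301 to 0.195 ± 0.14 CPM (SD, n = 3 per group) in MCF7-COX2.

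The largest log2 changes with DOX follow by line. In MCF7, TNFSF15 (7.91, adjusted p = 0.0174), CLCA2 (6.71, adjusted p = 0.00856), GDNF (6.56, adjusted p = 0.0098), RELN (6.54, adjusted p = 0.0069) and PZP (6.30, adjusted p = 0.0172) rose, and MAB21L4 (-4.78, adjusted p = 0.0192), CDCA7 (-4.48, adjusted p = 0.0052), EFNB3 (-3.86, adjusted p = 0.00871), MUC1 (-3.86, adjusted p = 0.0069) and SLC44A4 (-3.78, adjusted p = 0.0382) fell. Of these, TNFSF15, GDNF, PZP, MAB21L4 and SLC44A4 were no longer called without replicate 1 of MCF7 under DOX, and all but GDNF of them also not without 1 of the other libraries.

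In MCF7-miR526b, DOX raised PZP (6.52, adjusted p = 6.04e-06), CDH5 (6.52, adjusted p = 7.57e-07), CLCA2 (6.37, adjusted p = 3.64e-07), CCNP (5.10, adjusted p = 1.41e-10) and ACTA2 (4.79, adjusted p = 1.88e-09), and lowered PIF1 (-5.84, adjusted p = 4.79e-11), MAB21L4 (-5.72, adjusted p = 9.46e-07), FCGRT (-4.80, adjusted p = 7.17e-06), TMT1A (-4.69, adjusted p = 7.29e-08) and TERT (-4.64, adjusted p = 7.67e-06). In MCF7-miR655 it raised SLC8A3 (6.96, adjusted p = 7.42e-04), CLCA2 (6.37, adjusted p = 1.94e-04), TNFSF15 (6.01, adjusted p = 7.62e-04), EFCAB3 (5.96, adjusted p = 7.83e-05) and GDNF (5.55, adjusted p = 9.49e-05), and lowered VILL (-5.85, adjusted p = 0.00197), TERT (-5.00, adjusted p = 2.67e-04), MUC1 (-4.86, adjusted p = 9.41e-06), FAM72D (-4.39, adjusted p = 3.54e-06) and PIF1 (-4.22, adjusted p = 6.69e-06). In MCF7-COX2 it raised RELN (at least 25.3-fold, adjusted p = 3.53e-04), CYP19A1 (at least 19.7-fold, adjusted p = 0.00233), TTN (at least 17.5-fold, adjusted p = 6.59e-04), CADPS (at least 16.9-fold, adjusted p = 4.65e-04) and SLC8A3 (7.21, adjusted p = 1.64e-04), and lowered DAND5 (-6.40, adjusted p = 3.74e-05), TERT (-6.24, adjusted p = 1.10e-06), DMBX1 (-5.82, adjusted p = 1.43e-05), NMU (-5.77, adjusted p = 5.04e-06) and PIMREG (-5.66, adjusted p = 3.52e-06). Other genes' exons cover 36.2% of the exon bases of ACTA2, 18.9% of TMT1A, 17.8% of TTN and 14.7% of GDNF.

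Other lists compared with MCF7 under H2O2 showed smaller or less steady changes. In MCF7-miR526b, 1 of 27 xenobiotic and glutathione transferase genes were higher and 0 lower (1 and 3 adjusted over the list alone), with a median of -0.412 (adjusted p = 0.00123, and adjusted p = 0.209 with an estimated correlation), 0 of 30 ribosomal protein genes were higher and 0 lower, with a median of -0.182 (adjusted p = 0.00161, and adjusted p = 0.589 with an estimated correlation), and 0 of 10 basal and myoepithelial breast markers were higher and 1 lower, with a median of -0.518 (adjusted p = 0.0308, and adjusted p = 0.209 with an estimated correlation). The last 2 did not pass without replicate 2 or 3 of MCF7, and the basal markers not without replicate 2 or 3 of MCF7-miR526b (adjusted p up to 0.0824). Not past the threshold in this line were luminal identity genes (25 tested, 0 higher and 0 lower, median 0.004, adjusted p = 0.845), extracellular matrix genes (32 tested, 0 higher and 1 lower (1 and 4 over the list alone), median -0.0847, adjusted p = 0.0763), stemness genes (12 tested, 0 higher and 0 lower, median -0.446, adjusted p = 0.303), E2F targets and S phase genes (63 tested, 0 higher and 0 lower, median 0.0111, adjusted p = 0.78), G2/M genes (56 tested, 0 higher and 0 lower, median 0.124, adjusted p = 0.23), DNA damage response and repair genes (40 tested, 0 higher and 0 lower (0 and 1 over the list alone), median -0.0718, adjusted p = 0.456), unfolded protein and integrated stress response genes (26 tested, 0 higher and 0 lower (0 and 2 over the list alone), median 0.0382, adjusted p = 0.989), cholesterol synthesis genes (22 tested, 0 higher and 0 lower (1 and 1 over the list alone), median 0.19, adjusted p = 0.246), prostaglandin pathway genes (12 tested, 0 higher and 0 lower, median -0.325, adjusted p = 0.282) and mitochondrially encoded genes (13 tested, 0 higher and 0 lower, median -0.0186, adjusted p = 0.809).

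In MCF7-miR655, 0 of 15 genes of the EGF and FGF receptor axis were higher and 0 lower (3 and 0 adjusted over the list alone), with a median of 0.083 (adjusted p = 0.0462, and adjusted p = 0.387 with an estimated correlation), and 0 of 17 MAPK feedback genes were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.114 (adjusted p = 0.034, and adjusted p = 0.452 with an estimated correlation); the first did not pass without replicate 1 or 3 of MCF7 or any library of MCF7-miR655 (adjusted p up to 0.412), and the second not without replicate 2 or 3 of MCF7 or replicate 3 of MCF7-miR655 (up to 0.308). Not past the threshold were E2F targets and S phase genes (63 tested, 0 higher and 0 lower, median 0.035, adjusted p = 0.886), G2/M genes (56 tested, 0 higher and 0 lower, median -0.0529, adjusted p = 0.349), stemness genes (12 tested, 0 higher and 0 lower, median 0.115, adjusted p = 0.546), DNA damage response and repair genes (40 tested, 0 higher and 0 lower, median -0.0652, adjusted p = 0.482), unfolded protein and integrated stress response genes (27 tested, 0 higher and 0 lower (0 and 1 over the list alone), median 0.129, adjusted p = 0.323), cholesterol synthesis genes (22 tested, 0 higher and 0 lower (1 and 0 over the list alone), median 0.0294, adjusted p = 0.482), germ cell genes (6 tested, 0 higher and 0 lower, median -0.00236, adjusted p = 0.886), xenobiotic and glutathione transferase genes (27 tested, 0 higher and 0 lower (0 and 1 over the list alone), median -0.135, adjusted p = 0.886), prostaglandin pathway genes (11 tested, 0 higher and 0 lower, median -0.0131, adjusted p = 0.649), replication-dependent histone genes (17 tested, 0 higher and 0 lower, median 0.0443, adjusted p = 0.886), mitochondrially encoded genes (13 tested, 0 higher and 0 lower (0 and 2 over the list alone), median -0.0494, adjusted p = 0.15), ribosomal protein genes (30 tested, 0 higher and 0 lower, median 0.0772, adjusted p = 0.482), fibroblast and endothelial markers (5 tested, 1 higher and 0 lower (2 and 1 over the list alone), median -0.275, adjusted p = 0.0515) and basal and myoepithelial breast markers (10 tested, 0 higher and 0 lower (1 and 2 over the list alone), median -0.568, adjusted p = 0.187).

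In MCF7-COX2, 1 of 43 NF-kB targets were higher and 13 lower (1 and 14 adjusted over the list alone), with a median of -0.355 (adjusted p = 0.0499, and adjusted p = 0.652 with an estimated correlation), 5 of 30 ribosomal protein genes were higher and 0 lower (0 and 0 adjusted over the list alone), with a median of 0.236 (adjusted p = 0.0232, and adjusted p = 0.689 with an estimated correlation), 0 of 8 immune cell markers were higher and 4 lower, with a median of -1.94 (adjusted p = 0.03, and adjusted p = 0.443 with an estimated correlation), and 0 of 10 basal and myoepithelial breast markers were higher and 5 lower (2 and 7 adjusted over the list alone), with a median of -1.27 (adjusted p = 0.0232, and adjusted p = 0.281 with an estimated correlation). All but the basal markers did not pass without replicate 2 of MCF7, NF-kB targets also not without replicate 1 or 2 of MCF7-COX2 (adjusted p up to 0.202), ribosomal protein genes also not without replicate 1 of MCF7 or replicate 3 of MCF7-COX2 (up to 0.0987), and the basal markers not without replicate 2 of MCF7-COX2 (adjusted p = 0.0536). Not past the threshold were DNA damage response and repair genes (40 tested, 8 higher and 2 lower, median 0.197, adjusted p = 0.0959), unfolded protein and integrated stress response genes (27 tested, 1 higher and 7 lower (3 and 7 over the list alone), median 0.0509, adjusted p = 0.79), germ cell genes (8 tested, 0 higher and 2 lower (1 and 2 over the list alone), median 1.08, adjusted p = 0.561), prostaglandin pathway genes (11 tested, 0 higher and 4 lower, median -0.0816, adjusted p = 0.311) and mitochondrially encoded genes (13 tested, 0 higher and 3 lower, median -0.0587, adjusted p = 0.359).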
